# Identifying the E2F3-MEX3A-KLF4 signaling axis that sustains cancer cells in undifferentiated and proliferative state

**DOI:** 10.7150/thno.76619

**Published:** 2022-09-25

**Authors:** Xu Yang, Guilin Li, Yuhua Tian, Xin Wang, Jiuzhi Xu, Ruiqi Liu, Min Deng, Chunlei Shao, Yuwei Pan, Xi Wu, Mengzhen Li, Chaowei Zhang, Rui Liu, Jun Qin, Chen Zhang, Zhanju Liu, Xin Wu, Maksim V. Plikus, Christopher J. Lengner, Zongheng Zheng, Cong Lv, Zhengquan Yu

**Keywords:** Colorectal cancer, Cancer stemness, MEX3A, KLF4, Radio-resistance

## Abstract

**Rationale:** Dysregulation of signaling that governs self-renewal and differentiation of intestinal stem cells (ISCs) is a major cause of colorectal cancer (CRC) initiation and progression.

**Methods:** qRT-PCR, western blotting, *in situ* hybridization, immunohistochemistry and immunofluorescence assays were used to detect the expression levels of MEX3A, KLF4 and E2F3 in CRC tissues. The biological functions of MEX3A were studied using *Mex3a* knockout (KO) and intestinal epithelium specific conditional knockout (cKO) mice, AOM-DSS mouse colorectal tumor model, Apc floxed mouse tumor model and intestinal and tumor organoids. Transcriptomic RNA sequencing (RNA-seq), RNA crosslinking immunoprecipitation (CLIP) and luciferase reporter assays were performed to explore the molecular mechanisms of MEX3A.

**Results:** RNA-binding protein MEX3A, a specific ISC marker gene, becomes ectopically upregulated upon CRC and its levels negatively correlate with patient survival prognosis. MEX3A functions as an oncoprotein that retains cancer cells in undifferentiated and proliferative status and it enhances their radioresistance to DNA damage. Mechanistically, a rate limiting factor of cellular proliferation E2F3 induces MEX3A, which in turn activates WNT pathway by directly suppressing expression of its pro-differentiation transcription factor KLF4. Knockdown of *MEX3A* with siRNA or addition of KLF4 agonist significantly suppressed tumor growth both by increasing differentiation status of cancer cells and by suppressing their proliferation.

**Conclusions:** It identifies E2F3-MEX3A-KLF4 axis as an essential coordinator of cancer stem cell self-renewal and differentiation, representing a potent new druggable target for cancer differentiation therapy.

## Introduction

Colorectal cancer (CRC) is the third most commonly diagnosed cancer type and the second leading cause of cancer-related deaths 1. Dysregulation of signaling that governs differentiation and self-renewal of intestinal stem cells (ISCs) is thought to be the driver of CRC initiation and progression 2. Aberrantly high activation of WNT pathway has been shown to drive self-renewal of cancer stem cells (CSCs), and WNT was shown to be overactivated in over 80% of CRC patients 3. Adenomatous polyposis coli (*APC*) gene is a WNT antagonist considered to be a gatekeeper of colorectal tumorigenesis. Mutations in *APC* commonly drive tumorigenic WNT over-activation in ISCs 4. In contrast, signals that govern ISC differentiation, such as BMP pathway, become downregulated in CRC 2, 5 and prolonged inactivation of BMP/SMAD4 signaling can result in intestinal adenoma development 6. However, it remains unresolved how upregulation in self-renewal signaling and downregulation in pro-differentiation signaling become coordinated upon CRC. Elucidating signaling molecules that control self-renewal and differentiation is not only fundamental for understanding the molecular mechanism of CRC, but it could also open new anti-cancer therapeutic opportunities. Indeed, the so-called cancer differentiation therapy, whereas highly malignant undifferentiated cancer cells become converted into differentiated cells of low tumorigenicity, has emerged as a promising strategy for cancer treatment with low side-effect profile 7.

CSCs are a stem cell-like subset of tumor cells that drive cancer initiation and its relapse following therapy 8, and they share many cellular and molecular features with normal ISCs. Both CSCs and ISCs a highly proliferative and capable of long-term clonogenicity 9. In terms of gene expression, ISCs exhibit WNT-related transcriptional signature, including *Lgr5* expression. LGR5 is also a widely-accepted CSC marker. Other shared stemness signature genes between ISCs and CSCs are *CD44*, *Smoc2* and *Ascl2* 10. To meet the need for rapid homeostatic turnover of the intestinal epithelium, most ISCs at the bottom of crypts are sustained in rapidly-dividing and undifferentiated state, whereas a subset of Lgr5^+^ ISCs move upward and enter the differentiation program 9. Analogous self-renewal and differentiation capacity has been revealed also in CSCs 10. Many signaling pathways governing self-renewal and differentiation, such as WNT, Notch, Hedgehog, BMP, MAPK and PI3K-AKT, shared by both ISCs and CSCs, albeit aberrant in CSCs 2. Increasing evidence indicates that many regulatory factors governing ISC self-renewal and differentiation are also critical for oncogenesis in colorectal cancer 11-13. Hence, elucidating gene regulatory network of ISC and CSC self-renewal and differentiation could inform of new therapeutic for CRC.

MEX3A is an evolutionarily conserved RNA-binding protein (RBP) belonging to the MEX-3 RBP family 14. MEX-3 maintains totipotency and modulates asymmetric blastomere division in *C. elegans* 15, 16. In *Xenopus* and in mice, Mex3a is required for neuroblast proliferation 17. Of particular relevance, Barriga *et al.* reported that *Mex3a* marks a reserve-like subset of Lgr5^+^ ISCs that are resistant to DNA damage 18. Another study demonstrated that Mex3a is critical for maintaining Lgr5^+^ ISC pool in developing intestine 19. Furthermore, recent reports have implicated *MEX3A* as an oncogene that promotes tumor growth and cancer cell invasion in a variety of cancers such as lung, breast and cervical cancer 20-22. In addition, *in vitro* assays showed that MEX3A promotes the migration, invasion and proliferation of CRC cells 23, 24. However, it is still unknown of the function and molecular mechanism of MEX3A in coordinating self-renewal and differentiation signals in CRC. In this study, we found that *MEX3A* becomes ectopically upregulated in CRC and correlates with low grade cancer differentiation and poor survival prognosis. Mechanistically, E2F3-induced MEX3A overexpression sustains cancer cells in a rapidly dividing and undifferentiated state by directly suppressing KLF4, a key pro-differentiation regulator, to activate WNT signaling. Thus, E2F3-MEX3A-KLF4 is an essential signaling axis coordinating CSC self-renewal and differentiation. Targeting MEX3A or KLF4 not only suppressed CRC cell proliferation, but also increased their differentiation status, suggesting that it might represent a new potent target for cancer differentiation therapy upon CRC.

## Materials and Methods

Additional information is provided in Supplementary Materials and Methods.

### Ethics

All animal procedures were authorized by the Beijing Laboratory Animal Management Committee. All animal studies were performed in strict adherence to the Institutional Animal Care and Use Committee (IACUC) guidelines of China Agricultural University (approval number: SKLAB-2015-04-03).

### Mice

*Villin-Cre* mice (stock number: T000142) were purchased from the National Resource Center of Model Mice. *Lgr5-EGFP-IRES-Cre^ERT2^* mice (stock number: 008875) and *Kras^LSL-G12D^* mice (stock number: 008179) were obtained from Jackson Laboratories. *Mex3a* KO mice were obtained from Xin Wu's laboratory at Nanjing Medical University. *Mex3a^flox/flox^* mice were generated at the Shanghai Model Organisms Center, and first exon (1328 bp) of *Mex3a* was targeted with flanking LoxP sites, resulting in two LoxP loci.

### Patients and clinical specimens

Human CRC tissue microarray was obtained from Jun Qin's laboratory at the Shanghai Institute of Nutrition and Health, Chinese Academy of Sciences. Microarray contains 78 pairs of benign colorectal tissues and cancer tissues and 13 cancer tissue samples. Detailed information on the microarray is summarized in **Table S1**. All patients were from the Department of Colorectal Surgery, Fudan University Shanghai Cancer Center (FUSCC). Use of clinical samples, as well as review of all pertinent patient records, were approved by the Ethical Committee and Institutional Review Board of FUSCC in compliance with ethical standards and patient confidentiality, and informed consent was obtained from all patients.

### Irradiation injury

Two-month-old adult mice were subjected to 12 Gy γ-radiation and sacrificed at the indicated timepoints to obtain ileum samples. Cultured HCT116 cells and mouse tumor organoids were subjected to 2 Gy and 8 Gy γ-radiation respectively and used for downstream experiments.

### AOM and DSS treatment

Two-month-old control and *Mex3a* cKO mice were intraperitoneally injected with AOM (Sigma-Aldrich) at a concentration of 10 mg/kg body weight. Five days after AOM injection, mice were treated with the so-called DSS cycle comprising two steps: the mice were fed 2% (w/v) DSS (molecular weight: 36 000-50 000, MP Biomedicals) for 5 days and then normal water for 14 days. Mice were subjected to a total of 3 DSS cycles. After treatment, mice were sacrificed to obtain distal colon tissues.

### CLIP-qPCR

HCT116 cells transfected with HA-tagged MEX3A expression plasmids were subjected to ultraviolet crosslink twice at 400 mJ/cm^2^ in a Stratalinker (Model 2400) and then lysed with 1 × PXL buffer (1 × PBS, 0.1% SDS, 0.5% deoxycholate, 0.5% NP-40) plus protease inhibitor and RNAsin. After centrifugation, supernatant was incubated with protein A Dynabeads (Thermo, 10002D), conjugated to anti-HA antibody (Santa, sc-7392) or normal mouse IgG (Santa, sc-2025) for 4 hours at 4°C. Beads were washed with 1 × PXL buffer/5 × PXL buffer (5 × PBS, 0.1% SDS, 0.5% deoxycholate, 0.5% NP-40)/PNK buffer (50 mM Tris-HCl pH 7.4, 10 mM Mgcl_2_ and 0.5% NP-40), and digested with Proteinase K. RNA was extracted from beads and then reverse transcripted using the SuperScript^TM^ IV Reverse Transcriptase synthesis system (Thermo, 18091050).

### Xenograft tumor

Five-week-old male nude mice (BALB/c nude) were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. and maintained in specific pathogen-free conditions. Mice were randomly grouped and subcutaneously injected with 5.0×10^6^ treated HCT116 cells in a total volume of 100 μl PBS. Mice were sacrificed 3 weeks after transplantation, and tumor length, width and weight were measured. All tumors were fixed in 10% PFA and embedded in paraffin. Tumor sizes were calculated as 0.5 × length × width^2^.

### Statistical analysis

At least three biologically independent experiments were performed unless stated otherwise. All data are presented as the mean ± standard deviation (SD). The *P* value was obtained by unpaired two-tailed Student's t-test, and asterisks denote statistical significance (*P < 0.05; **P < 0.01; ***P < 0.001).

## Results

### *MEX3A* becomes ectopically upregulated in CRC and correlates with stemness

To begin understanding the role of *MEX3A* in CRC, we analyzed its levels in different types of human CRC tissues from The Cancer Genome Atlas (TCGA) database. *MEX3A* levels were markedly elevated in almost all types of colorectal tumor tissues except rectosigmoid mucinous adenocarcinoma (**Figure 1A**), and they positively correlated with individual cancer stages (**Figure 1B**). Similarly, analysis of 66 colon adenocarcinoma/adjacent normal tissue pairs from individual patients from our cohort revealed consistent overexpression of MEX3A in colon tumors (**Figure 1C**). Significantly, MEX3A levels were higher in low differentiation grade tumors than in mid-grade counterparts (**Figure 1D-E**). Its levels in CRC tissues also consistently positively correlated with the levels of *LGR5,* a well-established marker for CSC (**Figure 1F**). This suggests potentially important role for MEX3A in cancer stem cells. Indeed, *MEX3A* was also upregulated in human colorectal cell lines compared to normal colon epithelial cells, and it was particularly high in HCT116 cells, which are mainly composed of stem-like cancer cells 25 (**Figure S1A-B**). Consistently, *MEX3A* levels correlated with poor survival probability in CRC patients from TCGA database (**Figure 1G**). In addition, *Mex3a* was also upregulated in mouse colitis-associated tumors from the azoxymethane-dextran sulfate sodium (AOM-DSS) model (**Figure S1C-E**). Collectivelly, these data support that *MEX3A* is ectopically upregulated in CRC and its level is positively correlated with low differentiation and high stemness state.

These correlations in CRC prompted us to examine *Mex3a* in normal ISCs under physiological conditions. We show that *Mex3a* is primarily expressed in crypt cells at positions 0, 1' and 2' and becomes notably reduced in cells residing at the +4 position and above (**Figure 1H-I**). Consistently, qRT-PCR and Western blotting show that *Mex3a* is upregulated in Lgr5^high^ ISCs *vs.* Lgr5^low^ or Lgr5^neg^ cells (**Figure 1J, S1F**). This expression pattern (**Figure 1K**) suggests a potential function for *Mex3a* in ISCs. Upon injury, *Mex3a* levels sharply increase in regenerative foci of intestinal crypts from 24 to 120 hours after 12 Gy of γ-radiation, when surviving ISCs are highly proliferative (**Figure S1G-I**). This suggests that *Mex3a* might be important for ISC-driven regeneration.

### E2F3 directly upregulates *MEX3A* upon CRC

To uncover upstream *Mex3a* regulators we used JASPAR database and analyzed putative transcription factor binding sites within 2 kb region upstream of *Mex3a* transcription start site. This yielded two binding sites for E2F3 (**Figure 2A**), which is a known oncogene with rate-limiting function in cell proliferation 26. Indeed, high E2F3 expression associates with poor survival and prognosis in various cancer types 27. Analogous to *Mex3a*, *E2f3* is also dramatically upregulated in AOM-DSS-induced mouse colon tumors, and is highly expressed in ISCs and in regenerative foci following irradiation (**Figure 2B-C**). E2F3 is also upregulated in human colorectal tumors (**Figure 2D**). Analysis of TCGA data also revealed a consistent increase in *E2F3* in human CRCs (**Figure 2E**). Moreover, positive association between E2F3 and MEX3A levels was found in CRC tissues (**Figure 2F-G**). Thus, the expression pattern of *E2f3*/*E2F3* in CRC and intestinal epithelium is highly similar to that of *Mex3a*/*MEX3A*.

To test whether E2F3 directly regulates *MEX3A*, we overexpressed *E2F3* in HCT116 cells and found that E2F3 induction significantly upregulates *MEX3A* both at the RNA and protein levels (**Figure 2H-I**). Furthermore, luciferase reporter assay revealed that E2F3 overexpression induces *MEX3A* promoter activity, whereas mutations in E2F3 binding sites blocked this activity (**Figure 2J**). Chromatin immunoprecipitation (ChIP) assays showed that E2f3 is recruited to its binding sites on the *Mex3a* promoter (**Figure 2K**). Collectively, these results suggest that E2F3 directly regulates *MEX3A* expression.

### Mex3a is required for ISC stemness and proliferation

In order to understand *in vivo* functions of Mex3a under physiological conditions and during tumorigenesis, we first generated constitutive *Mex3a* knock-out (KO) mice (**Figure S2A**), in which exon 1 and partial exon 2 were deleted. *Mex3a* was efficiently deleted in intestines of KO mice (**Figure S2B-C**). Body weight of KO mice was generally lower than in littermate controls (**Figure S2D**). Deletion of *Mex3a* led to a significant reduction in crypt depth with fewer proliferative cells, yet it had no noticeable effect on villus length (**Figure S2E-F**). Alkaline phosphatase has been used extensively as a marker for enterocyte differentiation 28. We found that alkaline phosphatase signal was stronger in villi from *Mex3a* KO mice than in villi from littermate controls (**Figure S2G**), suggesting excessive differentiation. Deletion of *Mex3a* also led to a significant increase in the number of goblet cells and enteroendocrine cells (**Figure S2H-I**). We further analyzed epithelial cell migration dynamics along the crypt-villus axis after a single pulse of BrdU. Upward movement of BrdU^+^ cells from crypts to villi was limited upon *Mex3a* deletion (**Figure S2J**), suggesting impaired epithelial turnover. Taken together, these findings demonstrate that Mex3a maintains the appropriate balance between stem cell proliferation and differentiation for optimal intestinal homeostasis.

To test whether the observed phenotypes were due to a loss of *Mex3a* within the intestinal epithelium, we generated *Villin-Cre*-driven *Mex3a* conditional KO (cKO) mice, in which *Mex3a* was specifically deleted in the intestinal epithelium (**Figure S3A**). Expression levels of *Mex3a* were markedly reduced in the intestinal tissues of cKO mice (**Figure S3B-C**), which also displayed reductions in body weight, crypt depth and number of proliferative cells, as well as excessive differentiation (**Figure S3D-H, Figure EV1A-C**), phenotypes that are generally identical to these in constitutive KO mice. Interestingly, approximately 60% of cKO mice exhibited translucent and air-filled gut tubes, a more robust phenotype than that observed in constitutive KO mice (**Figure S3I**).

Considering that *Mex3a* is primarily expressed in Lgr5^high^ ISCs, we next tested the impact of *Mex3a* on ISCs. Olfm4 is a known marker of ISCs 10. The numbers of Olfm4^+^ cells per crypt were significantly reduced in both KO and cKO mice compared with littermate controls (**Figure 3A, S4A**). Consistently, frequency of Lgr5^+^ ISCs significantly decreased in intestinal crypts from *Lgr5^EGFP-CreERT2^;Mex3a^-/-^(Lgr5^EGFP^;Mex3a^-/-^)* mice relative to *Lgr5^EGFP-CreERT2^;Mex3a^+/+^ (Lgr5^EGFP^;Mex3a^+/+^)* mice (**Figure 3B**). Furthermore, mRNA levels of other ISC markers, *Ascl2*, *Lgr5*, *Smoc2* and *Tnfrsf19,* were downregulated in KO mice (**Figure S4B**). In line with this finding, crypts isolated from KO mice displayed lower organoid-initiating capacity than these from littermate controls (**Figure 3C**), and *Mex3a*-deficient organoids grew more slowly and gave rise to fewer buds (**Figure 3D-E, S4C**). Percentage of proliferative cells was markedly reduced in *Mex3a*-deficient organoids (**Figure 3F, S4D**), suggesting impaired proliferative capacity of ISCs. To test the direct effect of *Mex3a* deletion on ISCs, we isolated Lgr5^high^ cells and cultured them in Matrigel at the same initial density. Following four days of culture, Lgr5^high^ cells from *Lgr5^EGFP^;Mex3a*^-/-^ mice had lower spheroid-forming efficiency and gave rise to smaller spheroids than Lgr5^high^ cells from *Lgr5*^EGFP^*;Mex3a*^+/+^ mice (**Figure 3G-H**), suggesting that Mex3a is critical for maintaining ISC stemness. To further verify whether Mex3a directly regulates ISCs *in vivo,* we specifically deleted it in Lgr5^+^ cells using *Lgr5*^EGFP-CreERT2^ mice upon Tamoxifen induction. In agreement with the above observations, inducible deletion of *Mex3a* in Lgr5^+^ cells at adult stage resulted in reduction of Lgr5^+^ ISCs, compromised proliferative capacity of Lgr5^+^ ISCs (**Figure 3I-J, S4E-F**) and excessive differentiation (**Figure EV2A-C**). Thus, Mex3a is critical for maintaining both stemness and proliferative capacity of ISCs and concomitantly prevents excessive differentiation of ISCs.

### MEX3A sustains cancer cell properties

Considering that Mex3a promotes ISC stemness and become overexpressed in CRC, we hypothesized that MEX3A contributes to cancer progression. First, we examined its *in vivo* role in AOM-DSS-induced tumor model, that recapitulates inflammation-driven colorectal adenocarcinoma 29. We found that *Mex3a* deficiency led to a remarkable reduction both in tumor size and their numbers (**Figure 4A**), while no significant differences in body weight changes between control and cKO mice were observed during tumor development (**Figure S5A**). Histological analysis revealed marked reduction in tumor lesions upon *Mex3a* deficiency (**Figure 4B**). In agreement with this observation, the percentage of proliferative cells was significantly lower in tumors from cKO mice than control mice (**Figure 4C, Figure EV3A-B**). Further supporting the pro-oncogenic function of MEX3A, *in vitro* data showed that its overexpression promotes proliferation in HCT116 human colon cancer cell line (**Figure S5B-D**), and shifted relative cell cycle phase distribution toward S phase (**Figure S5E**). Conversely, suppression of *MEX3A* in HCT116 cells with siRNA abrogated their proliferation and induced cell cycle arrest (**Figure S5F-I**). Furthermore, using CRISPR/Cas9 system we generated the so-called APKS mouse tumor organoid, harboring mutations in *Apc*, *Tp53*, *Kras* and *Smad4* 30, 31 (**Figure S6A-D**) - the driver genes of oncogenic transformation in CRC. We show that siRNA-mediated* Mex3a* knockdown in such organoids significantly suppresses their growth (**Figure 4D-F, Figure EV3C-E**). Together, these findings demonstrate that MEX3A promotes tumor growth by enhancing the proliferative capacity of CRC cells.

Next, we investigated whether MEX3A regulates stemness of colon tumor cells. First, we examined the expression of cancer stem cell marker gene CD44 32, in AOM-DSS-induced tumor model. Frequency of CD44^+^ cells (**Figure 4G-H**) and expression levels of *Cd44* and other cancer stem cell markers *Ascl2*, *Lgr5* and *Smoc2* were markedly reduced in *Mex3a*-deficient tumors (**Figure 4I**). Conversely, frequency of differentiated Mucin2^+^ cells was elevated upon *Mex3a* deficiency (**Figure 4J**). It suggests that *Mex3a* functions as an oncogene in retaining stemness and rapidly-dividing status of tumor cells. Furthermore, the oncogenic functions of Mex3a were further validated when *Mex3a* was deleted in *Vil-Cre;APC^fl/+^*mice (**Figure S7A-H**), in which *APC* mutation-driven tumor mouse model is relevant to human familial CRC.

To further examine the direct impact of MEX3A on cancer cell stemness, we measured anchorage-independent growth of HCT116 cells upon *MEX3A* overexpression. We found that both the frequency and the size of colonies growing in an anchorage-independent manner, which is a hallmark of oncogenic transformation 33, markedly increased in response to *MEX3A* (**Figure 4K**), suggesting enhanced stemness and proliferative capacity of cancer stem cells. Furthermore, we induced spheroid formation in HCT116 cells to enrich CSCs, in which stemness-related marker genes were upregulated (**Figure S8A-C**). *MEX3A* knockdown strongly inhibited formation and growth of HCT116 tumor spheroid (diameter ≥ 50 μm), conversely *MEX3A* overexpression promoted it (**Figure S8D-G**).

Accordingly, the percentage of CD44^+^ cells and SOX2^+^ cells reduced in tumor spheroids upon *MEX3A* knockdown, while they increased upon *MEX3A* overexpression (**Figure S8H-J**). Further supporting this notion, correlation analysis between *MEX3A* and the altered genes in the TCGA COAD (colon adenocarcinoma) cohort (n = 391) and READ (rectal adenocarcinoma) cohort (n = 152) cohort using the *Function* module of LinkedOmics 34 revealed that *MEX3A* positively correlates with stemness-related genes, and negatively correlates with differentiation-related genes (**Figure 4L**). Taken together, these data suggest that *MEX3A* functions as an oncogene in retaining stemness and rapidly-dividing status of tumor cells.

### MEX3A enhances cancer cell resistance to radiation

Next we asked if MEX3A contributes to radiation therapy resistance, a property attributed to cancer stem cells 8. When HCT116 cells were exposed to 2 Gy of irradiation, *MEX3A* knockdown and overexpression resulted in increase and decrease in DNA damage marker γH2AX^+^ foci, respectively (**Figure 5A**). Consistently, *MEX3A* knockdown and overexpression resulted in decrease and increase in colony formation by 2 Gy-treated HCT116 cells, respectively (**Figure 5B**). Furthermore, *Mex3a* knockdown promoted cell death in irradiated APKS mouse tumor organoids (**Figure 5C-E**) and led to their slower recovery as compared to control (**Figure 5D-E**), suggesting that *Mex3a* silencing sensitizes tumor cells to radiation-induced DNA damage.

To test radio-resistant role of Mex3a *in vivo*, we exposed control and *Mex3a* KO mice to 12 Gy of irradiation. Mutant mice were more susceptible to irradiation and showed reduced survival rate (**Figure S9A**). Frequency of regenerative foci and numbers of proliferative cells per focus at three days post-irradiation were both markedly lower in KO mice relative to littermate controls (**Figure 5F-G, S9B-C**). Both frequency of Olfm4^+^ foci and numbers of Olfm4^+^ stem/progenitor cells per focus were also reduced in mutants at the same time point (**Figure 5H-I**). Relative to control, KO mice showed more DNA damage response (DDR) marker-positive epithelial cells in intestinal crypts at 24 hours post-irradiation, suggesting more severe DNA damage (**Figure S9D-F**). Taken together, these findings indicate that Mex3a enhances cellular resistance to radiation *in vivo*.

### MEX3A activates WNT signaling pathway

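Crypts, the pockets of the intestinal epithelium in which the intestinal stem cells (ISCs) reside, were released with EDTA from the intestines of 4 Mex3a KO mice and 4 littermate controls (WT), 8 weeks old, and their RNA was sequenced. The authors deposited the number of reads counted on each of 55114 genes in each mouse, without normalization, together with FPKM values and their own DESeq2 comparison of KO with WT. The paper's text does not name the aligner or the counting tool, and the deposited gene coordinates are those of GRCm38. Between 20324184 and 24726221 reads per WT mouse were counted on genes (median 21364131), against 23489180 to 30654105 per KO mouse (median 24362658). From these counts, KO and WT were compared with edgeR's quasi-likelihood test after TMM normalization, over the 16109 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The filter matters for the deleted gene itself, which leaves the test when at least 10 counts are required in every mouse. Replicates 1 and 2 of each genotype carried transcripts of the Y-chromosome gene Ddx3y (1073 to 1655 counts), while replicates 3 and 4 carried Xist (36964 to 50562 counts) and no Ddx3y, so both genotypes held 2 mice of each kind.
Mex3a (ENSMUSG00000074480; chromosome 3 of GRCm38, 88532395 to 88541396, plus strand) had 269, 236, 327 and 328 counts in WT replicates 1 to 4, and 20, 28, 6 and 8 counts in KO replicates 1 to 4. Normalized for library size, it was 13.3 ± 2.10 CPM in WT (SD, n = 4 mice) and 0.613 ± 0.417 in KO (SD, n = 4). The log2 fold change was -4.43 (standard error 0.43, adjusted p = 0.0310 from edgeR's quasi-likelihood test). Every KO mouse lay below every WT mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The adjusted p was the value that moved most between settings, from 8.12e-34 with DESeq2 without the filter (chosen after seeing the data; 1.68e-30 with DESeq2 on the filtered genes) to 0.214 without WT replicate 3. It was 0.126 with the replicate number as a block and above 0.05 in 6 of the 8 fits that each left out 1 mouse (0.151 without WT replicate 1, 0.0857 without WT replicate 4, 0.152 without KO replicate 1, 0.0770 without KO replicate 3 and 0.0748 without KO replicate 4, besides WT replicate 3), while the log2 fold change on counts stayed between -4.87 and -4.17 in these fits.

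**Figure D1:**
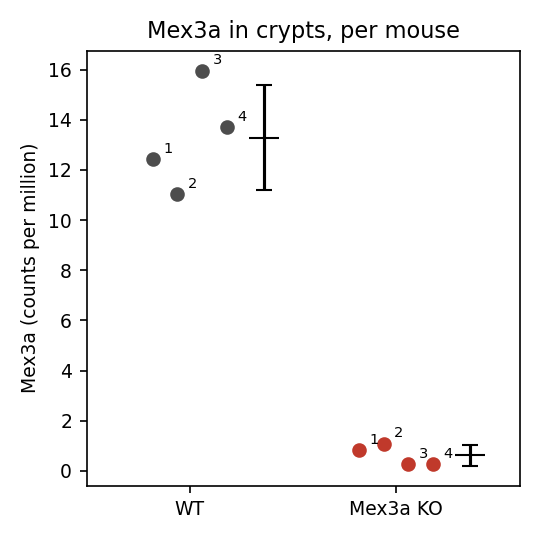
Mex3a in CPM for each mouse, numbered by replicate, with the mean and SD of each genotype as bars. The 4 KO mice all lie below the 4 WT mice, with means of 0.613 and 13.3.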

To gain insight into the molecular mechanism of how MEX3A regulates stemness and proliferative capacity of both ISCs and cancer cells, we performed genome-wide transcriptome analysis on intestinal crypt cells from control (n = 4) and KO (n = 4) mice. Differentially expressed genes were defined as those with *P* < 0.05. In total, 511 downregulated and 1112 upregulated genes were identified in mutants (**Figure S10A**). 

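Of the 16109 genes tested on the deposited counts, 1350 had an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 859 of them higher and 491 lower in KO, where about 805 would be reached with no difference between the genotypes. After Benjamini-Hochberg adjustment, 1 gene stayed under 0.05, Mex3a itself, and with the replicate number as a block no gene did, with 1815 under the unadjusted threshold. The alternative that moved the adjusted count most was DESeq2, with 93 genes (83 higher, 10 lower). When 1 mouse was left out, 4 genes passed without WT replicate 2, 1 without KO replicate 2 and 0 without any other, and the unadjusted count lay between 846 (without KO replicate 3) and 2133 (without KO replicate 1). All 4 KO mice lay above or below all 4 WT mice in 652 genes, or 4.05% of those tested, and random assignment of the mice gives 2.86%. The authors' deposited table lists 1112 genes higher and 551 lower in KO at an unadjusted DESeq2 p of at most 0.05, with no limit on the fold change, and 92 genes with an adjusted p under 0.05. Of the 1663 genes on the authors' list, 1472 were tested here and 1227 had an unadjusted p under 0.05 here too, 0 of them in the other direction.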

In line with the observed phenotypes, differentiation-related genes were upregulated in KO mice, while stemness-related genes were downregulated (**Figure 6A**). 

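The 8 stemness genes labelled in Figure 6A were all lower in KO crypts, with log2 fold changes from -0.52 (Esrrg) to -0.28 (Rnf43). Lgr5 fell from 87.8 ± 22.4 to 62.1 ± 16.4 CPM (SD, n = 4 mice each), a log2 fold change of -0.50 with a standard error of 0.22. Olfm4, the most abundant of them, went from 3895 ± 408 to 3070 ± 364 CPM (SD, n = 4 mice each), and every KO mouse lay below every WT mouse. The 9 differentiation genes were all higher in KO, with log2 fold changes from 0.36 (Sct) to 1.82 (Slc34a2). Naaladl1 rose from 263 ± 95.7 to 646 ± 193 CPM (SD, n = 4 mice each), and Fabp6 from 178 ± 114 to 452 ± 135.
Each of the 17 genes had an unadjusted p under 0.05 in edgeR's test. Over the 20 alternatives 12 of them kept it in each, while Lgr5 did in 9 (highest 0.135, without WT replicate 4), Sct in 11 (0.0679 with the replicate number as a block, highest 0.140, without KO replicate 3), Rnf43 in 16 (highest 0.0932, without WT replicate 1), Fabp6 in 16 (highest 0.0777, without WT replicate 3) and Olfm4 in 18 (highest 0.0606, without WT replicate 2). Adjusted over all 16109 genes tested, 0 of them stayed under 0.05 in edgeR's test (smallest adjusted p = 0.329, for Muc3 and Phgr1). With DESeq2 in its place, Muc3, Naaladl1 and Phgr1 did, with adjusted p of 7.46e-05, 0.00224 and 0.000116, and without WT replicate 2 Phgr1 did, with 0.0291; over all alternatives the adjusted p ranged from 7.46e-05 to 0.788 for Muc3, from 0.00179 to 0.952 for Naaladl1 and from 0.000116 to 0.788 for Phgr1. Adjusted over the list alone, all 8 stemness and all 9 differentiation genes stayed under 0.05. The paper shows these genes as lower or higher in KO in the same mice. This adjustment and the tests of the sets and their means that follow are therefore not independent evidence. As sets, the stemness genes were lower (camera p = 5.26e-10, fry p = 0.00339) and the differentiation genes higher (camera p = 1.55e-19, fry p = 0.00248), and both calls held with an estimated correlation between genes (p = 0.00913 and 0.00339). The mean of each set separated the 4 KO mice from the 4 WT mice completely (two-sided exact permutation p = 0.0286 for each). Fabp6, Slc34a2 and Slc51b are expressed mainly in the ileum. Without them, the mean of the other 6 differentiation genes was still higher in every KO mouse than in every WT mouse. Singly, Fcgbp, Zg16 and Sct overlapped between the genotypes. The paper shows these 6 genes too as higher in the same mice, so this decides nothing about the ileal genes as the cause. The collected cells were sequenced together. For both sets, a different mix of cells therefore cannot be told apart from changed expression within cells.

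**Figure D2:**
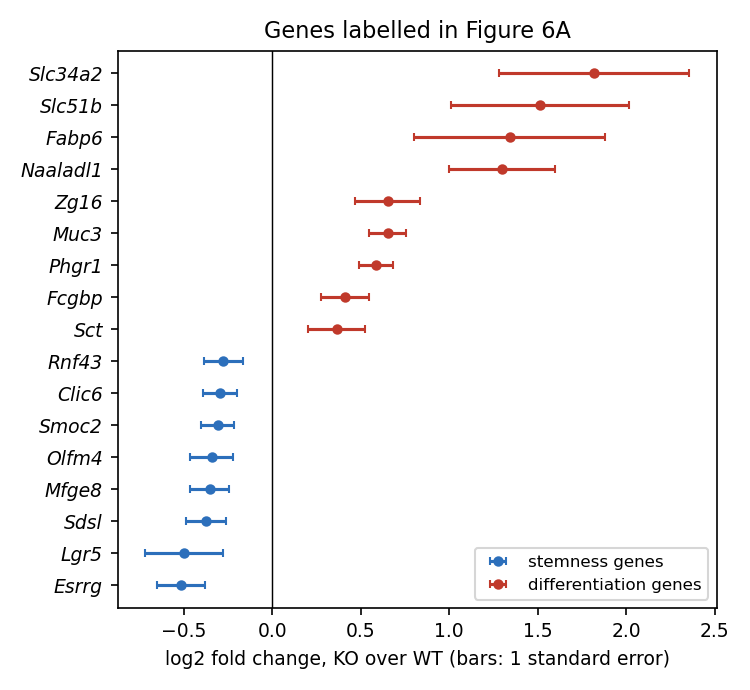
Log2 fold change of KO over WT for each gene labelled in Figure 6A, with bars of 1 standard error. The stemness genes lie between -0.52 and -0.28 and the differentiation genes between 0.36 and 1.82.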

KEGG analysis revealed that pathways most enriched among downregulated genes include ribosome, WNT signaling, colorectal cancer and signaling pathways regulating pluripotency (**Figure 6B**). 

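The ribosome pathway was rebuilt from gene symbols as 86 cytosolic ribosomal protein genes, of which 83 were tested. Of these, 90.4% were lower in KO, with a median log2 fold change of -0.13. At an unadjusted p under 0.05, 9 of the 83 were downregulated (10.8%), against 3.05% of all genes tested (odds ratio 3.92, Fisher's exact test, p = 0.000938). The set was lower by camera (p = 1.72e-08), but not by fry (p = 0.124) or with an estimated correlation between genes (p = 0.291), and the mean of the set gave a two-sided exact permutation p of 0.114 between the genotypes. For the ribosomal protein genes, share among downregulated genes and odds ratio moved most when 1 mouse was left out: the odds ratio was 22.4 without KO replicate 1, and the call was lost without WT replicate 3 (1.55, Fisher's exact test, p = 0.450), WT replicate 4 (Fisher's exact test, p = 0.172), KO replicate 2 (odds ratio 2.26), KO replicate 3 (2.30) or KO replicate 4 (2.55). Ribosomal protein genes have many near-identical pseudogene copies between which the authors' counting could have split reads, so the values of single members are uncertain. For WNT signaling, a list of 156 pathway genes was written by hand, of which 119 were tested. Of these, 10 were downregulated (8.40%; odds ratio 2.96, Fisher's exact test, p = 0.00347), and for the WNT pathway genes, share among downregulated genes and odds ratio fell with limma on log2(FPKM + 1) (odds ratio 1.99, Fisher's exact test, p = 0.135) and, with the call lost too, without WT replicate 2 (1.74), WT replicate 3 (2.15), WT replicate 4 (1.64), KO replicate 1 (1.52) or KO replicate 2 (1.53, with the highest p of these, 0.341 by Fisher's exact test). The colorectal cancer and pluripotency pathways were not analysed here.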

Importantly, WNT signaling is a major driver of both ISC renewal and oncogenic transformation upon CRC 35. 

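The 12 genes labelled in Figure 6C all had negative log2 fold changes in KO crypts, from -0.50 (Lgr5) to -0.028 (Ccnd1), and 7 of them had an unadjusted p under 0.05. With adjustment over all genes tested, 0 of the 12 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 0 did when adjusted over the list alone. Myc fell from 110 ± 21.3 to 82.5 ± 8.44 CPM (SD, n = 4 mice each), with a log2 fold change of -0.42 and a standard error of 0.14. Fzd2 (-0.38, standard error 0.17, adjusted p = 0.596) and Sox9 (-0.28, standard error 0.13, adjusted p = 0.605) did not reach the unadjusted threshold, but did with the replicate number as a block (0.0334 and 0.0168). Of the 7, Frat1 stayed under it in 12 of the 20 alternatives (highest 0.102, without KO replicate 4) and Frat2 in 19 (0.0639 without WT replicate 3), Myc and Znrf3 in each, and Lgr5, Olfm4 and Rnf43 lost it in some, as given for Figure 6A. The decreases of Axin2 (-0.080, standard error 0.11, adjusted p = 0.896) and Ccnd1 (-0.028, standard error 0.12, adjusted p = 0.977) were smaller than their standard errors, as was that of Fzd9 (-0.42, standard error 0.46, adjusted p = 0.845). Ccnd1 changed sign when WT replicate 3, WT replicate 4 or KO replicate 1 was left out (up to 0.068, without WT replicate 4), and Fzd9 lay between -0.97 without KO replicate 4 and -0.16 without KO replicate 2. As a set, the 12 genes were lower (camera p = 3.50e-07, fry p = 0.00304, and 0.00329 with an estimated correlation), and the mean of the set gave a two-sided exact permutation p of 0.0571. The paper shows these genes as altered in the same mice, so the set tests are not independent evidence. Lgr5, Olfm4 and Rnf43 are also among the stemness genes of Figure 6A.

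**Figure D3:**
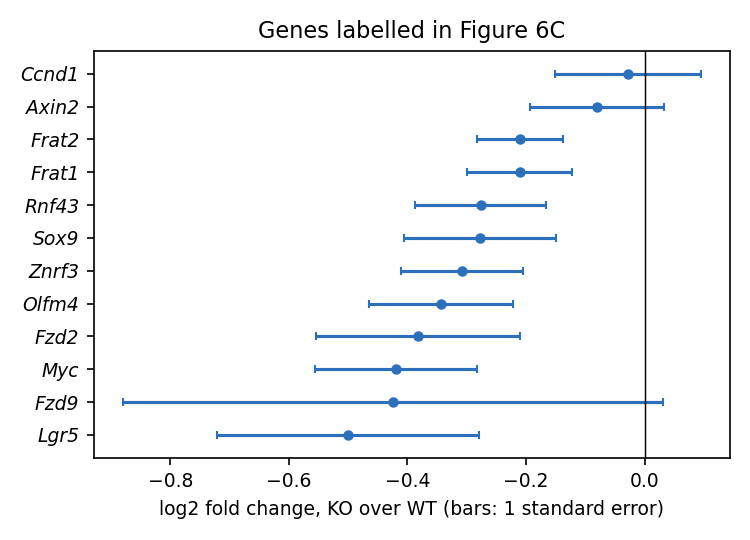
Log2 fold change of KO over WT for each gene labelled in Figure 6C, with bars of 1 standard error. All 12 genes lie below 0, and the bars of Ccnd1, Axin2 and Fzd9 cross it.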

Further analysis revealed that a number of WNT-responsive genes, including *Axin2*, *Fzd2/9*, *Sox9*, *Ccnd1* and *Myc,* were downregulated in *Mex3a*-depleted crypt cells (**Figure 6C**) - a finding confirmed by qRT-PCR (**Figure 6D**). Gene set enrichment analysis (GSEA) further showed positive relationship between Mex3a and WNT activity (**Figure 6E**). 

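Ranked by the signed square root of edgeR's quasi-likelihood F, the 119 tested genes of the hand-written WNT pathway list had a normalized enrichment score of -1.38 in KO over WT (fgsea, permutation of genes, p = 0.0203). For the WNT pathway genes, normalized enrichment score and call depended on the mice: it lay between -1.80 (without KO replicate 4) and -1.08 (without KO replicate 1, p = 0.278 by permutation of genes), and the call was also lost without WT replicate 1 (-1.27), WT replicate 4 (-1.18) or KO replicate 2 (-1.11). With limma on log2(FPKM + 1) it was -1.19 (p = 0.127 by permutation of genes). Genes are not independent replicates, and permuting them does not take the spread between mice into account.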

On these basis, we proposed that Mex3a may upregulate WNT signaling.

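Tested with correlation between its genes taken into account, the WNT pathway list was lower in KO with a camera p of 0.0503, a fry p of 0.142 and a p of 0.263 with an estimated correlation. Of its 119 genes, 61.3% were lower, with a mean log2 fold change of -0.073, and the mean of the list gave a two-sided exact permutation p of 0.229 between the genotypes. With the replicate number as a block the camera p of the WNT pathway genes was 0.0316, it was also under 0.05 with upper-quartile factors (0.0395), with the Xist/Y group as a covariate (0.0490), with robust edgeR (0.0491, chosen after seeing the data) and without WT replicate 2 (0.0234) or KO replicate 3 (0.0282), and over all alternatives it lay between 0.00671 (without KO replicate 4) and 0.263. From the downregulated pathways, the lower WNT-responsive genes and the gene set enrichment, the paper proposes that Mex3a may upregulate WNT signaling.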

Supporting this possibility, WNT targets Axin2, LBH, c-Myc, Cyclin D1 and Tcf-1 were significantly downregulated at the protein level in KO intestinal crypts (**Figure 6F**). There were also substantially fewer nuclear β-catenin^+^ cells in intestinal crypts from both KO and cKO mice than in these from littermate controls (**Figure 6G, S10B**). Reduction in nuclear β-catenin^+^ cells became more pronounced in regenerative foci from KO mice at three days post-irradiation (**Figure S10C**). Furthermore, TOPflash/FOPflash reporter assay showed that *MEX3A* induction enhanced WNT signaling activity (**Figure 6H**). Thus, we posit that MEX3A activates WNT pathway.

We then examined MEX3A/WNT connection in colon tumors. Responding to *MEX3A* inhibition, WNT target genes *CCND1*, *TCF7* and *AXIN2* became markedly reduced in HCT116 cells *in vitro* both at RNA and protein levels (**Figure S10D-E**). Considering that HCT116 cells are heterozygous for β-catenin gain-of-function mutation at the Gsk3β target site S45 (Ctnnb1^+/S45mt^) 36, we proposed that MEX3A activates WNT downstream of Gsk3β. *In vivo,* we found a robust decrease in WNT activity in AOM-DSS-induced colon tumors and conditional *Apc*-mutant intestinal tumors from cKO mice (**Figure 6I-K, S10F-G**). Moreover, upon LinkedOmics analysis of transcriptome profiles of 379 colon adenocarcinomas (COAD) in TCGA, we identified that 6237 genes significantly and positively correlate with MEX3A. Likewise, KEGG analysis ranked WNT signaling pathway second among the enriched terms (**Figure 6L**), while GSEA assay showed positive relationship between MEX3A and WNT activity in colon adenocarcinoma (**Figure 6M**). Concomitantly, analysis of TCGA data showed positive correlation between MEX3A and WNT target genes *AXIN2*, *MYC* and *TCF7* (**Figure S10H-J**). Collectivelly, these findings demonstrate that MEX3A activates WNT signaling in colon cancer.

### MEX3A directly targets KLF4 for WNT activation

Next, we sought to identify putative direct target gene(s) of MEX3A by profiling sequences of differentially expressed genes for its recognition element: (A/G/U)(G/U)AGN_(0-8)_U(U/A/C)UA 37. 

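The MEX3A recognition element was searched in the 3'UTR of the longest annotated coding transcript of each mouse gene (GENCODE release M21). Of the 13059 tested genes with an annotated 3'UTR, 75.2% held at least 1 match, with a median of 2 matches, so a match alone separates few genes. The share rises with length, from 28.2% in the shortest of 5 length groups to 99.5% in the longest. Among genes higher in KO at an unadjusted p under 0.05, 542 of 779 (69.6%) held the element, against 75.5% of the remaining genes, and the odds ratio within length groups was 0.754 (Cochran-Mantel-Haenszel chi-square test, p = 0.00537). Among genes lower in KO, 265 of 328 (80.8%) held it, against 75.0% of the remaining genes, with an odds ratio within length groups of 1.14 (Cochran-Mantel-Haenszel chi-square test, p = 0.527). When the gap in the element was limited to 4 bases, the odds ratio of the upregulated genes was 0.843 (chi-square p = 0.0727), and with no filter on low counts it was 0.876 (chi-square p = 0.136). Genes are not independent replicates in this test.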

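Klf4 (ENSMUSG00000003032), which encodes a zinc-finger transcription factor, lies on chromosome 4 of GRCm38 from 55527143 to 55532466, on the minus strand. Its longest annotated coding transcript has 3029 bases in 5 exons, and its 3'UTR of 982 bases lies in exon 5. This 3'UTR holds 2 matches of the element. TGAGTCGTGGTTCTA, with a gap of 7 bases, covers bases 567 to 581 of the 3'UTR (chromosome 4, 55527544 to 55527558). TGAGAAATAAGTTTTA, with a gap of 8 bases, covers bases 941 to 956 (chromosome 4, 55527169 to 55527184).

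**Figure D4:**
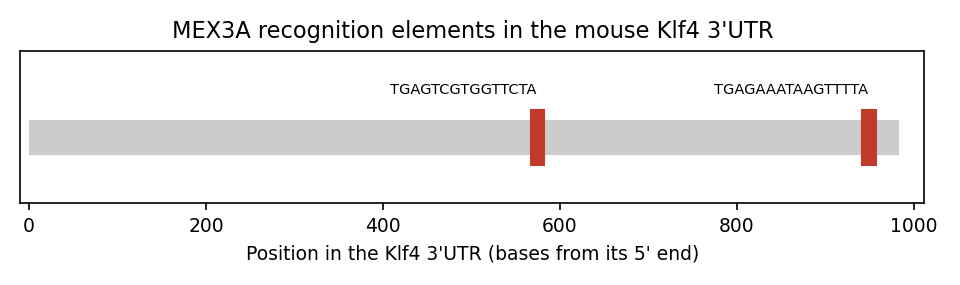
Map of the mouse Klf4 3'UTR, in bases from its 5' end, with the 2 matches of the MEX3A recognition element in red and their sequences above them. They start at bases 567 and 941 of 982.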

Of the candidate genes, WNT inhibitor *Klf4* 38, 39 was of particular interest. It is upregulated in KO mice, which we validated on qRT-PCR and Western blot (**Figure 7A-B**). Furthermore, deletion of *Mex3a* resulted in Klf4 upregulation in intestinal crypts where Mex3a is normally present (**Figure 7C**). 

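In the crypt transcriptomes, Klf4 had 2047, 1272, 1905 and 2964 counts in WT replicates 1 to 4, and 2469, 2763, 3256 and 4233 counts in KO replicates 1 to 4. This corresponds to 92.7 ± 26.3 CPM in WT and 123 ± 20.5 in KO (SD, n = 4 mice each). The log2 fold change was 0.41 (standard error 0.20, adjusted p = 0.623 from edgeR's quasi-likelihood test), with an unadjusted p of 0.0749. The KO mice numbered 3 and 4 lay above the highest WT mouse and the other 2 did not, and with the replicate numbers ignored the difference in means was not larger than relabelled mice give (two-sided exact permutation p = 0.143). Each KO mouse was above the WT mouse of the same number (104 against 94.6 CPM for replicate 1, 107 against 59.4 for replicate 2, 141 against 93.0 for replicate 3 and 141 against 124 for replicate 4), and with the replicate number as a block the log2 fold change was 0.44, with an unadjusted p of 0.0116 and an adjusted p of 0.305. WT replicate 2 was the lowest mouse, and without it the log2 fold change was 0.25. The direction was the same in all 20 alternative settings, with adjusted p between 0.305 and 0.972. The authors' deposited table gives Klf4 a log2 fold change of 0.42, a p of 0.0454 and an adjusted p of 0.504.

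**Figure D5:**
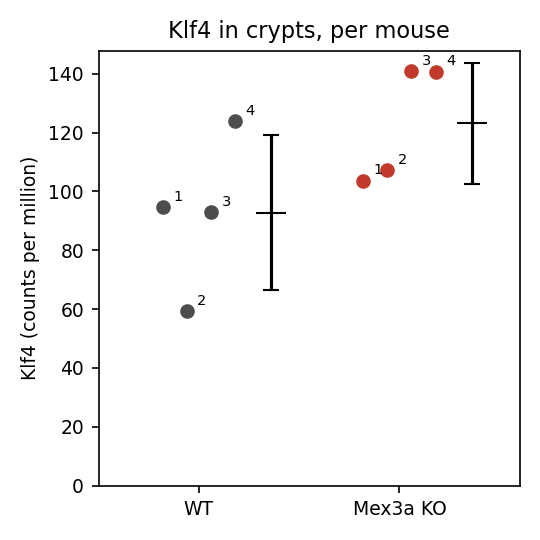
Klf4 in CPM for each mouse, numbered by replicate, with the mean and SD of each genotype as bars. The means are 92.7 in WT and 123 in KO, and the ranges of the genotypes overlap.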

Klf4 protein was barely detectable in normal regenerative foci where *Mex3a* is highly expressed, but became markedly elevated in *Mex3a*-deficient regenerative foci (**Figure S11A**). Compared to control, expression levels of Klf4 significantly increased in AOM-DSS-induced colon tumors from cKO mice (**Figure 7D-E**), while *MEX3A* overexpression in NCM460 cells downregulated KLF4 protein and restricted its nuclear localization (**Figure 7F-G**). These data suggest direct impact of MEX3A on KLF4.

Two putative MEX3A binding sites were identified in the 3'UTR of *Klf4*/*KLF4* which are conserved between mouse and human (**Figure 7H, S11B**). RNA-Protein Interaction Prediction (RPI-Seq) analysis showed that predicted probability of MEX3A interacting with *KLF4* was 0.9 with the random forest (RF) classifier and 0.98 with the support vector machine (SVM) classifier -both high values (**Figure S11C**). To test whether MEX3A directly suppresses 3'-UTR activity of *KLF4*, we constructed luciferase reporter vector containing either wild-type or mutated MEX3A binding sites. Mutation of binding sites 1 or 2 significantly blocked the MEX3A overexpression-mediated suppression of luciferase activity in HEK293T cells (**Figure 7H**). Next, RNA crosslinking immunoprecipitation (CLIP)-qPCR assay revealed enrichment for *KLF4* in MEX3A-immunoprecipitate relative to control IgG immunoprecipitate (IgG-IP) in HCT116 cells (**Figure 7I**). Accuracy of the assay was validated by studying known MEX3A target gene *CDX2*. Additionally, *MEX3A* overexpression accelerated *KLF4* mRNA decay (**Figure 7J**). Together, these findings demonstrate that MEX3A directly suppresses *KLF4* expression by de-stabilizing its mRNA.

We then sought to examine conservation of MEX3A / KLF4 relationship in human colorectal cancer. Immunohistochemical analysis showed that KLF4 is significantly downregulated in human colorectal tumors relative to peritumor tissues, exhibiting negative correlation with MEX3A (**Figure 7K, S11D-E**). Downregulation of KLF4 in colorectum tumors and negative correlation with MEX3A were further confirmed by analysing TCGA data (**Figure 7L-M**). Importantly, in contrast with *MEX3A*, low *KLF4* expression associates with poor survival (**Figure 7N**). Considering that KLF4 is a WNT inhibitor 38, 39, we concluded that MEX3A directly suppresses KLF4 to activate WNT signaling both in ISCs and CRC. Because KLF4 is an established regulator of terminal differentiation of intestinal epithelial cells 28, 40, we asked whether it also responds to intestinal differentiation-inducing BMP signaling 5. We treated 3D cultures of Caco-2 colon cancer cells with BMP4 protein and it significantly upregulated *KLF4* (**Figure S11F**). Thus, we proposed that MEX3A-KLF4 axis coordinates WNT and BMP signaling activities, helping to balance self-renewal and differentiation in ISCs and CSCs.

### Targeting MEX3A and KLF4 offers potent differentiation therapeutic strategy for CRC

To test whether KLF4 mediates the effects of *MEX3A* deficiency, we asked if *KLF4* suppression rescues *MEX3A* deletion phenotypes. First, *in vitro* assays showed that *KLF4* knockdown abrogated inhibitory effects of *MEX3A* suppression on cell growth and cell cycle progression (**Figure 8A-B, S12A-C**). Correspondingly, *MEX3A* suppression-induced downregulation of WNT target genes was also rescued by *KLF4* knockdown (**Figure 8C, S12D**). In contrast, *KLF4* overexpression abolished MEX3A-induced stimulation of cell proliferation (**Figure S12E**), accompanied by reduced WNT activity (**Figure S12F-G**). Importantly, tumor xenograft assay showed that *MEX3A* knockdown significantly suppresses tumor growth, while *KLF4* knockdown rescues *MEX3A* inhibition-induced suppression of tumor growth (**Figure 8D-E, Figure EV4A-C**). Notably, *MEX3A* inhibition not only suppresses proliferative capacity of tumor cells (**Figure 8F, S12H-I**), but also renders tumor cell-state conversion from stemness to differentiation, evidenced by reduction of CD44 and upregulation of E-cadherin (**Figure 8G**). Conversely, *KLF4* knockdown rescues *MEX3A* inhibition-induced effects. These observations imply that inhibition of MEX3A or upregulation of KLF4 might represent new targets for cancer differentiation therapy, a promising strategy for cancer treatment.

As a proof-of-principle, we treated APKS mouse tumor organoids with KLF4 agonist APTO-253, and it significantly suppressed tumor organoid growth. Conversely, KLF4 inhibitor Kenpaullone promoted tumor organoid growth (**Figure 8H-I, S12J-K**). In agreement with the compromised organoid growth, APTO-253 treatment converted undifferentiated organoid cells to more differentiated cells (**Figure 8J-K**). These findings suggest that KLF4 agonist can suppress cancer development, which might represent a valid therapeutic compound for CRC patients with high levels of MEX3A.

## Discussion

Our work demonstrates that E2F3-induced MEX3A directly suppresses terminal differentiation regulator KLF4 to activate WNT signaling, that in turn sustains cancer cells in rapidly-dividing and undifferentiated state (**Figure S13**). That inhibition of *MEX3A* suppressed proliferative capacity of tumor cells and forced their differentiation, while *MEX3A* overexpression promoted it, highlighting its pro-tumorigenic role in CRC. In line with this, *MEX3A* upstream regulator E2F3 also functions as an oncogenic transcription factor in a variety of cancers 41-43, and high E2F3 levels confer poor overall survival and disease-free survival in patients with colon cancer 27. Our study also demonstrates that MEX3A directly suppresses terminal differentiation regulator *KLF4*. Supporting oncogenic function of MEX3A, *KLF4* is downregulated in CRC and functions as tumor suppressor 44 and it inhibits WNT signaling activity in HCT116 colon cancer cells by competitively interacting with β-catenin 38, 39. Notably, our findings and previous reports have identified KLF4 as a downstream effector of BMP pathway, an important regulator of terminal differentiation in intestinal epithelial cells 45, 46. This suggest that MEX3A activity antagonizes BMP-KLF4 signaling-induced differentiation process and maintains WNT signaling to retain CSC/ISCs in undifferentiated and rapidly-dividing status. Considering that WNT activation is an essential driver of CRC 35, it appears that E2F3-MEX3A-KLF4 cascade functions as a molecular switch in balancing opposing WNT and BMP effects on CSC self-renewal and differentiation.

Cancer differentiation therapy has long been suggested as a promising strategy for tumor treatment with low side effect profile 7. This strategy aims to convert undifferentiated highly malignant cancer cells into differentiated cells with low tumorigenic potential 47. Considering the uncovered importance of E2F3-MEX3A-KLF4 cascade on self-renewal and differentiation by CSCs, it represents a new molecular target for CRC differentiation therapy. Supporting this possibility is our data with KLF4 agonist APTO-253 that suppresses colon tumor organoid growth by promoting differentiation. This merits future work to identify small molecule inhibitor(s) for MEX3A or new agonists for KLF4 and to test their potential for treating CRC.

Radiotherapy is broadly applied in oncologic treatment, but many tumors respond poorly to it because of radioresistance of CSCs and tumor recurrence 48, 49. Our study reveals that MEX3A enhances radioresistance and injury-induced regeneration of cancer cells. This notion corroborates a previous study that Mex3a-expressing intestinal cells are resistant to radiation 18. Supporting the role of MEX3A in radioresistance of colorectal cancer cells, it has been reported that the upstream regulator E2F3 functions on DNA damage response 50. In agreement with the importance of MEX3A in radioresistance, the reduction of its downstream effector KLF4 enhances radiosensitivity of HCT116 cells 51. Taken together, these findings indicated that the E2F3-MEX3A-KLF4 cascade is important for the radioresistance of cancer cells.

It is also important that Mex3a is critical for maintaining ISC stemness and proliferation under physiological conditions. Interestingly, Pereira *et al.* recently reported that Mex3a regulates Lgr5^+^ stem cell maintenance in developing intestine by downregulating PPARγ activity 19. While exciting, the molecular mechanism underlying PPARγ regulation remains unclear. In this regard, it is worth noting that PPARγ and WNT signaling exhibit reciprocal, opposing crosstalk in many biological contexts 52-54 and, in particular, WNT signaling can downregulate *PPARγ* expression 53. Our work demonstrates that Mex3a activates WNT in ISCs by directly suppressing *Klf4.* The intestinal phenotypes of *Mex3a*-deficient mice recapitulate these induced by loss of WNT function 55, 56. Thus, it is likely that Mex3a indirectly suppresses PPARγ activity via Klf4-mediated WNT signaling activation in ISCs.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
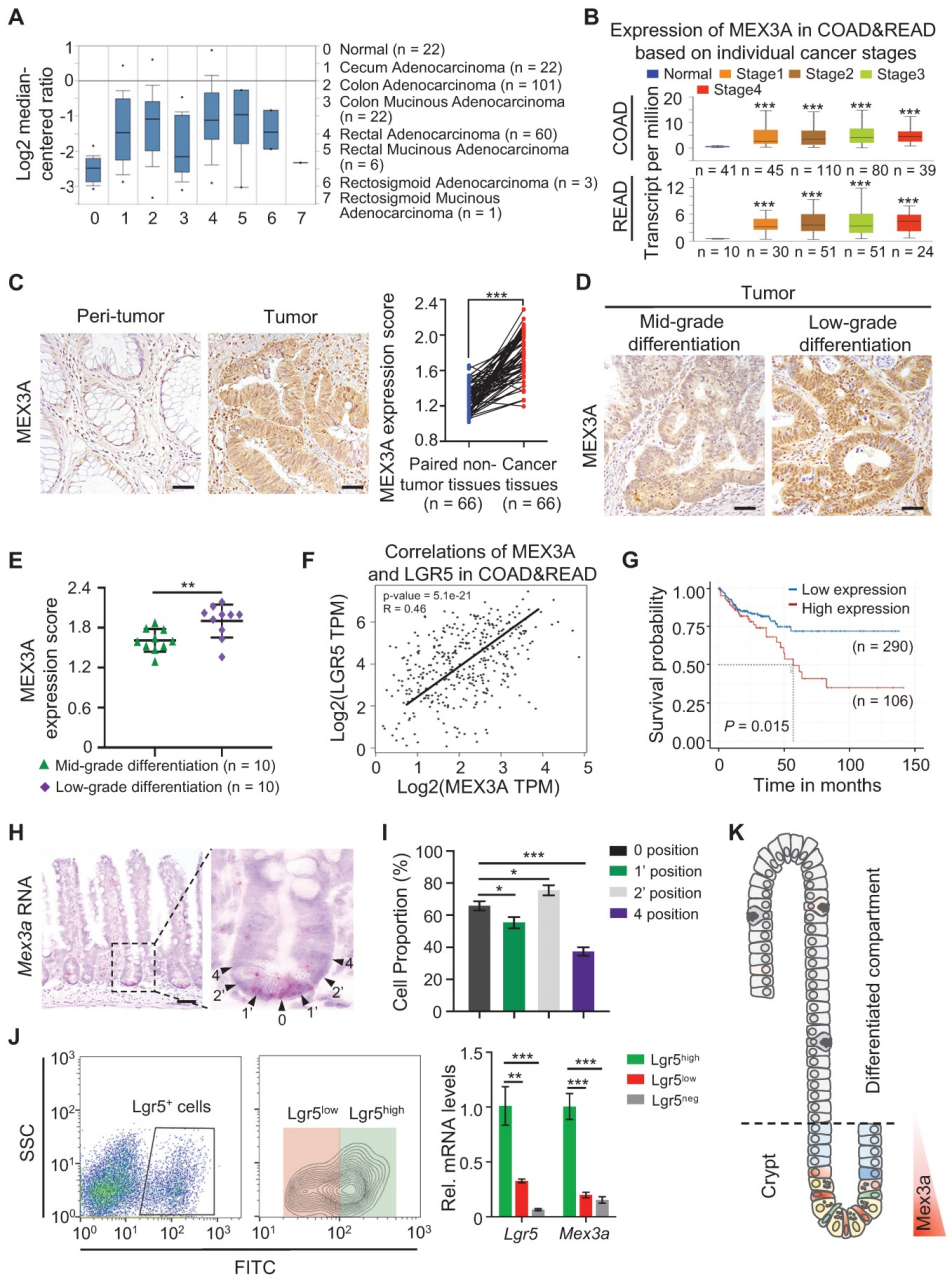
** MEX3A is ectopically overexpressed in CRC. A,** Analysis of TCGA database showing upregulation of *MEX3A* in different colorectal tumor types. n, number of patient samples per colorectal tumor type. **B,** *MEX3A* levels increase with cancer stages in CRC patients. n, number of patient samples per colorectal cancer stage. **C,** Representative immunohistochemical images of MEX3A in CRC tissue and its paired adjacent normal tissues based on the colorectal cancer tissue array. Scores of MEX3A expression levels were quantified. Scale bar: 50 μm. **D,** Immunohistochemistry for MEX3A in human CRC samples containing low-grade and mid-grade differentiation tumors. Scale bar: 50 μm. **E,** Scores of MEX3A expression levels were quantified in panel D. **F,** Spearman correlation analysis of MEX3A and LGR5 (*P* < 0.001; *R* = 0.46) in human CRC based on TCGA-COAD&READ database. **G,** Kaplan-Meier survival curve of 396 CRC patients. *P* = 0.015. **H,** *In situ* hybridization for *Mex3a* in intestinal crypts from 8-week-old mice. High-magnification of the outlined area is on the right. Arrowheads point to crypt cells at 0, 1', 2' and 4 position. Scale bar: 50 μm. **I,** Frequency of* Mex3a*^+^ cells at indicated positions of intestinal crypts is quantified based on 111 crypts from 3 mice. **J,** Representative flow cytometry images of Lgr5^neg^, Lgr5^low^ and Lgr5^high^ cells from intestinal crypts of *Lgr5^EGFP-CreERT2^* mice and qRT-PCR analysis for *Mex3a* and *Lgr5* in sorted Lgr5^neg^, Lgr5^low^ and Lgr5^high^ cells. n = 3 biological replicates. **K,** Schematic of *Mex3a* expression in the intestinal crypt-villus axis. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
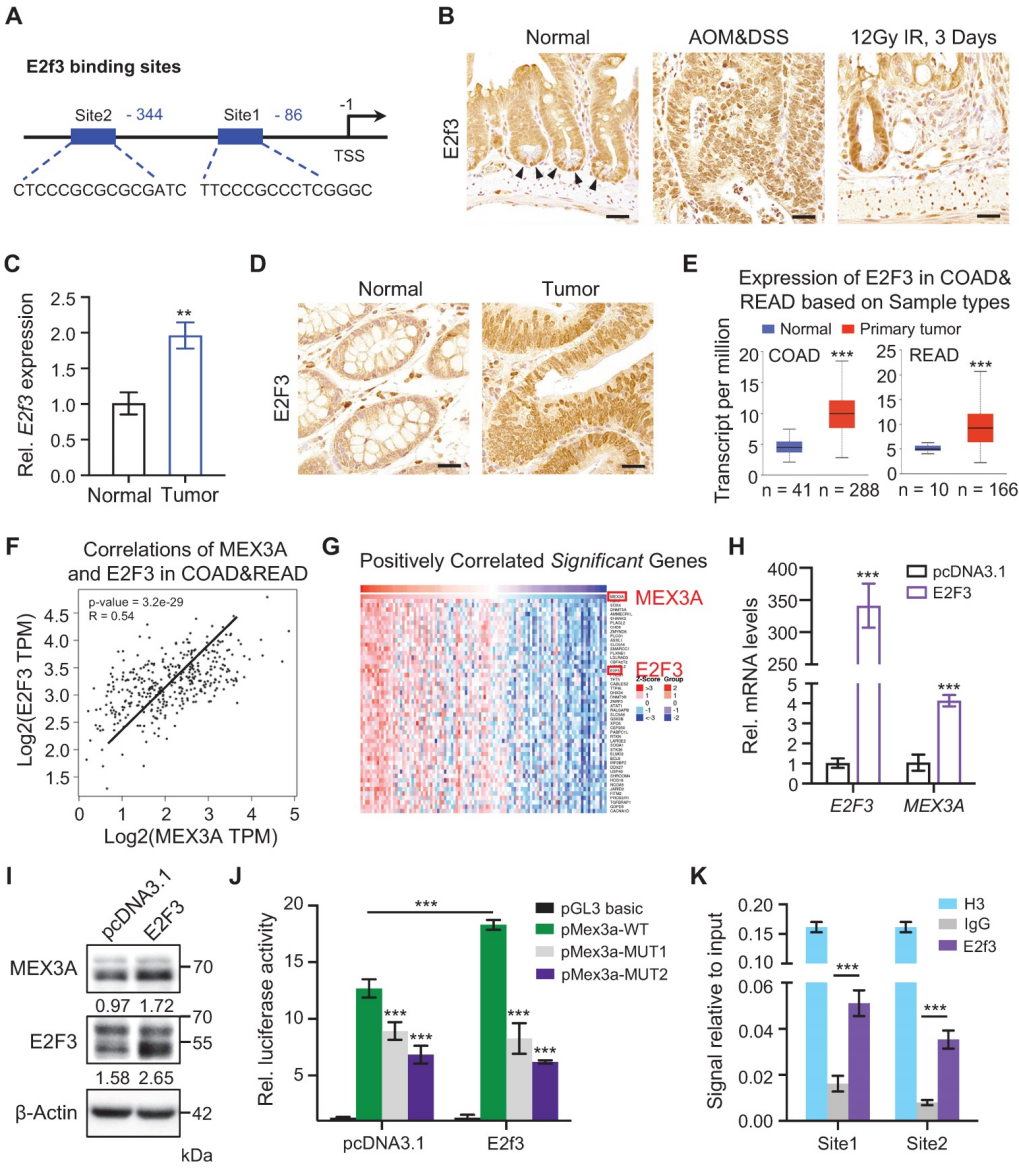
** E2f3 directly regulates *Mex3a* expression. A,** Schematic diagram showing two potential E2f3 binding sites at *Mex3a* promoter. **B,** Immunohistochemical staining for E2f3 in normal mouse intestinal crypts, AOM-DSS mouse colon tumors and regenerative foci in mouse intestinal crypts 3 days after 12 Gy γ-radiation. Arrowheads point to E2f3^+^ cells at the base of intestinal crypts. Scale bar: 25 μm. **C,** qRT-PCR analysis of *E2f3* in normal mouse colon tissues and AOM-DSS-induced mouse colon tumors. n = 3. **D,** Representative immunohistochemical images of E2F3 in human colorectal peritumor and tumor tissues from CRC patients. Scale bar: 25 μm. **E,** Box plots of *E2F3* expression in normal colorectum tissues and colorectal tumor tissues based on TCGA data. n, number of patient samples. **F,** Spearman correlation analysis of MEX3A and E2F3 (*P* < 0.001; *R* = 0.54) in human CRC based on TCGA database. **G,** Heatmap of genes significantly positively correlated with *MEX3A* in human CRC tissues based on TCGA database. The parameters of color key indicate the Z-score. **H,** qRT-PCR for *E2F3* and *MEX3A* in HCT116 cells treated with pcDNA3.1 empty vector or pcDNA3.1-E2F3 plasmids. n = 3. **I,** Western blotting for E2F3 and MEX3A in HCT116 cells treated with pcDNA3.1 empty vector or pcDNA3.1-E2F3 plasmids. β-Actin was used as loading control. **J,** Luciferase activity in lysates of CT26 cells transfected with luciferase reporter plasmids containing pGL3-basic empty vector, wild-type *Mex3a* promoter, or *Mex3a* promoter with mutations in E2f3 binding sites under normal and *E2f3* overexpression conditions. n = 3. **K,** Chromatin immunoprecipitation assay was carried out on CT26 cells using antibodies against E2f3 and Histone H3. The antibody against Histone H3 was used as a positive control. IgG was used as a negative control. The enrichment of E2f3 binding to *Mex3a* promoter was quantified using qRT-PCR. n = 3 technical replicates. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
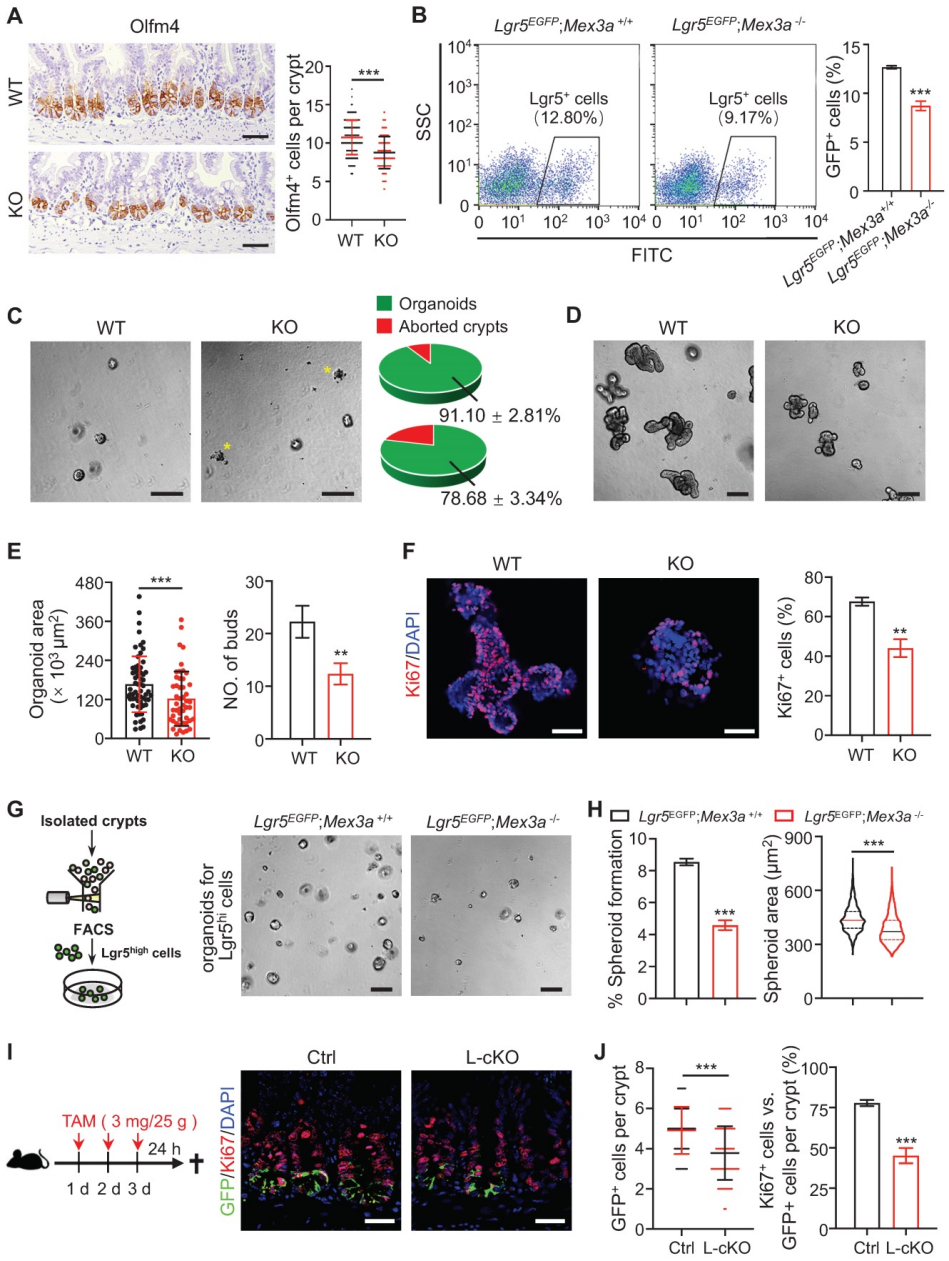
** Deletion of *Mex3a* compromises stemness and proliferative capacity of ISCs. A,** Immunochemistry for Olfm4 in intestinal crypts from wild-type (WT) and KO mice. Numbers of Olfm4^+^ cells per crypt were quantified. WT, n = 162 crypts from 3 mice; KO, n = 139 crypts from 3 mice. Scale bar: 50 μm. **B,** The frequency of Lgr5^+^ ISCs in intestinal crypts from *Lgr5*^EGFP^*;Mex3a*^+/+^ and *Lgr5*^EGFP^*;Mex3a*^-/-^ mice, assayed by flow cytometry. n = 3. **C,** Representative gross images of organoids from WT and KO mice 24 hours after seeding. Growing and aborted organoids were quantified. Yellow asterisks indicate aborted organoid debris. n = 3. Scale bar: 200 μm. **D**-**E,** Intestinal organoid images from WT and KO mice cultured 5 days after passaging (**D**). Organoid area and number of buds were quantified (**E**). n = 3. Scale bar: 200 μm. **F,** Immunofluorescence for Ki67 in intestinal organoids cultured 3 days after seeding. Percentage of Ki67^+^ cells was quantified. n = 3. Scale bar: 50 μm. **G,** Schematic showing isolation and culture of Lgr5^high^ single cells. Representative images of spheroids for sorted Lgr5^high^ single cells from *Lgr5*^EGFP^*;Mex3a*^+/+^ and *Lgr5*^EGFP^*;Mex3a*^-/-^ mice 4 days after seeding. Lgr5^high^ single cells were seeded at the same initial density. n = 2 biologically independent experiments with 3 technical replicates each. Scale bar: 200 μm. **H,** Quantification of the percentage of growing spheroids and spheroid area in panel G. **I,** Schematic for deleting *Mex3a* in Lgr5^+^ cells using *Lgr5^EGFP-CreERT2^;Mex3a^fl/fl^* mice (L-cKO). Intestinal tissues were harvested 24 hours after the last tamoxifen injection. Double immunofluorescence for GFP and Ki67 in ileum from control and L-cKO mice. Scale bar: 25 μm. **J,** Number of GFP^+^ cells per crypt and percentage of Ki67^+^GFP^+^ cells versus GFP^+^ cells per crypt in panel I were quantified. Control, n = 212 crypts, 3 mice; L-cKO, n = 210 crypts, 3 mice. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 4:**
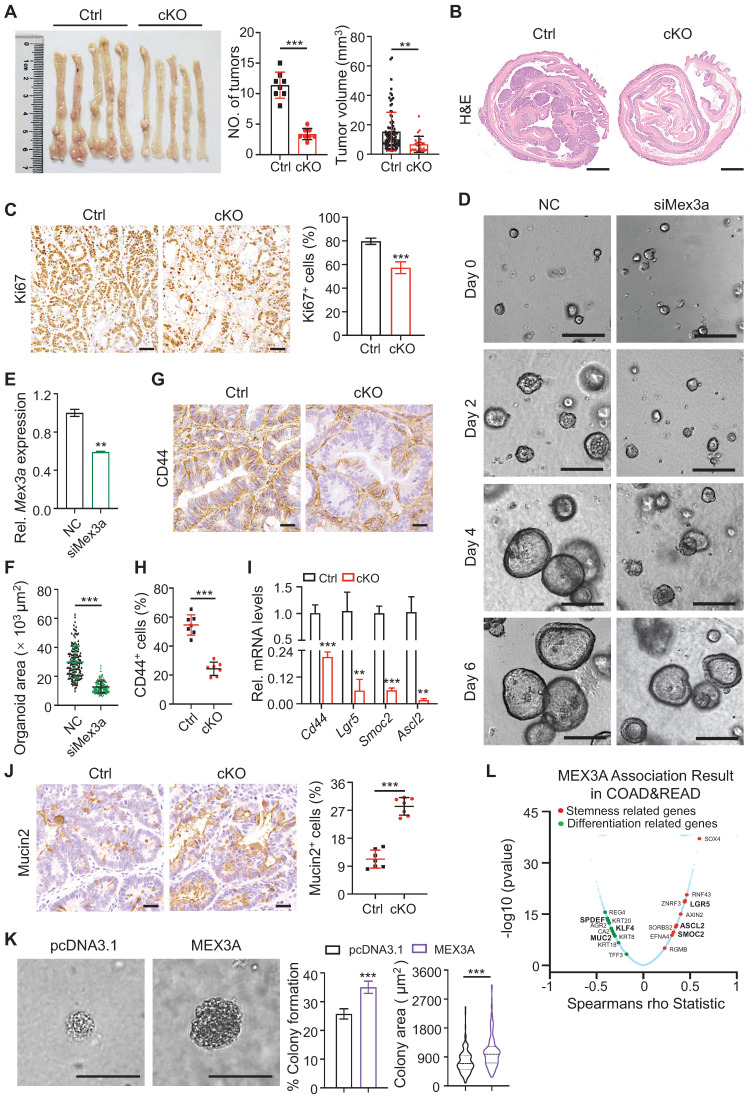
** Deletion of *Mex3a* suppresses tumor growth. A,** Gross images of AOM-DSS mouse colon tumors from control (Ctrl) and *Mex3a* cKO mice. Number of tumors per mouse and tumor volume were quantified. Ctrl: n = 91 tumors from 8 mice. cKO: n = 27 tumors from 8 mice. **B,** Representative histological images of AOM-DSS colon tumors from Ctrl and cKO mice. n = 8. Scale bar: 2 mm. **C,** Immunohistochemistry for Ki67 in AOM-DSS colon tumors from Ctrl and cKO mice. Percentage of Ki67^+^ cells was quantified. n = 7. Scale bar: 50 μm. **D,** Growth of APKS mouse tumor organoids over time. The organoids were transfected with siRNA of *Mex3a* (siMex3a). n = 3. Scale bar: 200 μm. **E,** qRT-PCR analysis of *Mex3a* in mouse tumor organoids after transfection with siMex3a. n = 3. **F,** Quantification of the organoid area in panel D. **G**-**H,** Representative immunohistochemical images for CD44 in AOM-DSS tumors from Ctrl and cKO mice (**G**). Percentage of CD44^+^ cells was quantified (**H**). n = 7. Scale bar: 50 μm. **I,** qRT-PCR for cancer stem cell markers *Cd44*, *Lgr5*, *Smoc2* and *Ascl2* in AOM-DSS tumors from Ctrl and cKO mice. n = 3.** J,** Immunohistochemistry for Mucin2 in AOM-DSS tumors from Ctrl and cKO mice. Percentage of Mucin2^+^ cells was quantified. n = 7. Scale bar: 50 μm.** K,** Anchorage-independent growth of HCT116 cells transfected with pcDNA3.1 empty vector or pcDNA3.1-MEX3A plasmids. Colony-forming percentage and colony area were quantified. Colonies were grown for over 3 weeks. n = 3. Scale bar: 50 μm. **L,** Volcano plot of significantly correlated genes with *MEX3A* in COAD and READ. Stemness related genes are marked in red and differentiation related genes are marked in green. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
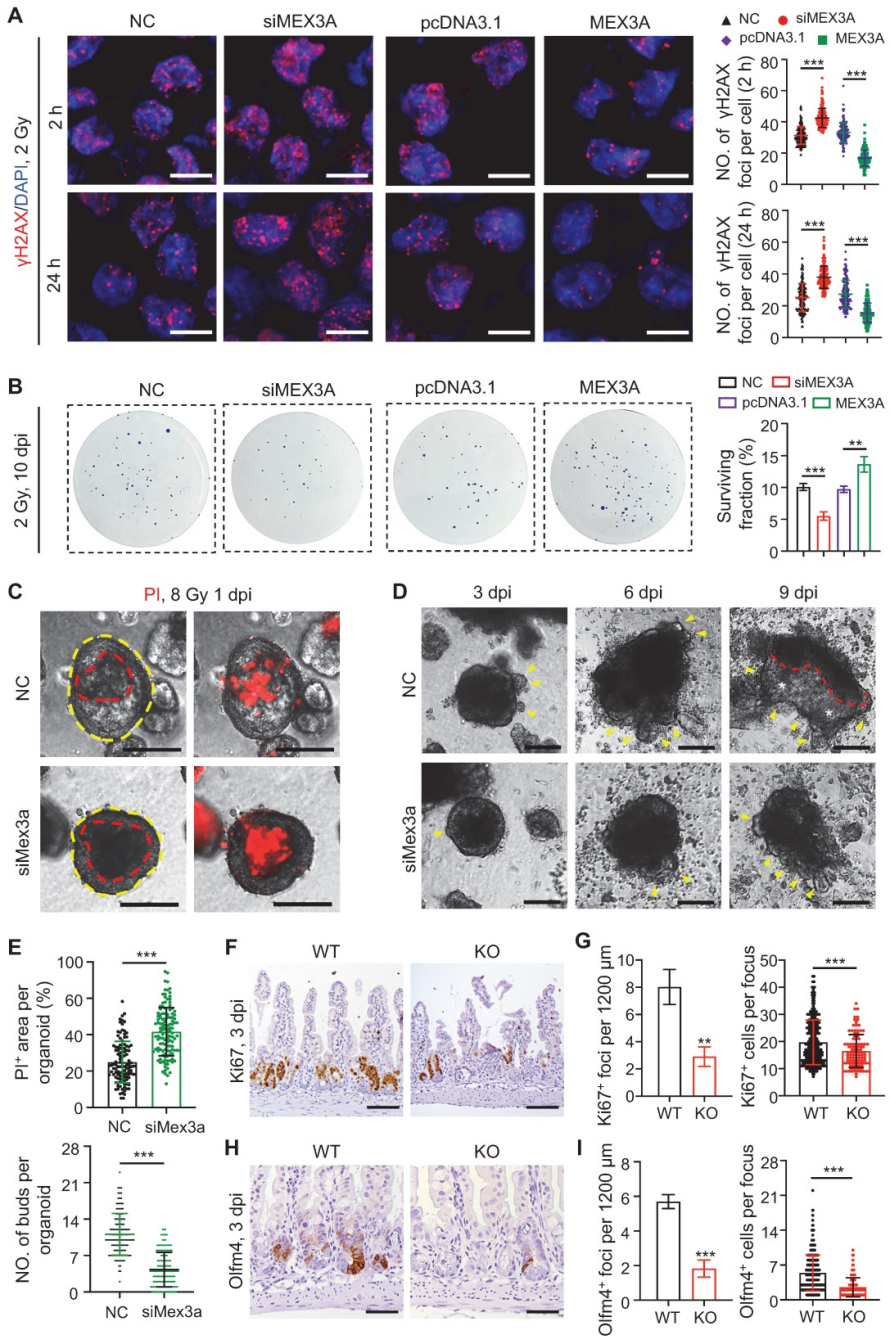
** Silencing *Mex3a* sensitizes cancer cells to irradiation. A,** Immunofluorescence for γH2AX in HCT116 transfected with siMex3a or pcDNA3.1-Mex3a plasmids 2 hours and 24 hours post 2 Gy γ-radiation. Numbers of γH2AX^+^ foci per cell were quantified. n = 3. Scale bar: 25 μm. **B,** Clonogenic assay of HCT116 cells transfected with siMex3a or pcDNA3.1-Mex3a plasmids following radiation. Surviving fractions were calculated. n = 3. **C,** PI staining of APKS mouse tumor organoids transfected with siMex3a 24 hours after 8 Gy γ-radiation. Red line indicates the area of cell death. n = 4. Scale bar: 200 μm. **D,** Representative gross images of mouse tumor organoids transfected with siMex3a at indicated timepoints post 8 Gy γ-radiation. Yellow arrowheads indicate newly generating organoid buds. Newly generating zones are indicated with white asterisks. n = 3. Scale bar: 200 μm.** E,** Quantification of PI^+^ area per organoid in panel C and numbers of buds per organoid in panel D. **F,** Immunohistochemistry for Ki67 in ileum from wild-type (WT) and KO mice 3 days postirradiation. Scale bar: 100 μm. **G,** Quantification of Ki67^+^ regenerative foci per 1200 μm and number of Ki67^+^ cells per regenerative focus in panel F. n = 3. **H,** Immunohistochemistry for Olfm4 in ileum from WT and KO mice 3 days postirradiation. Scale bar: 50 μm. **I,** Quantification of Olfm4^+^ foci per 1200 μm and numbers of Olfm4^+^ cells per focus in panel H. n = 3. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 6:**
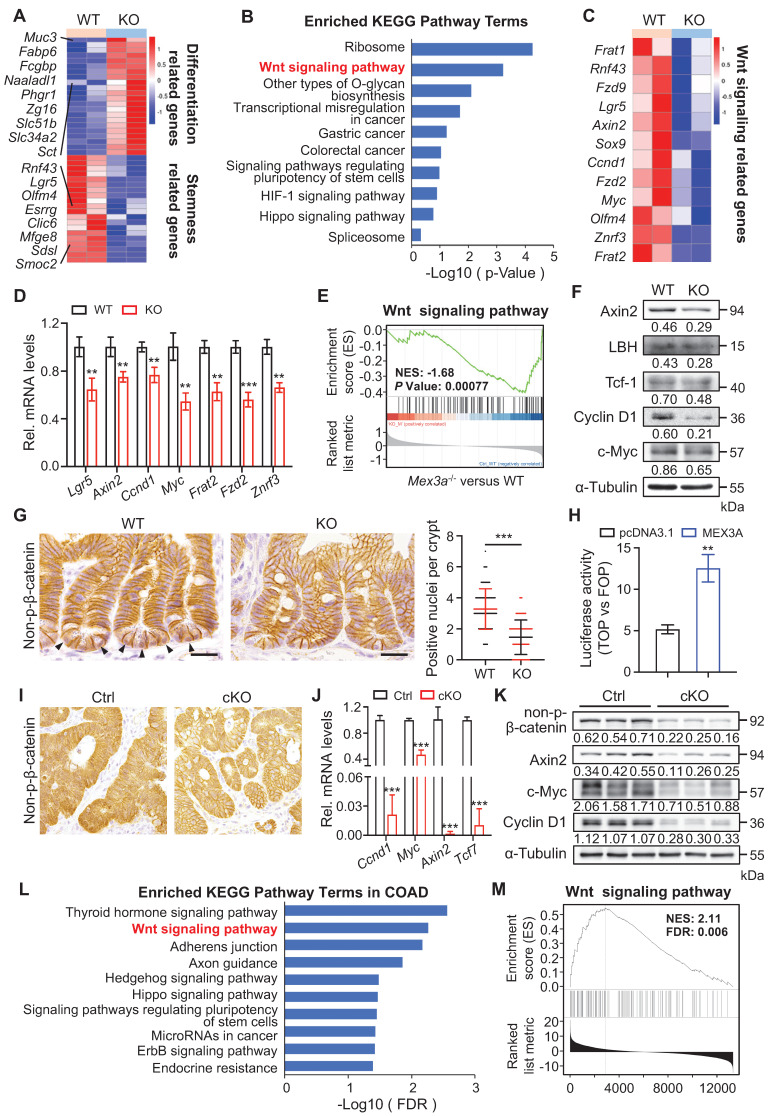
***Mex3a* deletion suppresses WNT signaling activity. A,** Heatmap depicting the expression profiles of stemness related genes and differentiation related genes in transcriptome profiles of wild-type (WT) and KO mice. **B,** KEGG pathway analysis of downregulated genes in transcriptome profiles from WT and KO mice. n = 4 biological replicates. **C,** Heatmap showing altered WNT-related genes in WT and KO mice. **D,** qRT-PCR analysis validates altered WNT-related genes in WT and KO mice. n = 3. **E,** Gene set enrichment analysis (GSEA) of WNT signaling pathway genes in transcriptome profiles of WT and KO mice. **F,** Western blotting for WNT target genes c-Myc, Cyclin D1, Tcf-1, LBH and Axin2 in intestinal crypts from WT and KO mice. α-Tubulin was used as a loading control. **G,** Representative immunohistochemical images of non-p-β-catenin in ileum from WT and KO mice. Arrowheads point to non-p-nuclei. Numbers of nuclear β-catenin^+^ cells per crypt were quantified. WT, n = 245 crypts from 3 mice; KO, n = 253 crypts from 3 mice. Scale bar: 25 μm. **H,** Luciferase activity of TOPflash versus FOPflash in HCT116 cells treated with pcDNA3.1 empty vector and MEX3A plasmids. n = 3. **I,** Immunohistochemistry for non-p-β-catenin in AOM-DSS colon tumors from control (Ctrl) and cKO mice. n = 7. Scale bar: 25 μm.** J,** qRT-PCR analysis of WNT target genes in AOM-DSS tumors from Ctrl and cKO mice. n = 3. **K,** Western blotting for Cyclin D1, c-Myc, Axin2 and non-p-β-catenin in AOM-DSS tumors from Ctrl and cKO mice. α-Tubulin was used as a loading control. **L,** KEGG pathway analysis of genes positively correlated with *MEX3A* in COAD. **M,** Gene set enrichment analysis of WNT signaling pathway in genes positively correlated with *MEX3A* in COAD. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 7:**
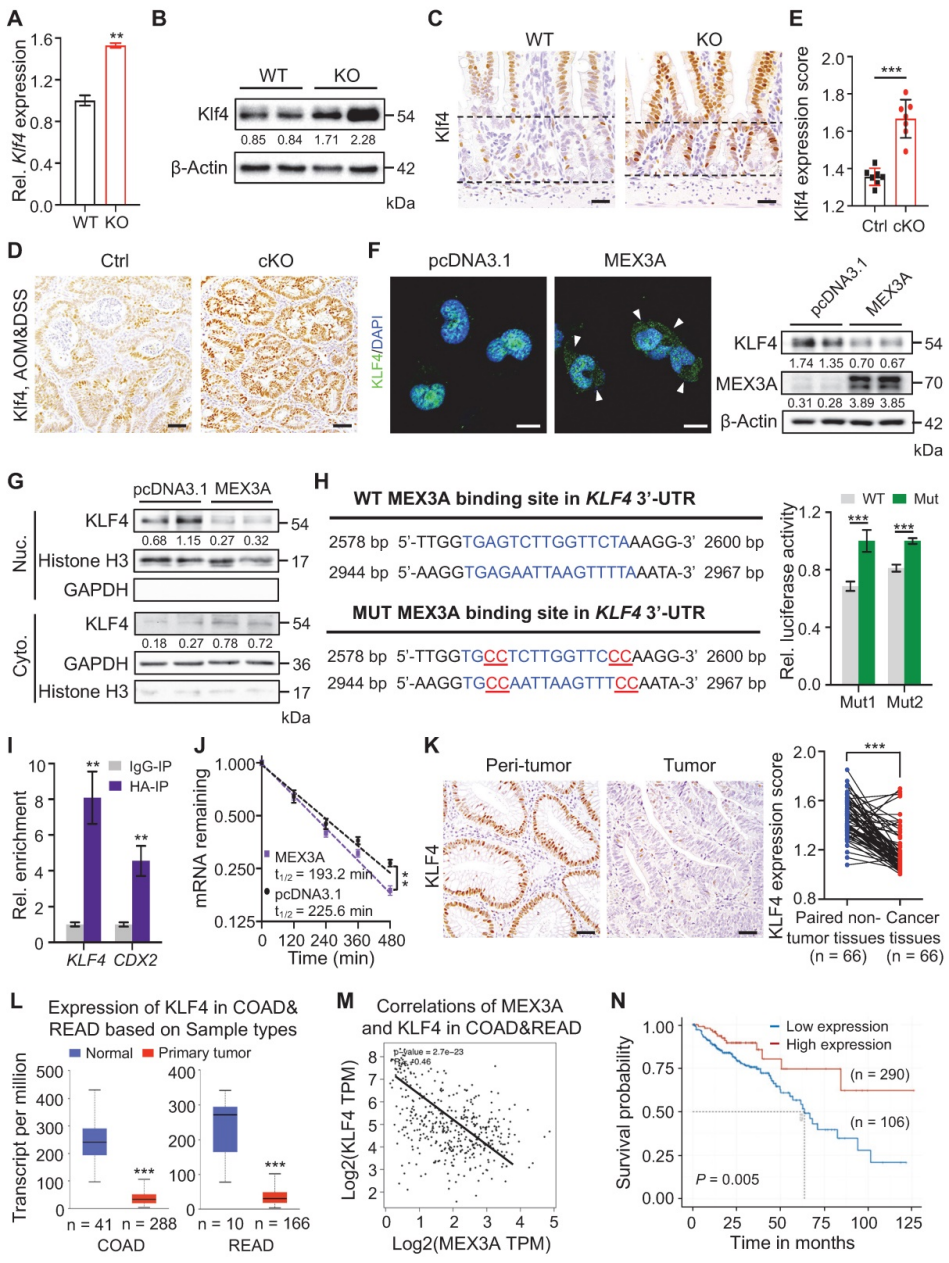
** MEX3A directly suppresses *KLF4* to activate WNT signaling. A**-**B,** qRT-PCR (**A**, n = 3) and Western blotting (**B**) for Klf4 in ileum tissues from wild-type (WT) and KO mice. α-Tubulin was used as loading control. **C,** Representative immunohistochemical images of Klf4 in intestinal crypts from WT and KO. The dashed lines indicate villus-crypt junction and base of the crypt. n = 3. Scale bar: 25 μm. **D-E,** Immunohistochemistry for Klf4 in AOM-DSS colon tumors from control (Ctrl) and cKO mice (**D**). Scores of Klf4 expression levels were quantified (**E**). n = 3. Scale bar: 50 μm. **F,** Immunofluorescence for KLF4 and Western blotting for MEX3A and KLF4 in NCM460 cells treated with empty vector or MEX3A-overexpressing plasmids. Scale bar: 25 μm. β-Actin was used as a loading control. Arrowheads indicate KLF4 signal in cytoplasm. **G,** Western blotting for KLF4 in nuclear and cytoplasmic proteins isolated from NCM460 cells treated with empty vector or MEX3A-overexpressing plasmids. Histone H3 and GAPDH were used as positive control for nuclear and cytoplasmic proteins, respectively. **H,** Ratio of luciferase activity in MEX3A-overexpressing versus normal HEK293T cells transfected with luciferase reporter vector containing a *KLF4* 3'-UTR fragment with WT sequence or mutations (Mut1 or Mut2) in MEX3A binding sites. n = 3. **I,** Crosslinking-Immunoprecipitation (CLIP)-PCR assay for *KLF4* and *CDX2* upon the anti-HA (MEX3A-HA) antibody immunoprecipitates. n = 3 technical replicates. **J,** The *KLF4* mRNA decays curve in HCT116 cells upon *MEX3A* overexpression. n = 3. **K,** Immunohistochemistry for KLF4 in human colorectal tumors and paired peritumor samples. Scores of KLF4 expression levels were quantified. Scale bar: 50 μm. **L,** Box plots of KLF4 expression in normal human colorectum and CRC tissues based on TCGA database. n, number of patient samples. **M,** Spearman correlation analysis of MEX3A and KLF4 (*P* < 0.001; *R* = - 0.46) in human CRC based on TCGA database. **N,** Kaplan-Meier survival curve of 396 CRC patients. *P* = 0.005. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 8:**
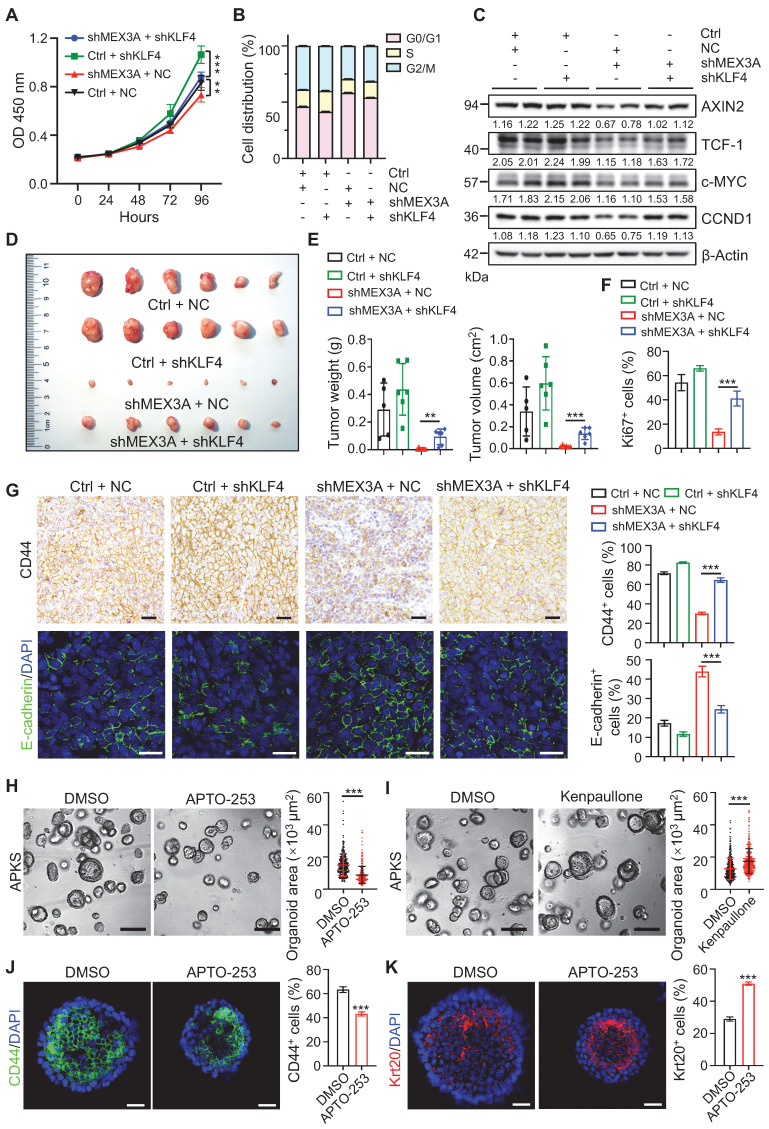
** KLF4 mediates promoting effects of MEX3A on tumor growth and stemness. A,** Growth curve of HCT116 cells transfected with shMEX3A and/or shKLF4 over time. n = 6. **B,** Cell cycle analysis with flow cytometry for HCT116 cells transfected with shMEX3A and/or shKLF4. n = 3. **C,** Western blotting for CCND1, c-MYC, TCF-1 and AXIN2 in HCT116 cells treated with shMEX3A and/or shKLF4. β-Actin was used as a loading control. **D,** Gross images of xenografted tumors 3 weeks after transplantation with shMEX3A-and/or shKLF4-transfected HCT116 cells. **E,** Quantification for tumor weight and volume shown in panel D. n = 6. **F,** Quantification of percentages of Ki67^+^ cells in xenografted tumors shown in Figure S12H. n = 6. **G,** Immunostaining for CD44 and E-cadherin in xenografted tumors from HCT116 cells transfected with shMEX3A and/or shKLF4. The percentages of CD44^+^ cells and E-cadherin^+^ cells were quantified. n = 6. Scale bar: 50 μm. **H**-**I,** Growth of mouse tumor organoids after KLF4 activation (**H**) or inhibition (**I**). Organoids were grown for 48 hours and then treated with KLF4 agonist APTO-253 or KLF4 antagonist Kenpaullone for 72 hours. DMSO was used as solvent control. Organoid area was quantified. n = 3 technical replicates. Scale bar: 200 μm. **J**-**K,** Immunofluorescence for CD44 (**J**) and Krt20 (**K**) in mouse tumor organoids upon Klf4 activation. The percentages of CD44^+^ cells and Krt20^+^ cells were quantified. n = 3. Scale bar: 25 μm. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

## Abbreviations

ISC: Intestinal stem cell
CRC: Colorectal cancer
CSC: Cancer stem cell
APC: Adenomatous polyposis coli
RBP: RNA-binding protein
TCGA: The Cancer Genome Atlas
AOM-DSS: Azoxymethane-dextran sulfate sodium
DDR: DNA damage response
COAD: Colon adenocarcinoma
GSEA: Gene set enrichment analysis
RPI-Seq: RNA-protein interaction prediction
RF: Random forest
SVM: Support vector machine
RNA-seq: Transcriptomic RNA sequencing
CLIP: RNA crosslinking immunoprecipitation

# Supplementary material for: Identifying the E2F3-MEX3A-KLF4 signaling axis that sustains cancer cells in undifferentiated and proliferative state
**Source:** Theranostics. 2022 Sep 25;12(16):6865–82. doi: 10.7150/thno.76619
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

## Supplementary Materials for

### **Identifying the E2F3-MEX3A-KLF4 signaling axis that sustains cancer cells in undifferentiated and proliferative state**

Xu Yang<sup>1,2†</sup>, Guilin Li<sup>1†</sup>, Yuhua Tian<sup>3</sup>, Xin Wang<sup>3</sup>, Jiuzhi Xu<sup>4</sup>, Ruiqi Liu<sup>1</sup>, Min Deng<sup>1</sup>, Chunlei Shao<sup>1</sup>, Yuwei Pan<sup>1</sup>, Xi Wu<sup>1</sup>, Mengzhen Li<sup>1</sup>, Chaowei Zhang<sup>5</sup>, Rui Liu<sup>6</sup>, Jun Qin<sup>7</sup>, Chen Zhang<sup>8</sup>, Zhanju Liu<sup>9</sup>, Xin Wu<sup>10</sup>, Maksim V. Plikus<sup>11</sup>, Christopher J. Lengner<sup>3</sup>, Zongheng Zheng<sup>5\*</sup>, Cong Lv<sup>4\*</sup> and Zhengquan Yu<sup>1\*</sup>

#### **This PDF file includes:**

Supplementary Materials and Methods  
Supplementary Figures S1 to S13  
Expanded View Figures EV1 to EV4  
Supplementary Tables S1 to S4

## **Supplementary Materials and Methods**

### **In situ hybridization**

Small intestine tissues from 8-week-old mice were fixed with 4% PFA at room temperature (RT) for 24 h and embedded in paraffin. The embedded tissues were cut into 5  $\mu$ m sections. The sample treatment and signal detection were performed according to the corresponding manufacturer's instructions (322452 USM and 322360 USM). An RNAscope 2.5 HD detection kit (RED) and Mm-Mex3a probe (ACD, 318531) were used in this experiment.

### **Histology, immunohistochemistry and immunofluorescence**

For histological analysis, 4% PFA-fixed and paraffin-embedded intestinal tissues were cut into 5  $\mu$ m sections. The sections were deparaffinized with xylene followed by treatment with serial dilutions of ethanol. Then, the sections were stained with hematoxylin and eosin (H&E, Sigma). Periodic acid–Schiff (PAS)-alkaline phosphatase staining was performed using standard methods. For immunohistochemistry, heat-mediated antigen retrieval was performed using 0.01 M citrate buffer (pH 6.0) or 1 mM EDTA (pH 8.0) for 20 min in a microwave. After cooling at room temperature, the sections were immersed in 3% H<sub>2</sub>O<sub>2</sub> for 10 min, or permeabilized with 1% Triton X-100 for 20 min, blocked with blocking solution at RT for 1 h, and incubated with primary antibodies overnight at 4°C. Sections were then immunostained by the ABC peroxidase method (Vector Laboratories) with diaminobenzidine (DAB) as the substrate and hematoxylin as the counterstain. For immunofluorescence staining, sections were incubated with primary antibodies overnight at 4°C after antigen retrieval with 0.01 M citrate buffer (pH 6.0) via microwave, incubated with Alexa Fluor 488 and 594 goat anti-mouse, anti-rabbit or anti-rat IgG (H+L) secondary antibodies (Invitrogen), and counterstained with DAPI to label nuclear DNA. Primary

antibodies included anti-MEX3A (Sigma, PRS4869, 1:400), E2F3 (Thermo Fisher, PA5-106407, 1:100), anti-Ki67 (Abcam, ab15580, 1:1000), anti-Mucin2 (Santa Cruz, sc-15334, 1:500), anti-ChgA (Thermo Fisher, PA5-18527, 1:100), anti-Olfm4 (Cell Signaling Technology, 39141, 1:800), anti-GFP (Abcam, ab13970, 1:800), anti-phospho-histone H2A.X (Cell Signaling Technology, 9718, 1:480 for immunohistochemistry, 1:400 for immunofluorescence), anti-cleaved Caspase3 (Cell Signaling Technology, 9664, 1:2000), anti-p21 (Santa Cruz, sc-817, 1:100), anti-p53 (Cell Signaling Technology, 2524, 1:1000), anti-non-phospho (Active)  $\beta$ -catenin (Ser45) (Cell Signaling Technology, 19807, 1:1000), anti-KLF4 (Abcam, ab214666, 1:1000; Abcam, ab215036, 1:2000), anti-c-Myc (Abcam, ab32072, 1:100), anti-CD44 (Cell Signaling Technology, 37259, 1:200; Proteintech, 15675-1-AP, 1:200), anti-E-cadherin (Proteintech, 20874-1-AP, 1:200), anti-Cytokeratin 20 (Abcam, ab109111, 1:75), anti-CDK2 (Abcam, ab32147, 1:50) and anti-Cyclin A2 (Abcam, ab181591, 1:500).

For BrdU staining, mice were intraperitoneally injected with BrdU solution at a concentration of 50  $\mu$ g/g body weight. Deparaffinized sections were consecutively treated with a 1:1 mixture of 2  $\times$  SSC and formamide (Amresco, Solon, OH) at 65°C for 2 h, 2  $\times$  SSC at RT for 5 min, 1 M HCl at 4°C for 10 min, 2 M HCl at 37°C for 30 min, 0.1 M boric acid at RT for 10 min and washed in 1% PBST. Then sections were blocked with 5% normal goat serum/0.1 M glycine in 1% PBST at RT for 1 h and incubated with anti-BrdU antibody (Abcam, ab6326, 1:100) overnight at 4°C. The remaining steps were the same as for immunofluorescence staining. EdU staining was performed using the Click-iT EdU Alexa Flour 594 kit (Beyotime, C0078S) according to the manufacturer's instructions.

## **Confocal imaging**

NCM460 cells were grown on a circular microscope cover glass (NEST, 801010), washed once with filtered PBS, and fixed in 4% PFA for 30 min at RT. Cells were blocked with 5% BSA in PBS at RT for 1 h after permeabilization with 1% Triton X-100 and then incubated with primary antibodies overnight at 4°C. The remaining steps were the same as those for immunofluorescence staining. Images were captured using a Leica laser scanning confocal microscope (Leica TCS SP8).

### **Flow cytometry and cell sorting**

Intestinal crypt cells were isolated from fresh mouse intestine samples by incubation with 10 mM EDTA in PBS for 30 min at 4°C. The crypt fractions were collected by vigorous shaking, followed by filtration through a 70 µm cell strainer (BD Biosciences). The gathered crypt cells were centrifuged at 1200 rpm for 5 min and then digested with dispase (1 U/ml, STEMCELL Technologies). Single cell suspensions were passed through a 40 µm cell strainer (BD Biosciences) and stained with Fixable Viability Dye (eBioscience, 65-0863-14) for 20 min to remove dead cells. Flow cytometry analysis was performed on a BD FACS Aria 3.0. *Lgr5<sup>high</sup>* cells, *Lgr5<sup>low</sup>* cells and *Lgr5<sup>neg</sup>* cells were sorted by flow cytometry from *Lgr5-EGFP-IRES-Cre<sup>ERT2</sup>* mice. *Lgr5<sup>high</sup>* cells were sorted by flow cytometry from *Mex3a<sup>+/+</sup>;Lgr5-EGFP-IRES-Cre<sup>ERT2</sup>* mice and *Mex3a<sup>-/-</sup>;Lgr5-EGFP-IRES-Cre<sup>ERT2</sup>* mice.

For cell cycle analysis, HCT116 cells transfected with corresponding plasmids were harvested, washed twice with cold PBS and then fixed at 4°C with 70% ethanol overnight. Fixed cells were washed twice with cold PBS and stained with PI solution (50 µg/ml, 0.2% Triton X-100, 100 µg/ml RNase A) with protection from light for 30 min at 4°C. Stained cells were analyzed by BD FACSVerse flow cytometry.

## Organoid and single-cell culture

Isolation of intestinal crypts was performed as described above. Gathered crypts were washed twice with PBS and centrifuged at 700 rpm for 5 min. Supernatant was removed, and then crypts were resuspended in a 1:1 mixture of IntestiCult OGM (STEMCELL Technologies, 06005) and Matrigel (Corning, 356231) and plated into 48-well plates. After Matrigel polymerization, 200  $\mu$ l OGM was added to each well. Medium was replaced every 2 days, and organoids were passaged every 4 days. For APKS organoid culture, medium was DMEM/F12 with  $1 \times$  B-27 (Gibco, 17504044),  $1 \times$  N-2 (Gibco, 17502048), 1 mM N-acetyl-cysteine (Sigma, A9165), 1% Pen Strep (Gibco, 15140122),  $1 \times$  GlutaMAX (Gibco, 35050061), and 10 mM HEPES (Gibco, 15630080). For propidium-iodide (PI) stained organoid cell-death assay, organoids were stained with 50  $\mu$ g/ml PI.

For Lgr5<sup>high</sup> cell culture, a total of 20 000 sorted Lgr5<sup>high</sup> cells were collected into 1.5 ml tubes containing 2% FBS and 10  $\mu$ M Y-27632 (STEMCELL Technologies) in DMEM/F12 medium. A total of 5000 cells per well were embedded in Matrigel and seeded in 48-well plates. After Matrigel polymerization, 200  $\mu$ l OGM was added to each well. For the first three days, 10  $\mu$ M Y-27632 was added to OGM medium, and medium was replaced every day.

## Generation of APKS mouse tumor organoids

The colonic crypts from a *Kras*<sup>LSL-G12D</sup> mouse were extracted and used to establish the culture. *Kras*<sup>G12D</sup> mutation was then activated by transient transfection of *Salk-Cre* with pPGK-Puro (Addgene#11349) plasmids, followed with puromycin selection for 3 days. The *APC*, *P53*, *Smad4* mutations were introduced by CRISPR/Cas9 editing. Specifically, sgRNAs of *APC*, *P53* and *Smad4* were cloned into PX330 plasmid (Addgene#42230) and transiently transfected into the

puromycin selected tumoroids. One week after the transient transfection, the tumoroids with *APC*, *P53* and *Smad4* mutations were selected by removing R-spondin, adding Nutlin-3 and removing Noggin from the culture media, respectively. Ten subclones were picked from the engineered bulk tumoroids, conditional PCR and Sanger sequencing were used to verify the mutations in each subclone. Subclones with recombined *LSL-Kras<sup>G12D</sup>* allele, and verified *APC*, *P53* and *Smad4* mutations were used for downstream experiments. The sequences of sgRNAs used for CRISPR/Cas9 editing and sequences of mutated genes are listed in **Figure S9B-D**.

#### **Chromatin immunoprecipitation (ChIP) assay**

ChIP assay was performed using the SimpleChIP enzymatic chromatin immunoprecipitation kit (Cell Signaling Technology, 9002) according to the manufacturer's instructions. Harvested CT26 cells were crosslinked with 1% (v/v) formaldehyde for 10 min. After nuclei preparation, micrococcal nuclease was used to digest DNA to a length of 150-900 bp. The immunoprecipitation preparations were divided for input control and were incubated with anti-E2f3, anti-Histone H3 (as a positive control) and anti-IgG (as a negative control) at 4°C overnight. The obtained genomic DNA was quantified by qRT-PCR with primers specific for E2f3 binding elements of *Mex3a* promoter regions.

#### **qRT-PCR analysis**

Total RNA was extracted from sorted cells, cell lines, organoids and mouse intestinal tissues using TRIzol reagent (Life Technologies) according to the manufacturer's instructions. To detect mRNA levels, reverse transcription was carried out using oligo (dT) primers. qRT-PCR was performed using LightCycler 480 SYBR Green I Master Mix on a LightCycler 480 Real-Time PCR System

(Roche, Mannheim, Germany). Relative expression was calculated based on the  $2^{-\Delta\Delta C_t}$  method, and *Gapdh* was used as the internal control. Primers for qRT-PCR analysis are included in **Table S2**.

#### **RNA-Seq analysis**

Intestinal crypt cells were isolated from the intestines of four KO mice and four littermate controls by incubation with 10 mM EDTA, 10 mM HEPES and 2% FBS in HBSS for 15 min at 37°C. Crypt fractions were collected by vigorous shaking and filtered through a 70 µm cell strainer. Gathered crypt cells were centrifuged at 1200 rpm for 5 min. Total RNA was isolated from collected crypt cells using TRIzol reagent according to the manufacturer's instructions. RNA samples were sent to Novogene Co., Ltd. for library preparation and sequencing on the Illumina NovaSeq 6000 platform. The data were analyzed online on the NovoMagic data analysis cloud platform ([www.magic.novogene.com](http://www.magic.novogene.com)) or using R software. RNA-Seq data has been submitted to the GEO repository under accession number GSE179493.

#### **Cell culture and transfections**

HCT116 and HEK293FT cell lines were purchased from the American Type Culture Collection (ATCC) (Manassas, VA) and cultured in IMDM and DMEM supplemented with 10% FBS, respectively. NCM460 cell line was purchased from the Innovative Life Science Solutions (INCELL) (San Antonio, TX). Caco-2 cell line was purchased from ATCC and cultured in DMEM supplemented with 20% FBS. CT26 cell line was purchased from ATCC and cultured in RPMI 1640 supplemented with 10% FBS. All cell lines were tested and confirmed to be free of mycoplasma infection. For Caco-2 3D culture, 48-well plates were coated with 70 µl/well of

matrigel. After Matrigel polymerization,  $6 \times 10^3$  cells/well suspension plus 2% matrigel was seeded on top. Medium was replaced every 2 days. For tumor sphere formation, HCT116 cells were cultured in serum-free DMEM/F-12 medium, containing 2% B27 (Gibco, 17504044), 20 ng/mL EGF (R&D, 236-EG) and 20 ng/mL bFGF (R&D, 233-FB) in 6-well ultra-low attachment culture plates.

Transient transfections were performed using Lipofectamine 2000 reagent (Invitrogen, 11668019) with 2  $\mu$ g vector or negative control vector in one well of a 6-well plate according to the manufacturer's protocol. For HCT116 and NCM460 cells, media were changed at 4 h posttransfection.

### **Clonogenic assay**

Following radiation, HCT116 cells were re-plated at a cell density of 1200 per well in 6-well plates. After 8 days of incubation, cells were fixed with 4% PFA and stained with 0.4% crystal violet. Then, numbers of colonies were counted.

### **Plasmid construction**

Full-length human MEX3A, E2F3, KLF4 and mouse E2f3 constructs were cloned into a pcDNA3.1 vector. shMEX3A and shKLF4 were subcloned into pGPU6-GFP vector (**Table S3**). For luciferase assays, construct including the 247 bp or 273 bp 3'-UTR sequence of *KLF4* was cloned into psiCHECK-2 vector, and construct including 2 kb *Mex3a* promoter sequence was cloned into pGL3-Basic vector. All mutants were generated through site-directed mutagenesis (BGI, Shenzhen, China). All constructs were verified by performing DNA sequencing.

## Luciferase assays

The sequence for *Mex3a* is located on chromosome 3 (NC\_000069.7, base pairs 88439253...88448701) in the mouse genome. In luciferase assay for *Mex3a* promoter activity performed in this study, *Mex3a* promoter was identified as an approximately 2 kb region upstream of the transcript start site (TSS), which is located at chromosome 3 (NC\_000069.7, base pairs 88437253...88439252); this sequence was cloned into the pGL3-Basic reporter constructs. Binding sites 1 and 2 of E2f3 are located at base pairs 88439153-88439167 and 88438895-88438909, respectively. The firefly and Renilla luciferase activities were measured after 24 h of transfection using Dual-Glo luciferase assay kit (Promega) according to the manufacturer's instructions.

For dual-luciferase activity assay, *KLF4* 3'-UTR fragment containing binding site 5'-TGAGTCTTGGTTCTA-3' or 5'-TGAGAATTAAGTTTTTA-3' was cloned into psiCHECK-2 reporter constructs. After 24 h of transfection, firefly and Renilla luciferase activities were measured with a Dual-Glo luciferase assay kit (Promega, E2920) according to manufacturer's instructions.

## Anchorage-independent growth

A 60 mm cell culture dish was coated with 3 ml of a 1:1 mixture of 1.2% agarose and IMDM supplemented with 20% FBS. After mixture solidification,  $1 \times 10^4$  transfected HCT116 cells per dish were collected and resuspended in 1 ml of a 1:1 mixture of 0.7% agarose and IMDM supplemented with 20% FBS and then transferred to coated 60 mm cell culture dish. After mixture solidification, 1 ml IMDM supplemented with 10% FBS was added to the surface of coated 60 mm cell culture dish and replaced every 3 days for a total of 3 weeks of culture.

209

210 **Cell proliferation assay**

211 For this assay, 3000 cells per well were seeded in 96-well plate. After 24 h of transfection,  
212 Enhanced Cell Counting Kit-8 (Beyotime, C0042) was used to detect cell proliferation according  
213 to manufacturer's instructions. For quantification, 10 µl of reagent was added to each individual  
214 well and mixed at 37°C for 1 h. Absorbance was measured using Spark Multimode Microplate  
215 Reader (Tecan, Switzerland).

216

217 **RNA stability assay**

218 HCT116 cells transfected with pcDNA3.1 empty vector or pcDNA3.1-MEX3A plasmids were  
219 exposed to 5 µg/ml of Actinomycin D (MedChemExpress, HY-17559). RNA was measured at 0,  
220 2, 4, 6 and 8 hours using qRT-PCR.

221

222 **Nuclear and cytoplasmic protein extraction**

223 Transfected NCM460 cells were washed once with cold PBS, collected in 500 µl PBS per well by  
224 scraping plate surface, and centrifuged at 1000 rpm for 5 min. Nuclear and cytoplasmic protein  
225 were isolated from harvested cells using Nuclear and Cytoplasmic Protein Extraction Kit  
226 (Beyotime, P0027) according to manufacturer's instructions. Protein concentration was  
227 determined with a BCA Kit (Beyotime, P0011). Histone H3 was used as an internal control for  
228 nuclear fraction, and GAPDH was used as an internal control for cytoplasmic fraction.

229

230 **Western blotting**

231 Western blotting assays were performed according to standard procedures. Fresh tissues were  
232 homogenized using RIPA buffer (Beyotime, P0013C) in the presence of protease and phosphatase  
233 inhibitor cocktails (Roche), followed by treatment with a homogenizer (T10 basic, IKA). Proteins  
234 were measured by BCA protein assay kit (Beyotime) and denatured. Total protein samples (30 µg)  
235 were separated on 8-12% SDS-PAGE gels and transferred to PVDF membranes (GE Healthcare).  
236 Then, PVDF membranes were blocked with 5% nonfat dry milk at RT for 1 h and incubated with  
237 primary antibodies overnight at 4°C. Images were taken using a chemiluminescence imaging  
238 system (SageCreation, Beijing). Relative protein band intensity was quantified by ImageJ software  
239 (U.S. National Institutes of Health, Bethesda, MD, USA). The following antibodies were used:  
240 anti-β-Actin (YEASEN, 30101, 1:5000), anti-α-Tubulin (Beyotime, AF0001, 1:5000), anti-  
241 MEX3A (Sigma, PRS4869, 1:1000), anti-E2F3 (Santa Cruz, sc-28308, 1:500), anti-Axin2 (Abcam,  
242 ab109307, 1:1000), anti-LBH (Santa Cruz, sc-161791, 1:100), anti-Tcf-1 (Santa Cruz, sc-271453,  
243 1:500), anti-Cyclin D1 (Cell Signaling Technology, 2978, 1:1000), anti-c-Myc (Abcam, ab32072,  
244 1:1000), anti-KLF4 (Abcam, ab214666, 1:1000; Abcam, ab215036, 1:1000), anti-Histone H3  
245 (Cell Signaling Technology, 4499, 1:2000), and anti-GAPDH (Beyotime, AF0006, 1:5000).

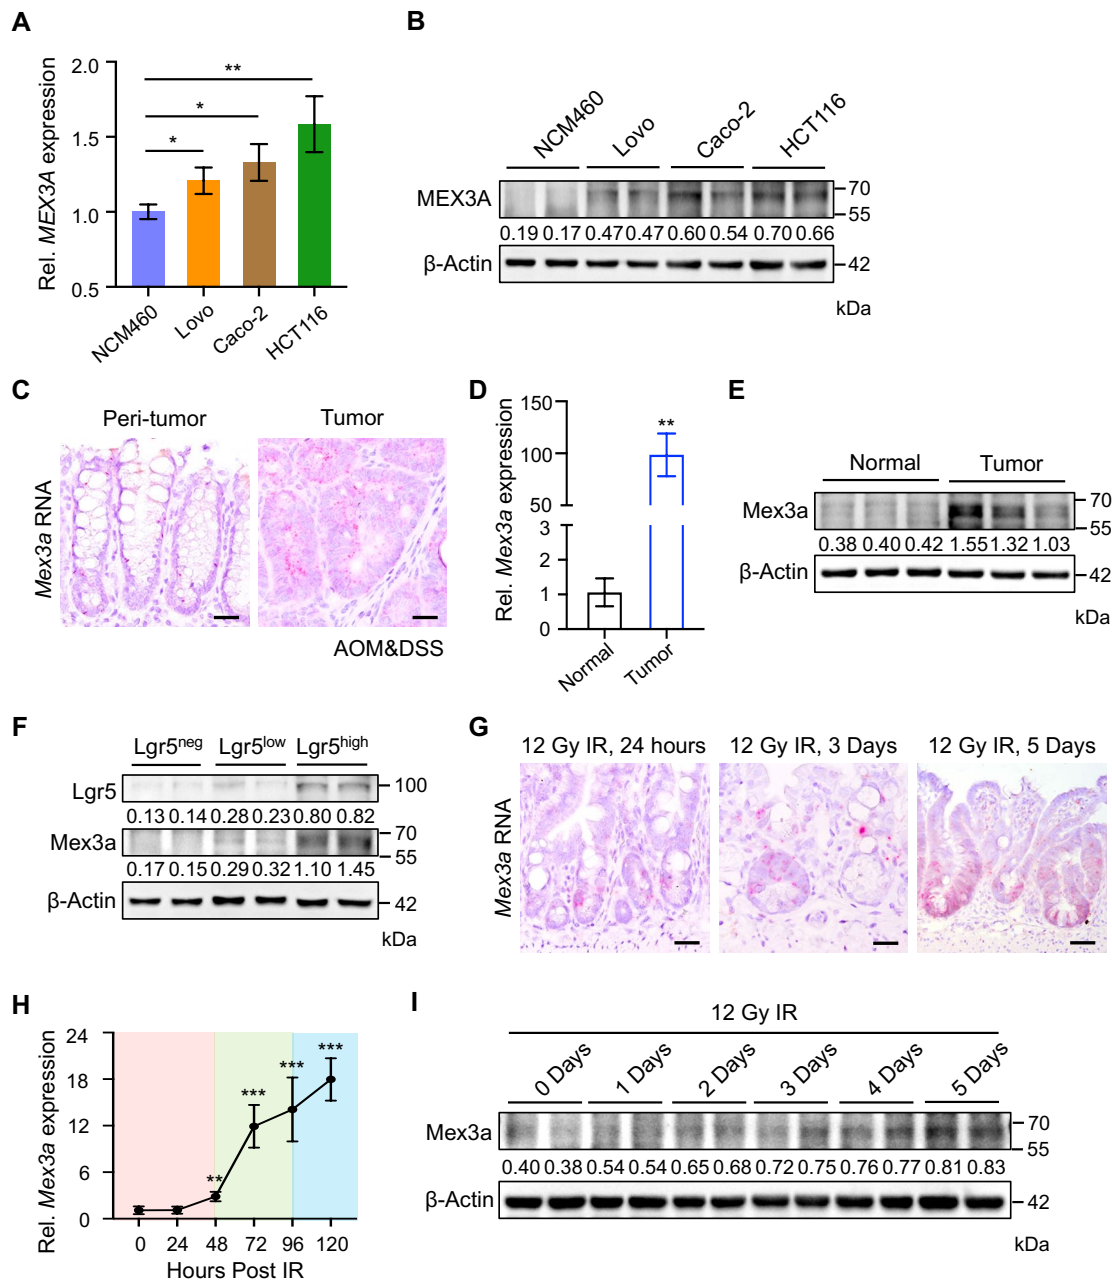

**Figure S1. *Mex3a* is upregulated in CRC and regenerative foci.** A-B, qRT-PCR (A, n = 3) and Western blotting (B) analysis for MEX3A in normal colorectal epithelial cell and different human colon cancer cell lines. β-Actin was used as a loading control. C, *In situ* hybridization for *Mex3a* with RNAscope probe in mouse colon peritumor and tumor tissues from AOM-DSS model. Scale bar: 25 μm. D-E, qRT-PCR (D, n = 3) and Western blotting (E) analysis of *Mex3a* in normal mouse colon tissues and colon tumors from AOM-DSS model. β-Actin was used as a loading control. F, Western blotting for *Mex3a* and *Lgr5* in sorted *Lgr5*<sup>neg</sup>, *Lgr5*<sup>low</sup> and *Lgr5*<sup>high</sup> cells. β-Actin was used as a loading control. G, *In situ* hybridization for *Mex3a* with RNAscope probe in mouse intestinal crypts 24 hours, 3 days or 5 days after 12 Gy γ-radiation. Scale bar: 25 μm. H-I, qRT-PCR (H, n = 3 biological replicates at each time point) and Western blotting (I) analysis

257 showing dynamic changes of *Mex3a* after exposure to 12 Gy  $\gamma$ -radiation. Different background  
258 colors indicate different phases of regenerative response. Red: DNA damage phase. Green:  
259 proliferative phase. Blue: normalization phase.  $\beta$ -Actin was used as a loading control. Data are  
260 presented as the mean  $\pm$  SD. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

264 hybridization for *Mex3a* with RNAscope probe in intestines from wild-type (WT) and KO mice,  
265 showing that *Mex3a* was completely deleted. n = 3. Scale bar: 25  $\mu$ m. **C**, Western blotting for  
266 *Mex3a* in intestinal tissues from WT and KO mice.  $\beta$ -Actin was used as a loading control. **D**, Body  
267 weight of 8-week-old WT and KO mice. n = 11. **E**, Histology of intestines from WT and KO mice.  
268 Crypt depth and villus length were quantified. WT, n = 304 crypts, n = 197 villi, n = 5 mice; KO,  
269 n = 261 crypts, n = 173 villi, n = 5 mice. Scale bar: 100  $\mu$ m. **F**, Immunohistochemistry for Ki67  
270 and quantification of Ki67<sup>+</sup> cells per crypt in ileum from WT and KO mice. WT, n = 138 crypts,  
271 3 mice; KO, n = 107 crypts, 3 mice. Scale bar: 100  $\mu$ m. **G**, Representative images of PAS-alkaline  
272 phosphatase staining in ileum from WT and KO mice. n = 3. Scale bar: 50  $\mu$ m. **H-I**,  
273 Immunohistochemistry for Mucin2 (**H**) and ChgA (**I**) in ileum from WT and KO mice. Mucin2<sup>+</sup>  
274 cells and ChgA<sup>+</sup> cells per crypt-villus architecture were quantified. n = 3. Scale bar: 100  $\mu$ m. **J**,  
275 Immunofluorescence for BrdU in ileum from WT and KO mice at indicated timepoints after one  
276 does of BrdU pulse. The dashed lines indicate top of the villi, middle line of the intestine, and base  
277 of the crypt. Scale bar: 100  $\mu$ m. Data are presented as the mean  $\pm$  SD. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P*  
278 < 0.001.

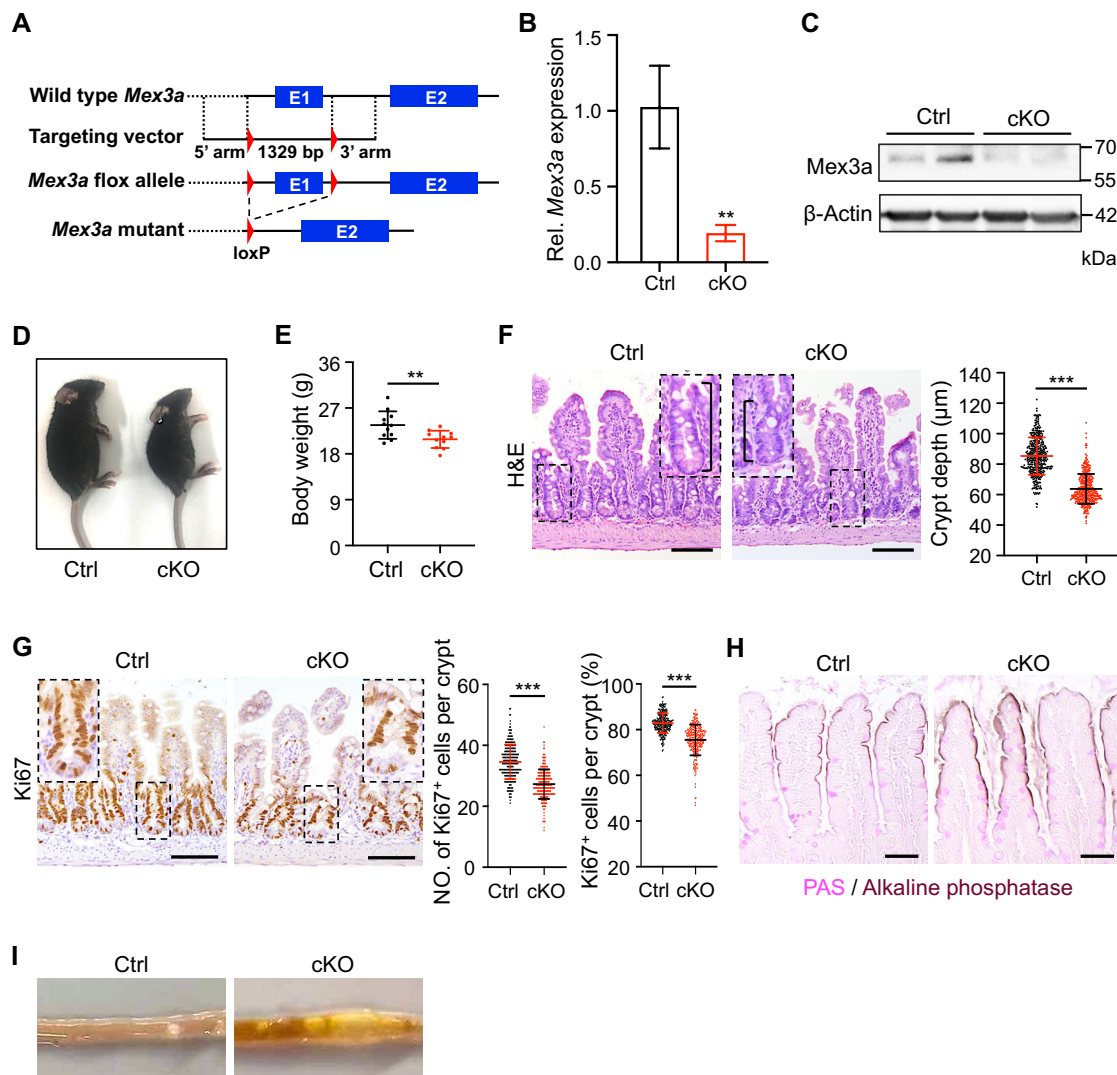

**Figure S3. Deletion of *Mex3a* within intestinal epithelium phenocopies those of *Mex3a* constitutive KO mice.** **A**, Schematic for generating *Mex3a* floxed alleles. **B**, qRT-PCR for *Mex3a* in intestinal tissues from *Villin-Cre;Mex3a<sup>fl/fl</sup>* (cKO) and littermate control (Ctrl) mice. **C**, Western blotting for *Mex3a* in intestinal tissues from Ctrl and cKO mice.  $\beta$ -Actin was used as a loading control. **D**, Gross images of Ctrl and cKO mice at age of 8 weeks. **E**, Body weights of Ctrl and cKO mice at age of 8 weeks. **F**, Histological images and quantification of crypt depth in intestinal tissues from Ctrl and cKO mice. Ctrl,  $n = 404$  crypts, 5 mice; cKO,  $n = 369$  crypts, 5 mice. Scale bar: 100  $\mu$ m. **G**, Immunohistochemistry for Ki67 in ileum tissues from Ctrl and cKO mice. The quantities and proportions of Ki67<sup>+</sup> cells per crypt were determined. Ctrl,  $n = 277$  crypts, 3 mice; cKO,  $n = 281$  crypts, 3 mice. Scale bar: 50  $\mu$ m. **H**, Representative PAS-alkaline phosphatase staining in Ctrl and cKO mouse ileum tissues. **I**, Representative macroscopic images of intestines from Ctrl and cKO mice. Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

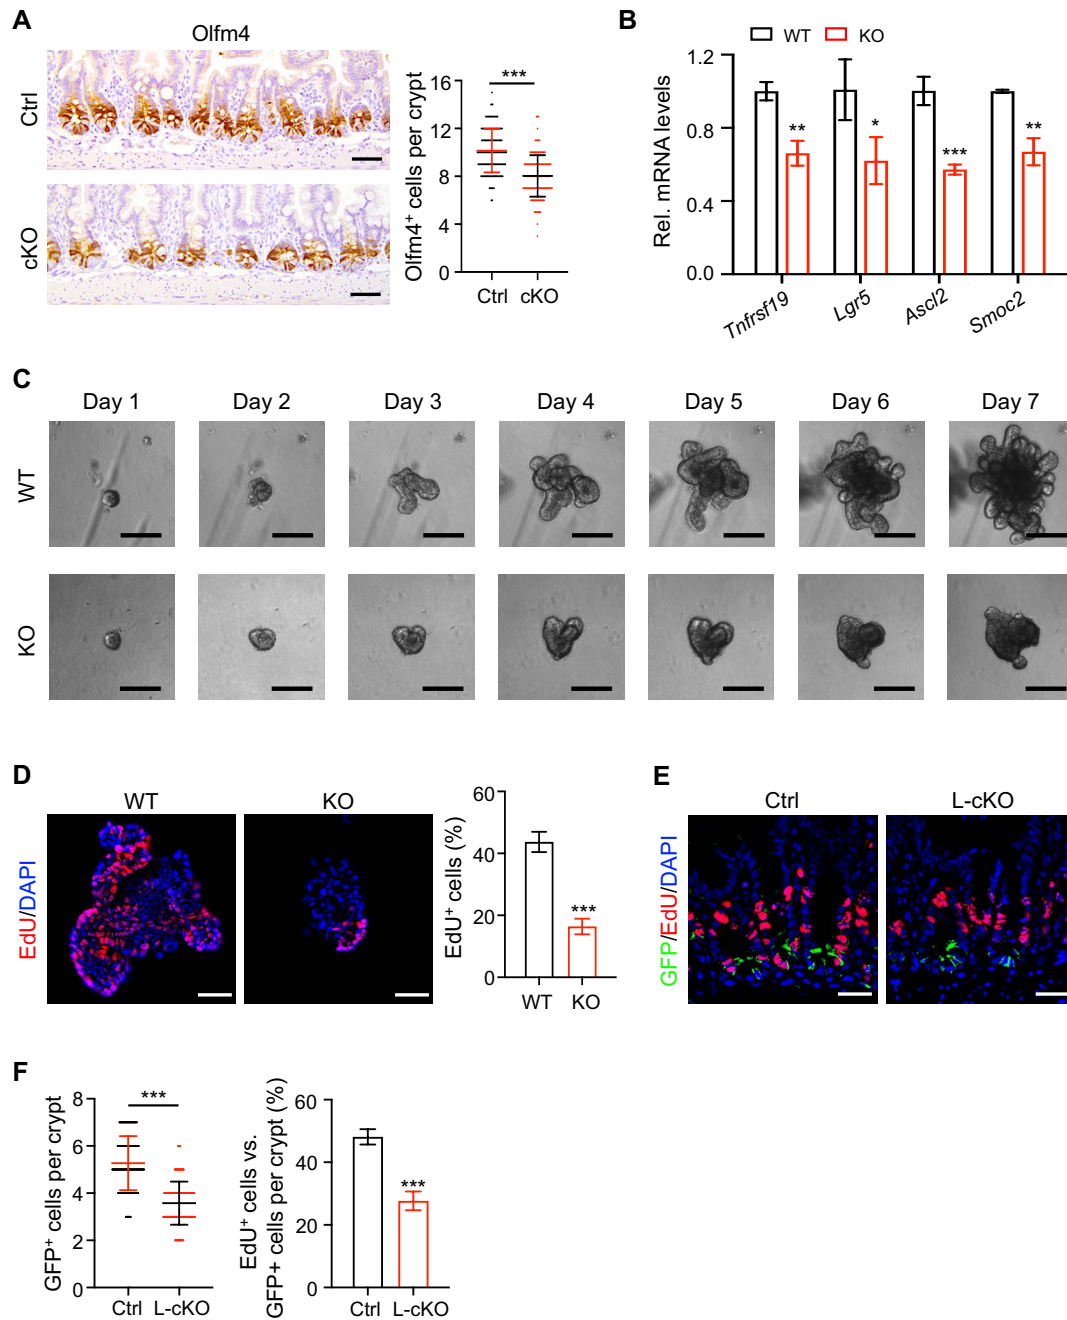

**Figure S4. Deletion of *Mex3a* leads to a reduction in the number of ISCs.** **A**, Immunohistochemistry for Olfm4 in intestinal crypts from control (Ctrl) and cKO mice. Number of Olfm4<sup>+</sup> cells per crypt was quantified. Ctrl, n = 162 crypts, 3 mice; cKO, n = 157 crypts, 3 mice. Scale bar: 50  $\mu$ m. **B**, qRT-PCR for crypt base columnar cell (CBC) marker genes *Tnfrsf19*, *Lgr5*, *Ascl2* and *Smoc2* in intestinal crypts from wild-type (WT) and KO mice. n = 3. **C**, The successive images of crypts purified from WT and KO mouse organoid cultures at indicated timepoints. Scale bar: 200  $\mu$ m. **D**, Immunofluorescence for EdU in intestinal organoids cultured 3 days after seeding. Percentage of EdU<sup>+</sup> cells was quantified. n = 3. Scale bar: 50  $\mu$ m. **E**, Double immunofluorescence for GFP and EdU in ileum from *Lgr5*<sup>EGFP-CreERT2</sup>;*Mex3a*<sup>fl/fl</sup> (L-cKO) and littermate control (Ctrl) mice. Scale

303 bar: 25  $\mu\text{m}$ . **F**, Number of GFP<sup>+</sup> cells per crypt and percentage of EdU<sup>+</sup>GFP<sup>+</sup> cells versus GFP<sup>+</sup>  
304 cells per crypt in panel E were quantified. Control, n = 408 crypts, 3 mice; L-cKO, n = 328 crypts,  
305 3 mice. Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

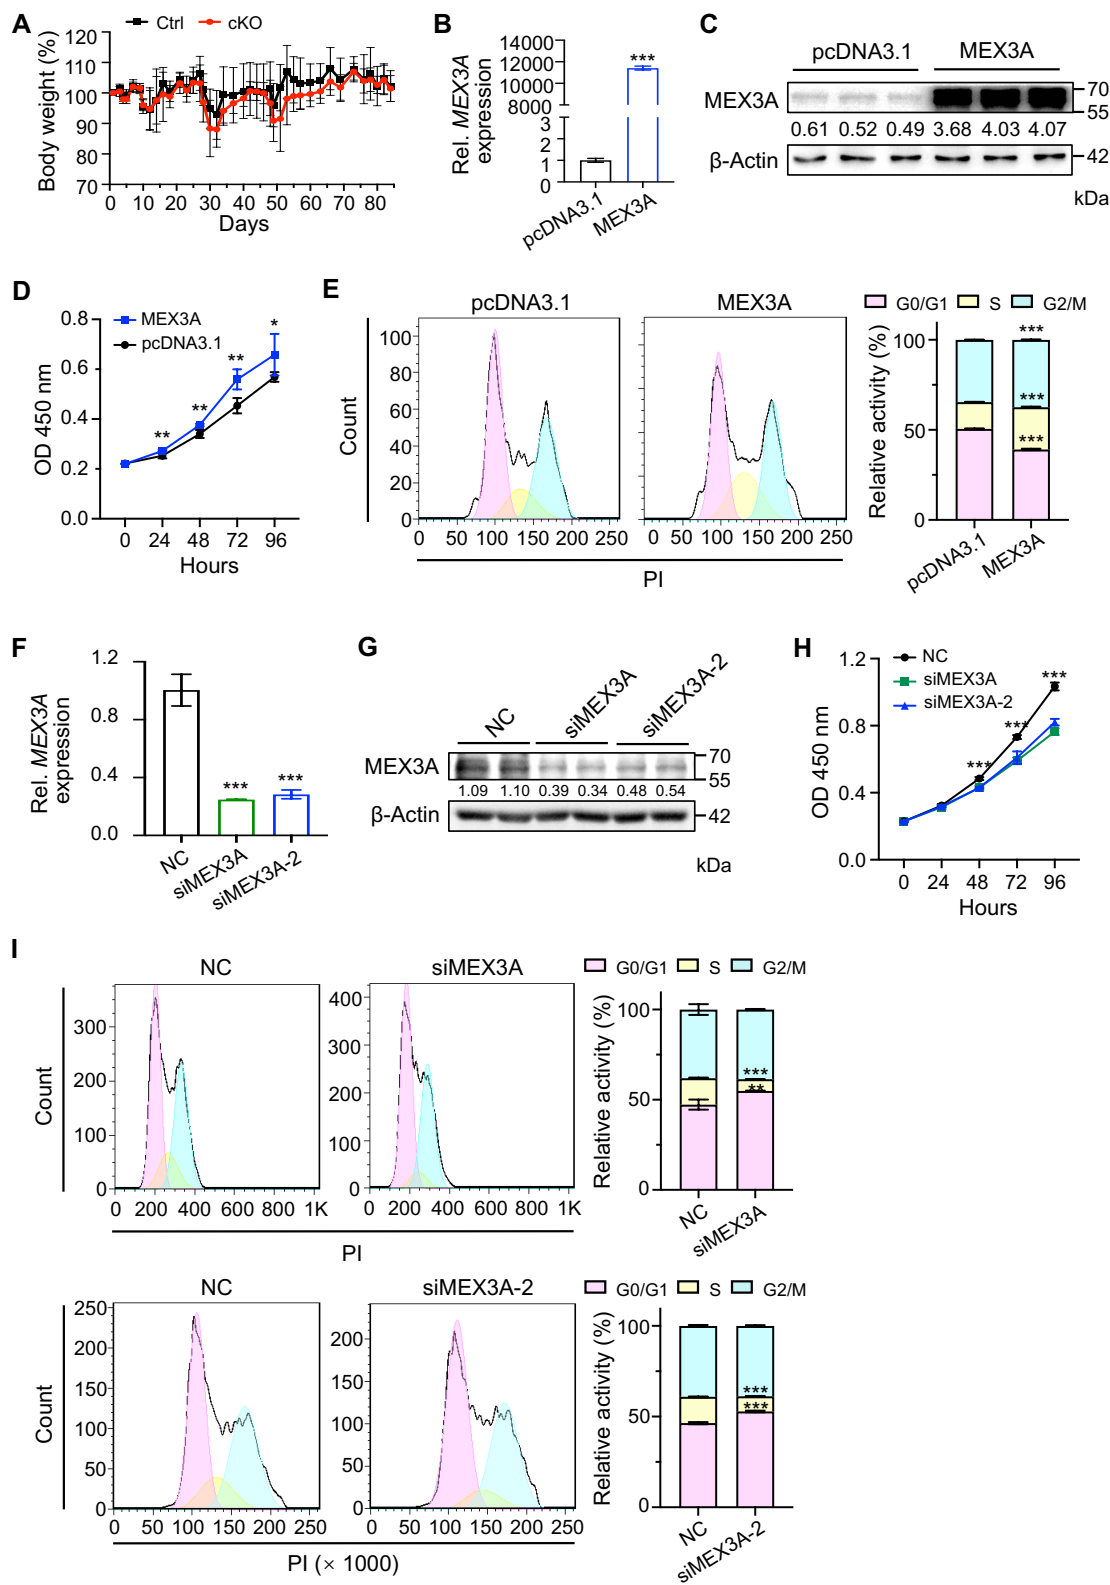

**Figure S5. MEX3A promotes the growth of colon cancer cells *in vitro*.** **A**, Body weight changes of control (Ctrl) and cKO mice during AOM-DSS-induced tumor development. **B-C**, qRT-PCR

309 analysis (**B**) and Western blotting (**C**) of MEX3A in HCT116 cells transfected with pcDNA3.1-  
310 MEX3A plasmids. n = 3.  $\beta$ -Actin was used as a loading control. **D**, Growth curve of HCT116 cells  
311 transfected with pcDNA3.1-MEX3A plasmids over time. n = 5. **E**, Cell cycle analysis with flow  
312 cytometry for HCT116 cells 24 hours after transfection with pcDNA3.1-MEX3A plasmids. n = 3.  
313 **F-G**, qRT-PCR analysis (**F**) and Western blotting (**G**) of MEX3A in HCT116 cells 24 hours after  
314 *MEX3A* siRNAs treatment. The sequences of *MEX3A* siRNAs are shown in Supplementary Table  
315 S4.  $\beta$ -Actin was used as a loading control. **H**, Growth curve of HCT116 cells over time after  
316 *MEX3A* siRNAs transfection. n = 5. **I**, Flow cytometry assay for the cell cycle pattern of HCT116  
317 cells treated with *MEX3A* siRNAs. n = 3. Data are presented as the mean  $\pm$  SD. \* $P$  < 0.05; \*\* $P$  <  
318 0.01; \*\*\* $P$  < 0.001.

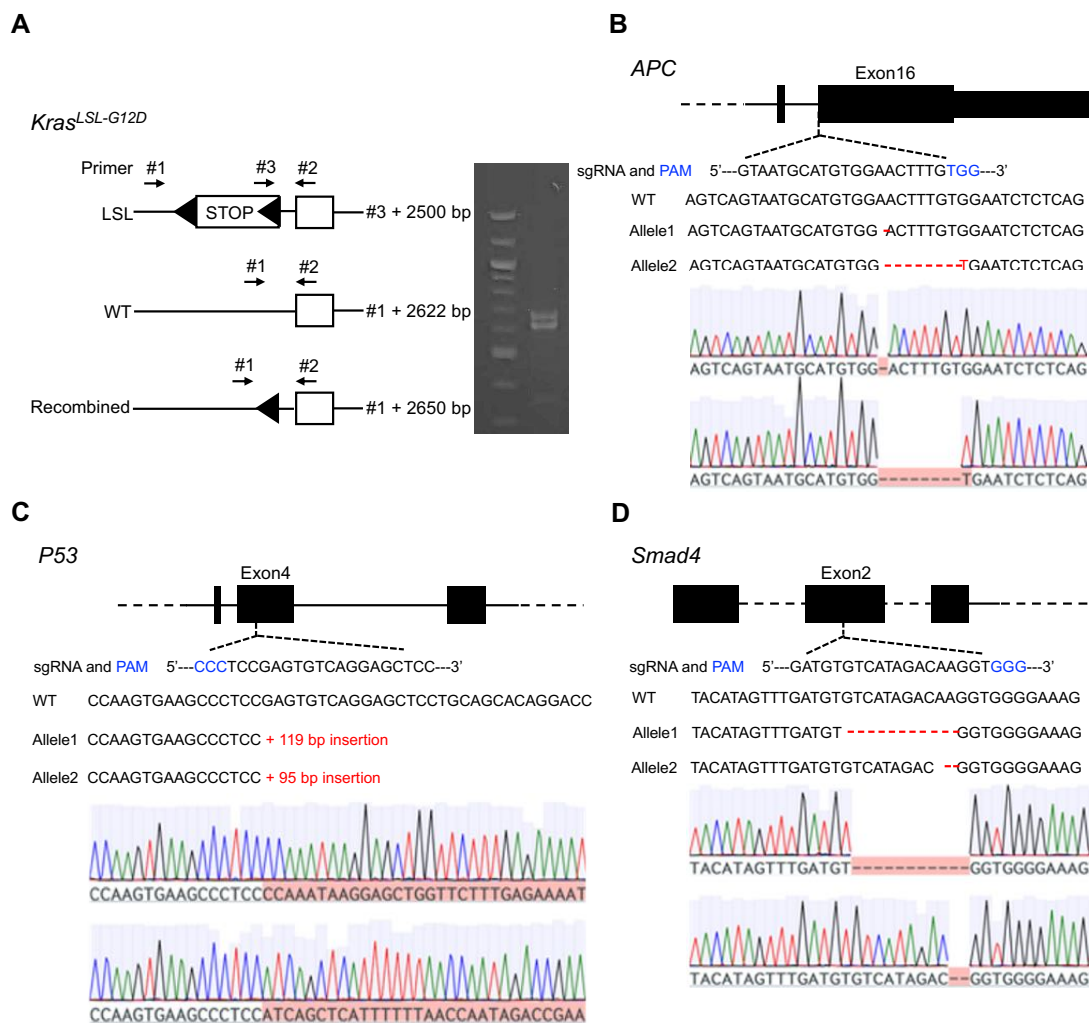

**Figure S6. Generation of APKS mouse tumor organoids. A,** Strategy for *Kras<sup>G12D</sup>* mutation and genotyping of *Kras<sup>LSL-G12D</sup>* by PCR. **B-D,** *APC* mutations (**B**), *P53* mutations (**C**) and *Smad4* mutations (**D**) generated by CRISP/Cas9 system.

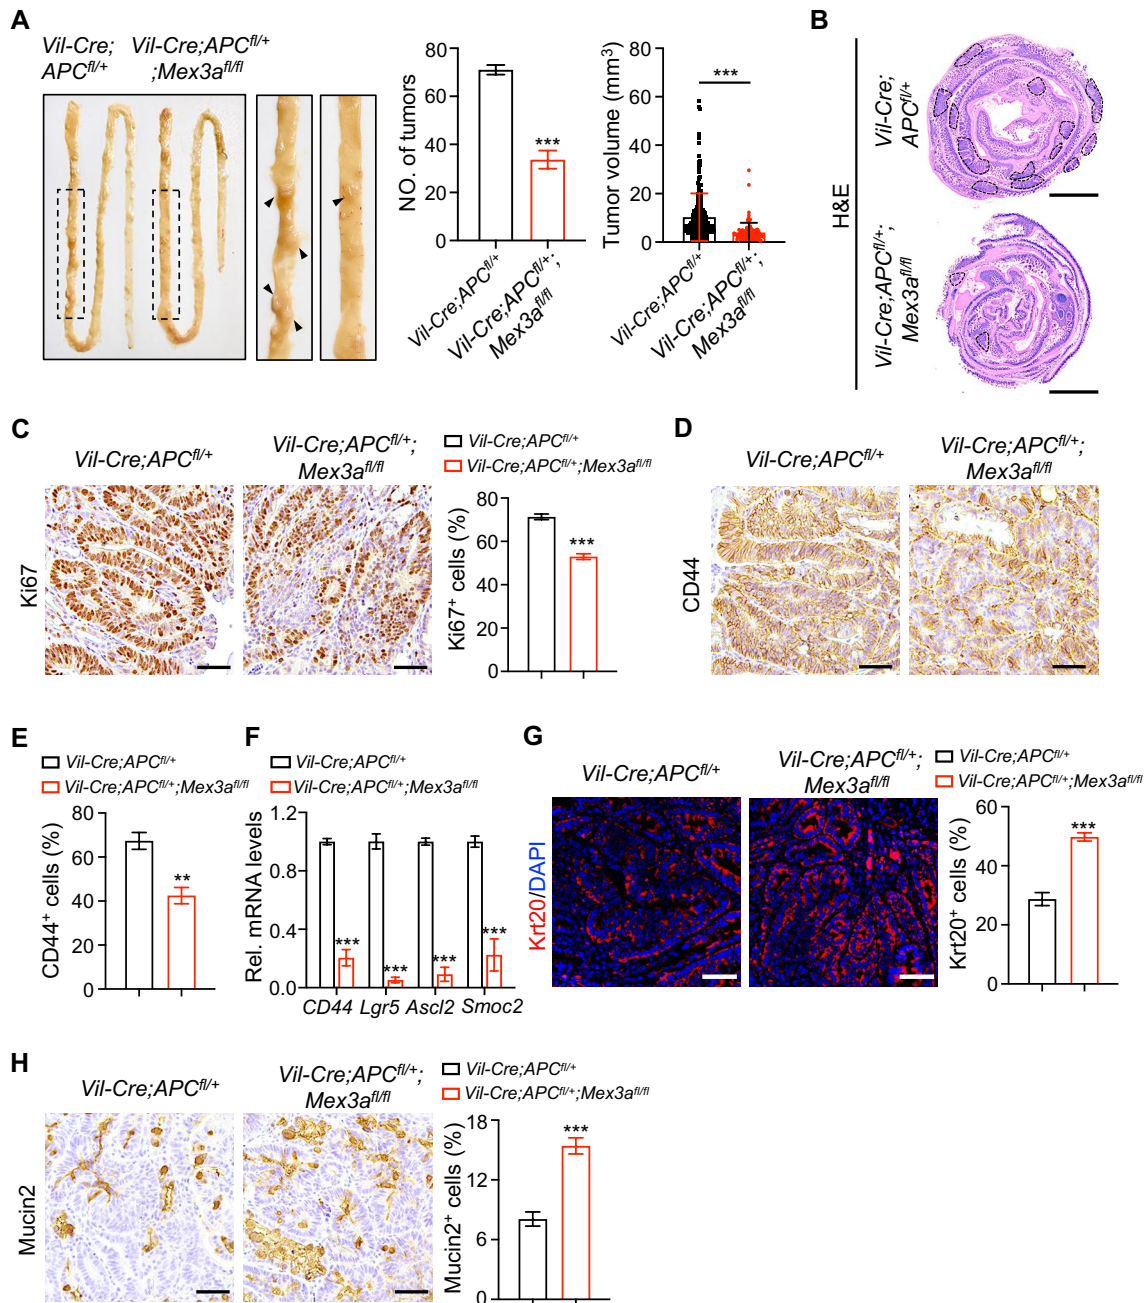

**Figure S7. Deletion of *Mex3a* reduces tumor growth in *Vil-Cre;APC<sup>fl/+</sup>* mice.** **A**, Gross images of intestine resected from *Vil-Cre;APC<sup>fl/+</sup>* and *Vil-Cre;APC<sup>fl/+</sup>;Mex3a<sup>fl/fl</sup>* mice at 4 months of age. Arrowheads point to tumors. Number of tumors per mouse and tumor volume were quantified. *Vil-Cre;APC<sup>fl/+</sup>*: n = 213 tumors from 3 mice. *Vil-Cre;APC<sup>fl/+</sup>;Mex3a<sup>fl/fl</sup>*: n = 101 tumors from 3 mice. **B**, Representative histological images of small intestine from 4-month-old *Vil-Cre;APC<sup>fl/+</sup>* and *Vil-Cre;APC<sup>fl/+</sup>;Mex3a<sup>fl/fl</sup>* mice. n = 3. Scale bar: 2 mm. **C**, Immunohistochemistry for Ki67 in intestinal tumors from *Vil-Cre;APC<sup>fl/+</sup>* and *Vil-Cre;APC<sup>fl/+</sup>;Mex3a<sup>fl/fl</sup>* mice. Percentage of Ki67<sup>+</sup> cells was quantified. n = 3. Scale bar: 50  $\mu$ m. **D-E**, Representative immunohistochemical images for CD44 in intestinal tumors from *Vil-Cre;APC<sup>fl/+</sup>* and *Vil-Cre;APC<sup>fl/+</sup>;Mex3a<sup>fl/fl</sup>* mice (**D**).

333 Percentage of CD44<sup>+</sup> cells was quantified (**E**). n = 3. Scale bar: 50  $\mu$ m. **F**, qRT-PCR for cancer  
334 stem cell marker genes *CD44*, *Lgr5*, *Ascl2* and *Smoc2* in intestinal tumors from *Vil-Cre;APC<sup>fl/+</sup>*  
335 and *Vil-Cre;APC<sup>fl/+</sup>;Mex3a<sup>fl/fl</sup>* mice. n = 3. **G-H**, Immunofluorescence for Krt20 (**G**) and  
336 immunohistochemistry for Mucin2 (**H**) in intestinal tumors from *Vil-Cre;APC<sup>fl/+</sup>* and *Vil-*  
337 *Cre;APC<sup>fl/+</sup>;Mex3a<sup>fl/fl</sup>* mice. Percentage of Krt20<sup>+</sup> cells and Mucin2<sup>+</sup> cells were quantified. n = 3.  
338 Scale bar: 50  $\mu$ m. Data are presented as the mean  $\pm$  SD. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001.

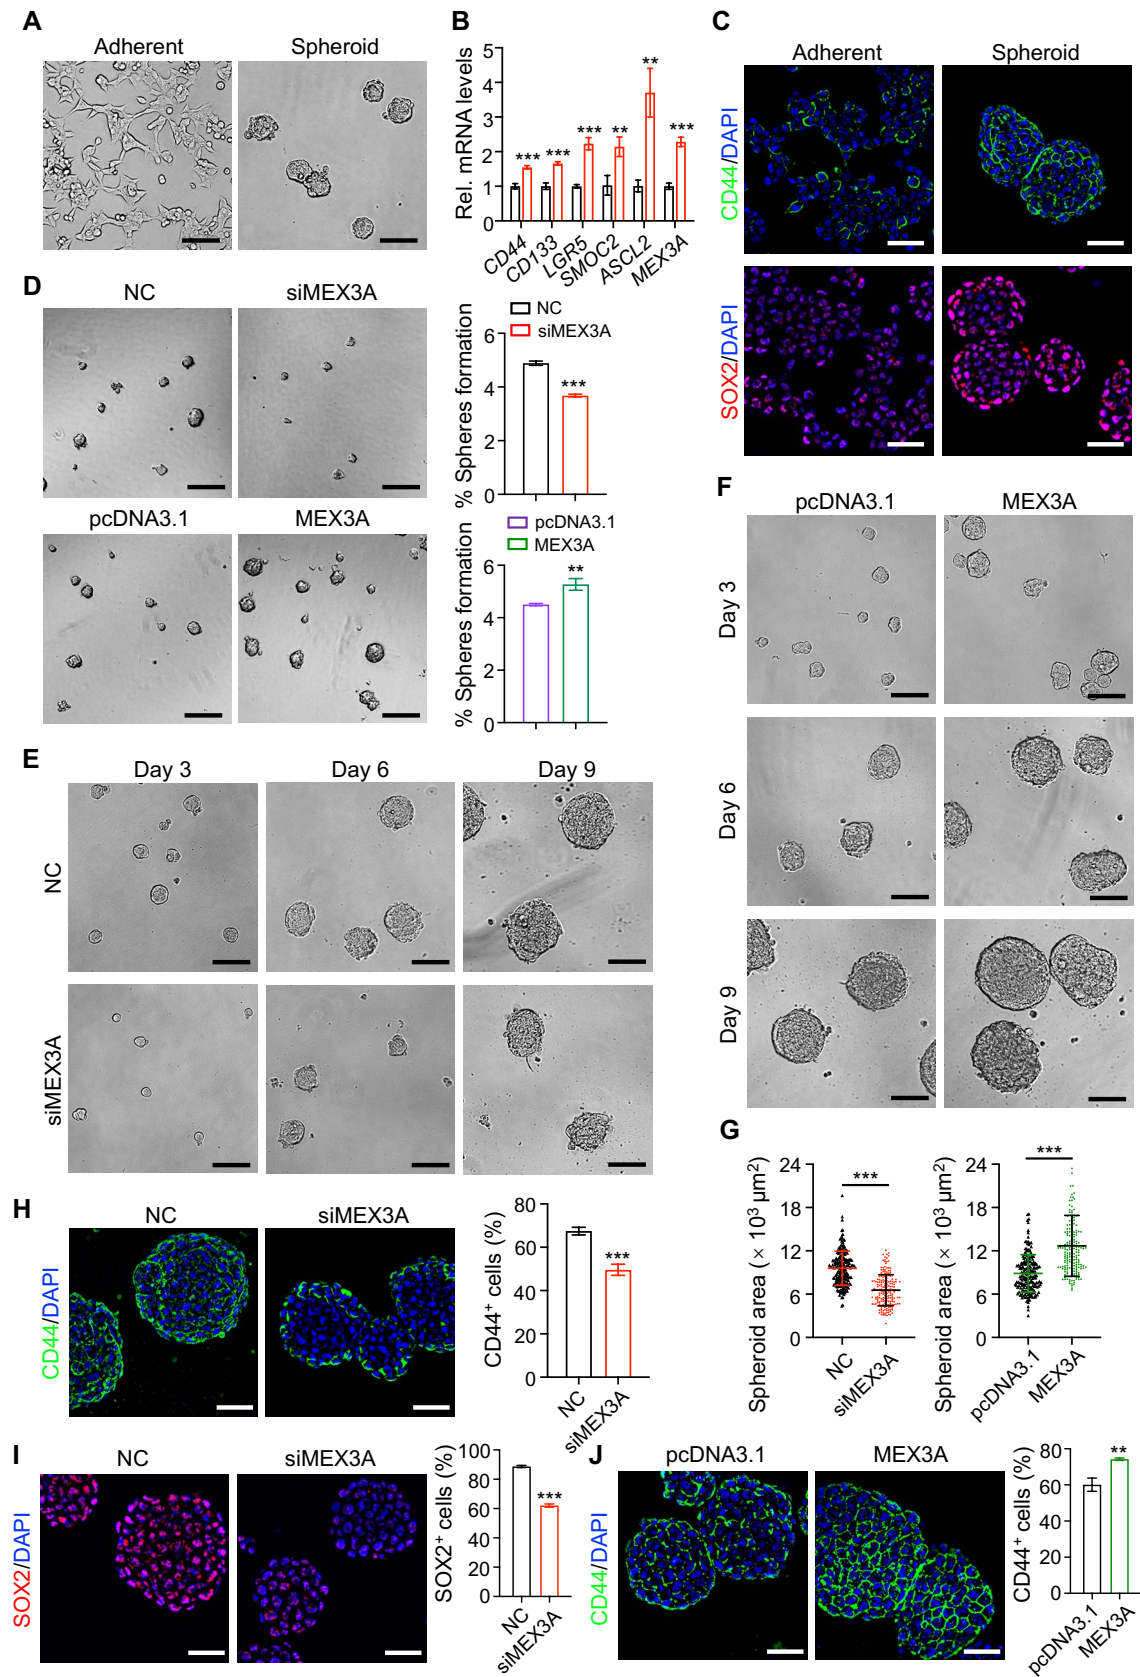

**Figure S8. MEX3A is critical for colony formation and growth of CSCs.** **A**, Representative gross images of HCT116 cells cultured in adherent (Left) and serum-free environment (Right). Scale bar: 100  $\mu$ m. **B**, qRT-PCR for CSC marker genes in adherent cells and colorectal cancer stem-like cells.  $n = 3$ . **C**, Immunofluorescence for CSC marker genes CD44 and SOX2 in adherent cells and colorectal cancer stem-like cells. Scale bar: 25  $\mu$ m. **D**, Representative gross images of tumor spheroids formed by HCT116 cells upon *MEX3A* knockdown or overexpression. The HCT116 cells were transfected with *MEX3A* siRNA or pcDNA3.1-MEX3A plasmids. 24 hours after transfection, the cells were seeded into ultra-low attachment culture plates with serum-free medium for 4 days. The percentage of growing tumor spheroids were quantified.  $n = 3$ . Scale bar: 200  $\mu$ m. **E-F**, Growth of tumor spheroids over time formed by HCT116 cells after transfection with *MEX3A* siRNA (**E**) or pcDNA3.1-MEX3A plasmids (**F**).  $n = 3$ . Scale bar: 200  $\mu$ m. **G**, Quantification of the spheroid area in panel E and F. **H-I**, Immunofluorescence for CSC markers CD44 (**H**) and SOX2 (**I**) in tumor spheroids formed by HCT116 cells after transfection with *MEX3A* siRNA. Percentage of CD44<sup>+</sup> cells and SOX2<sup>+</sup> cells were quantified.  $n = 3$ . Scale bar: 25  $\mu$ m. **J**, Immunofluorescence for CD44 in tumor spheroids formed by HCT116 cells after transfection with pcDNA3.1-MEX3A plasmids. Percentage of CD44<sup>+</sup> cells was quantified.  $n = 3$ . Scale bar: 25  $\mu$ m. Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

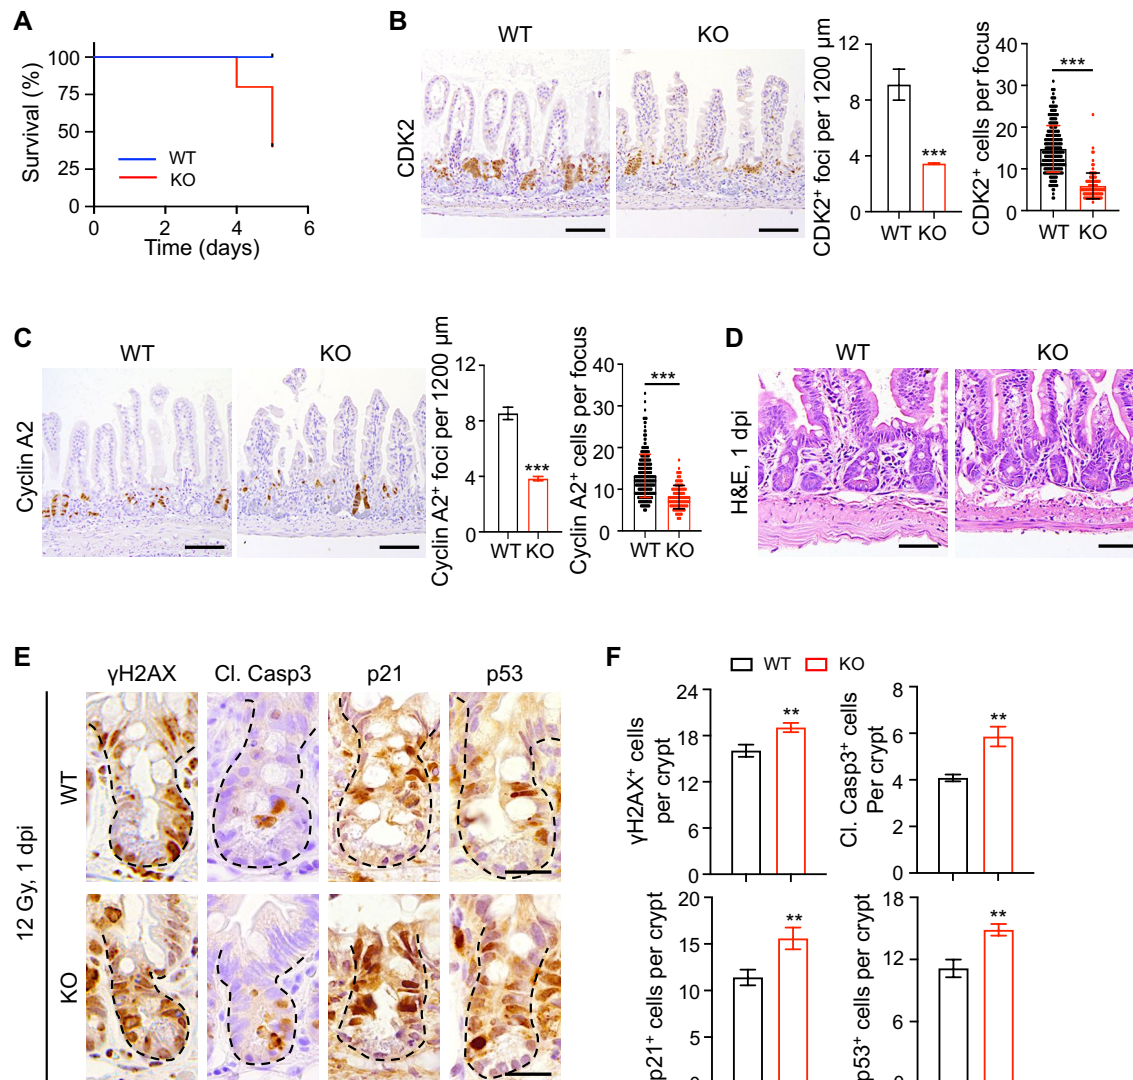

**Figure S9. Deletion of Mex3a sensitizes ISCs to irradiation.** **A**, Kaplan-Meier curve of 12 Gy-irradiated wild-type (WT) and KO mice.  $n = 5$ . **B**, Immunohistochemistry for CDK2 in ileum from wild-type (WT) and KO mice 3 days postirradiation. CDK2<sup>+</sup> regenerative foci per 1200  $\mu\text{m}$  and number of CDK2<sup>+</sup> cells per regenerative focus were quantified.  $n = 3$ . Scale bar: 100  $\mu\text{m}$ . **C**, Representative immunohistochemical images of Cyclin A2 in ileum from WT and KO mice 3 days postirradiation. Cyclin A2<sup>+</sup> regenerative foci per 1200  $\mu\text{m}$  and number of Cyclin A2<sup>+</sup> cells per regenerative focus were quantified.  $n = 3$ . Scale bar: 100  $\mu\text{m}$ . **D**, Histological images of ileum tissues from WT and KO mice 24 hours after 12 Gy  $\gamma$ -radiation.  $n = 3$ . Scale bar: 50  $\mu\text{m}$ . **E**, Representative immunohistochemical images of  $\gamma\text{H2AX}$ , cleaved Caspase3, p21 and p53 in ileum tissues from WT and KO mice 24 hours after 12 Gy  $\gamma$ -radiation. Scale bar: 25  $\mu\text{m}$ . **F**, Quantification of  $\gamma\text{H2AX}^+$  cells, cleaved Casp3<sup>+</sup> cells, p21<sup>+</sup> cells and p53<sup>+</sup> cells per crypt in panel E.  $n = 3$ . Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$  (Student's t-test).

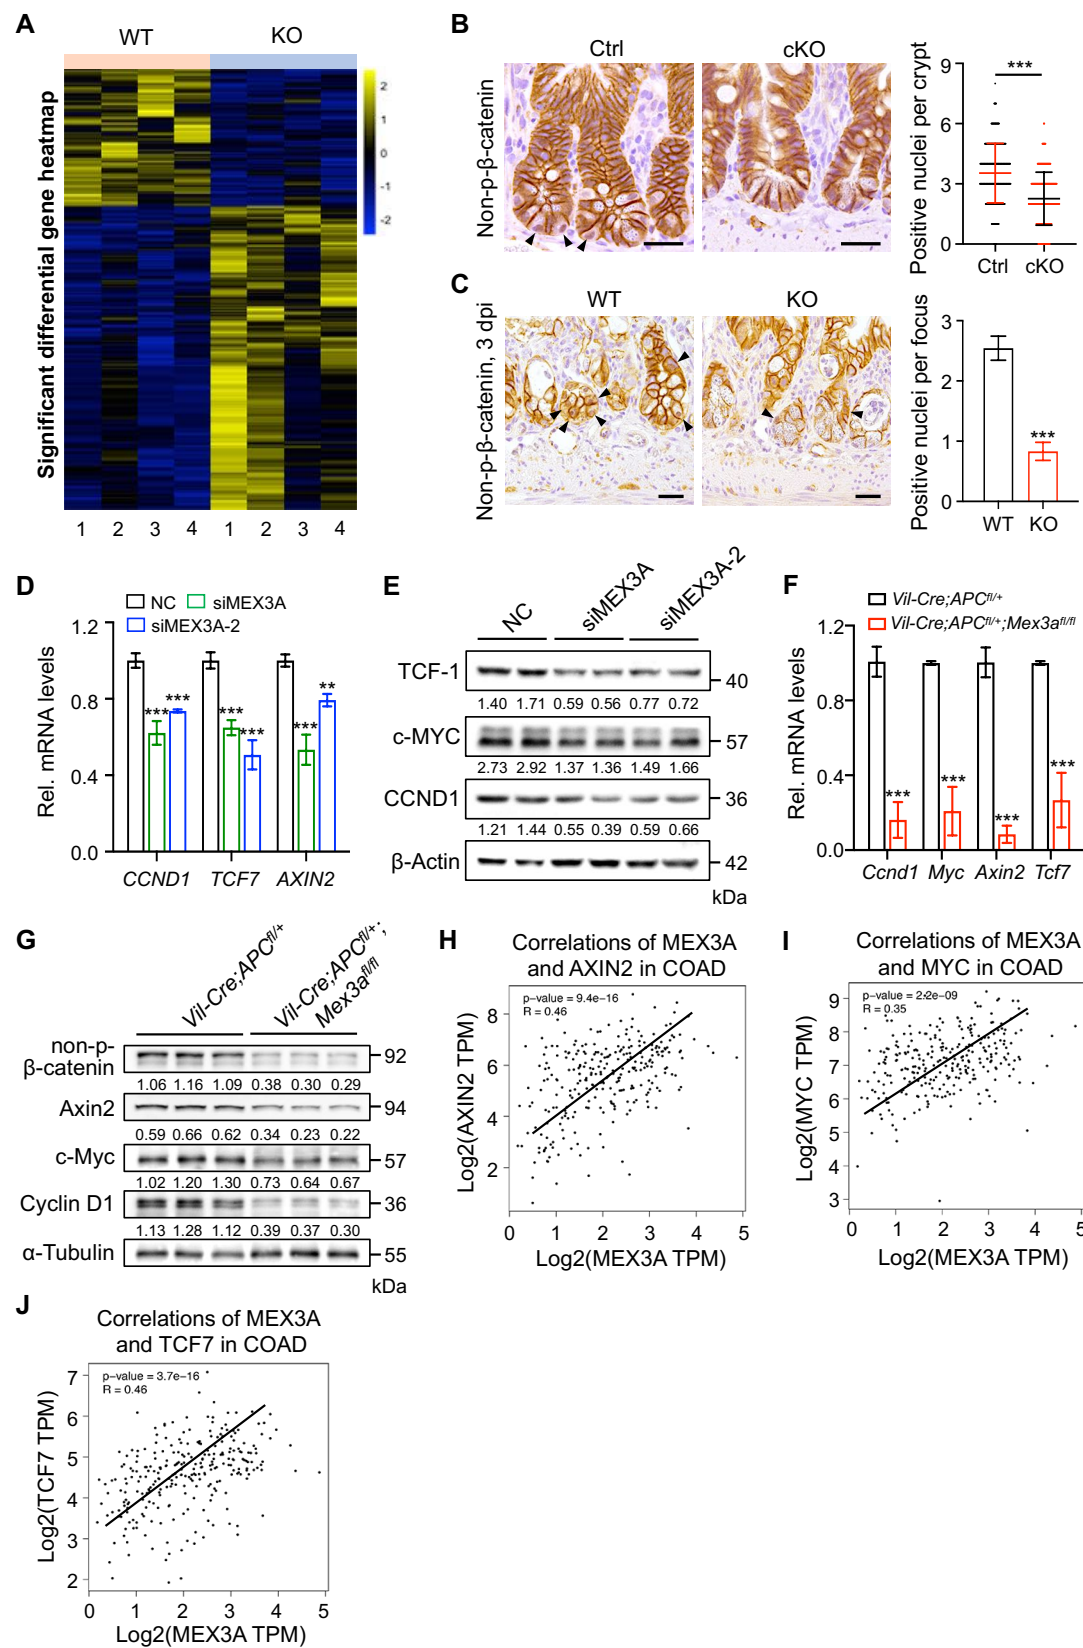

**Figure S10. Deletion of *Mex3a* suppresses WNT signaling activity.** **A**, Heatmap of differentially expressed genes in transcriptome profiles of intestinal crypts from wild-type (WT) and KO mice. **B**, Immunohistochemistry for non-p- $\beta$ -catenin in ileum tissues from control (Ctrl) and cKO mice. Black arrowheads point to non-p- $\beta$ -catenin<sup>+</sup> nuclei. Scale bar: 25  $\mu$ m. Number of nuclear non-p- $\beta$ -catenin<sup>+</sup> cells per crypt was quantified. Ctrl, n = 383 crypts, 3 mice; cKO, n = 398 crypts, 3 mice. **C**, Immunohistochemistry for non-p- $\beta$ -catenin from WT and KO mice 3 days after 12 Gy  $\gamma$ -radiation. Black arrowheads point to non-p- $\beta$ -catenin<sup>+</sup> nuclei. Number of nuclear non-p- $\beta$ -catenin<sup>+</sup> cells per regenerative focus was quantified. n = 3. Scale bar: 25  $\mu$ m. **D**, qRT-PCR analysis of WNT target genes *CCND1*, *TCF7* and *AXIN2* in HCT116 cells transfected with *MEX3A* siRNAs (siMEX3As). n = 3. **E**, Western blotting for CCND1, c-MYC and TCF-1 in HCT116 cells transfected with siMEX3As and negative control.  $\beta$ -Actin was used as a loading control. **F**, qRT-PCR analysis of WNT target genes in intestinal tumors from *Vil-Cre;APC<sup>f/+</sup>* and *Vil-Cre;APC<sup>f/+</sup>;Mex3a<sup>f/f</sup>* mice at 4 months of age. n = 3. **G**, Western blotting for Cyclin D1, c-Myc, Axin2 and non-p- $\beta$ -catenin in intestinal tumors from *Vil-Cre;APC<sup>f/+</sup>* and *Vil-Cre;APC<sup>f/+</sup>;Mex3a<sup>f/f</sup>* mice at 4 months of age.  $\alpha$ -Tubulin was used as a loading control. **H-J**, Spearman correlation analysis of MEX3A and AXIN2 ( $P < 0.001$ ;  $R = 0.46$ ) in panel H, MEX3A and MYC ( $P < 0.001$ ;  $R = 0.35$ ) in panel I, MEX3A and TCF7 ( $P < 0.001$ ;  $R = 0.46$ ) in panel J, in human CRC based on TCGA database. Data are presented as the mean  $\pm$  SD. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

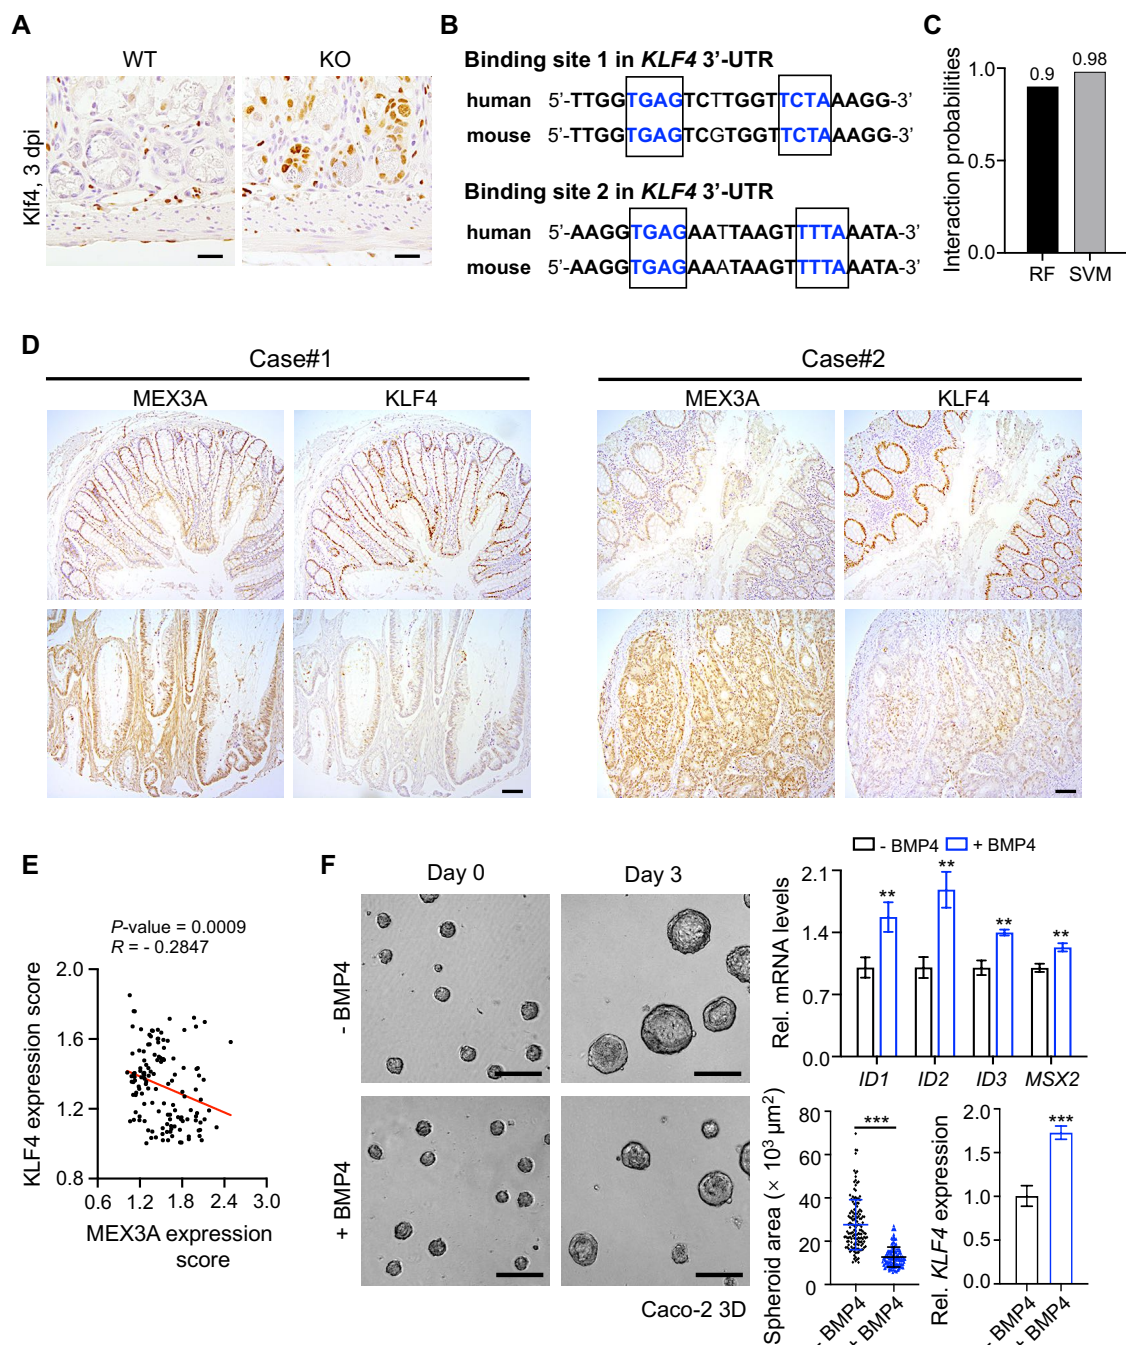

**Figure S11. *KLF4* acts as a direct target of MEX3A in the intestine.** **A**, Representative immunohistochemical images of Klf4 in intestinal regenerative foci from wild-type (WT) and KO mice 3 days postirradiation. Scale bar: 25  $\mu\text{m}$ . **B**, MEX3A binding sites are located in the *KLF4* 3'-UTR region that are conserved between human and mouse. **C**, Interaction probability between MEX3A and *KLF4* was predicted by RPISeq. RF = 0.9, SVM = 0.98. **D**, Immunohistochemical staining for MEX3A and KLF4 in a tissue array containing 66 paired CRC tumor and peri-tumor tissues. Scale bar: 100  $\mu\text{m}$ . **E**, Spearman correlation analysis of MEX3A and KLF4 expression scores ( $P = 0.0009$ ;  $R = -0.2847$ ) in CRC tissue array in panel D. **F**, Representative images of

399 spheroids for 3D cultured Caco-2 cells upon BMP4 treatment. Scale bar: 200  $\mu$ m. Spheroids were  
400 grown for 72 hours and then treated with 50 ng/mL BMP4 for 72 h. BMP target genes (*ID1*, *ID2*,  
401 *ID3* and *MSX2*) and *KLF4* expression in 3D cultured Caco-2 cells treated with BMP4 were  
402 measured by qRT-PCR. Spheroid area was quantified. n = 3 technical replicates. Data are  
403 presented as the mean  $\pm$  SD. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001.

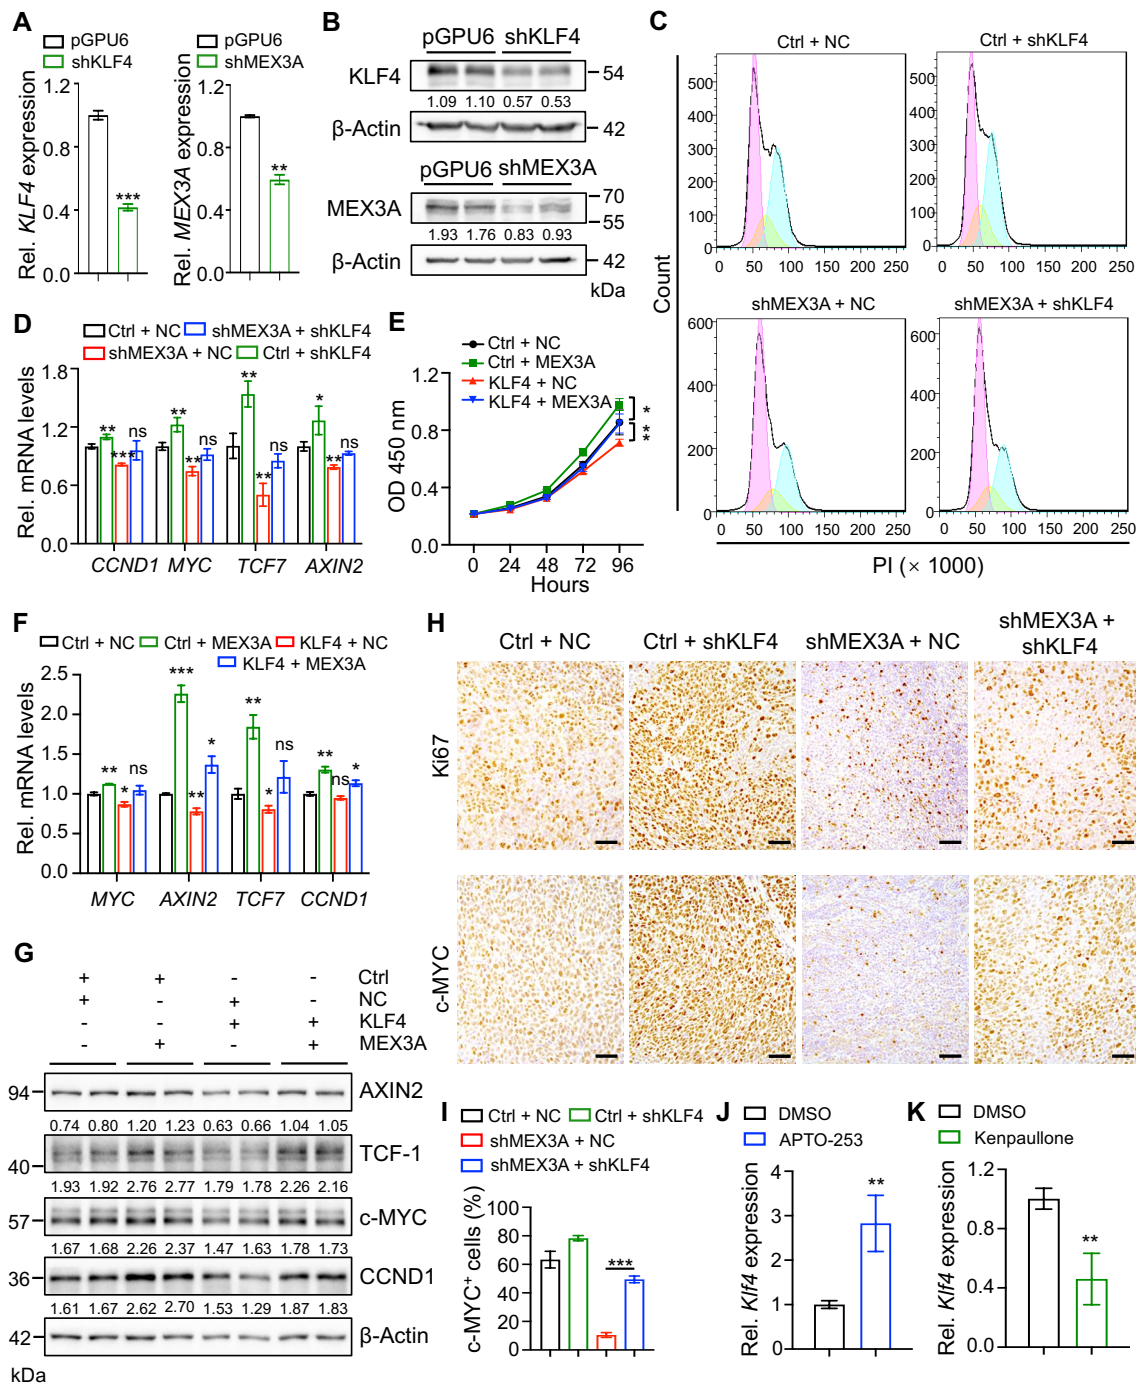

**Figure S12. MEX3A-mediated hyperproliferation phenotypes can be rescued by suppression of *KLF4*.** **A**, qRT-PCR analysis of *KLF4* and *MEX3A* in HCT116 cells transfected with shKLF4 or shMEX3A plasmids. *n* = 3. **B**, Western blotting of *KLF4* and *MEX3A* in HCT116 cells transfected with shKLF4 or shMEX3A plasmids.  $\beta$ -Actin was used as a loading control. **C**, Cell cycle distribution of HCT116 cells transfected with shMEX3A and/or shKLF4. *n* = 3. **D**, qRT-PCR analysis of WNT target genes *CCND1*, *MYC*, *TCF7* and *AXIN2* in HCT116 cells transfected with shMEX3A and/or shKLF4. *n* = 3. **E**, Growth curve of HCT116 cells transfected with MEX3A

412 and/or KLF4 plasmids over time. n = 4. **F-G**, qRT-PCR (**F**) and Western blotting (**G**) analysis of  
413 WNT target genes *CCND1/CCND1*, *MYC/c-MYC*, *TCF7/TCF-1* and *AXIN2/AXIN2*.  $\beta$ -Actin was  
414 used as loading control. **H**, Immunohistochemical staining for Ki67 and c-MYC in xenografted  
415 tumors from HCT116 cells transfected with shMEX3A and/or shKLF4. n = 6. Scale bar: 50  $\mu$ m.  
416 **I**, Quantification of c-MYC<sup>+</sup> cell percentages in panel H. **J-K**, qRT-PCR for *Klf4* in mouse tumor  
417 organoids treated with APTO-253 (**J**) or kenpaullone (**K**) for 72 hours following 48 hours of  
418 culture. n = 3. Data are presented as the mean  $\pm$  SD. \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001.

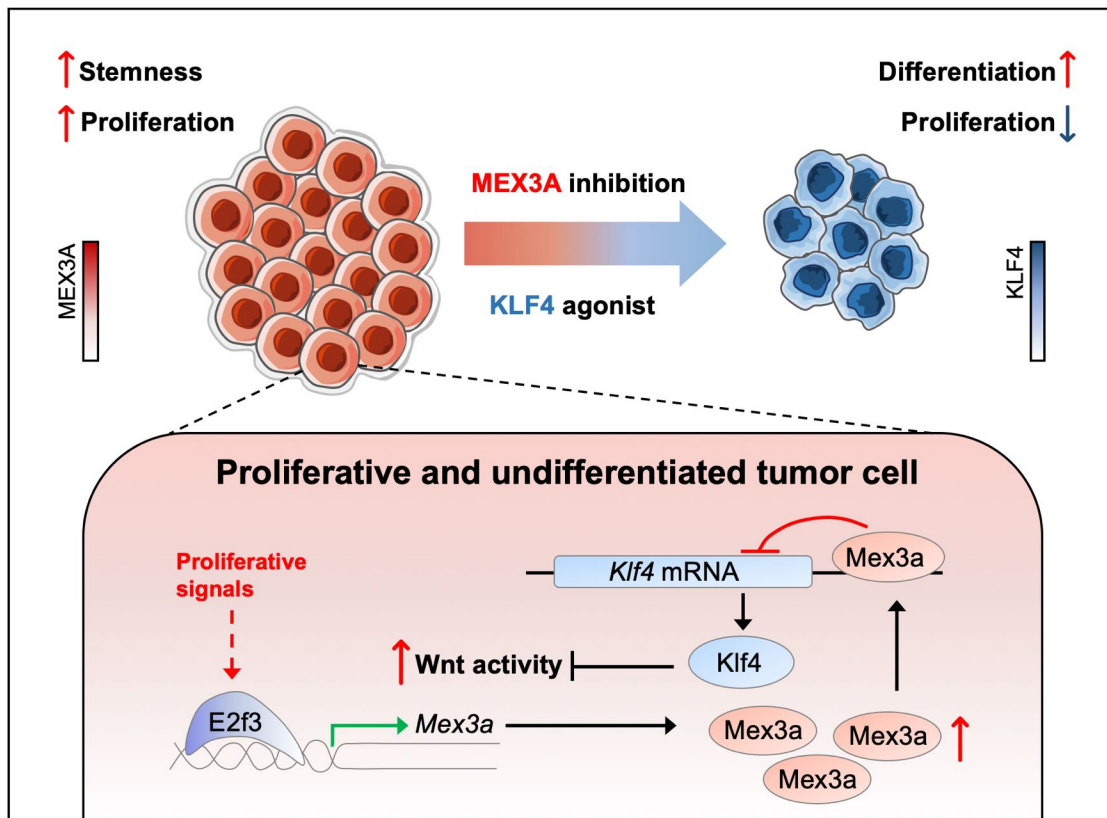

**Figure S13. The working model of E2F3-MEX3A-KLF4 axis in driving intestinal tumorigenicity.**

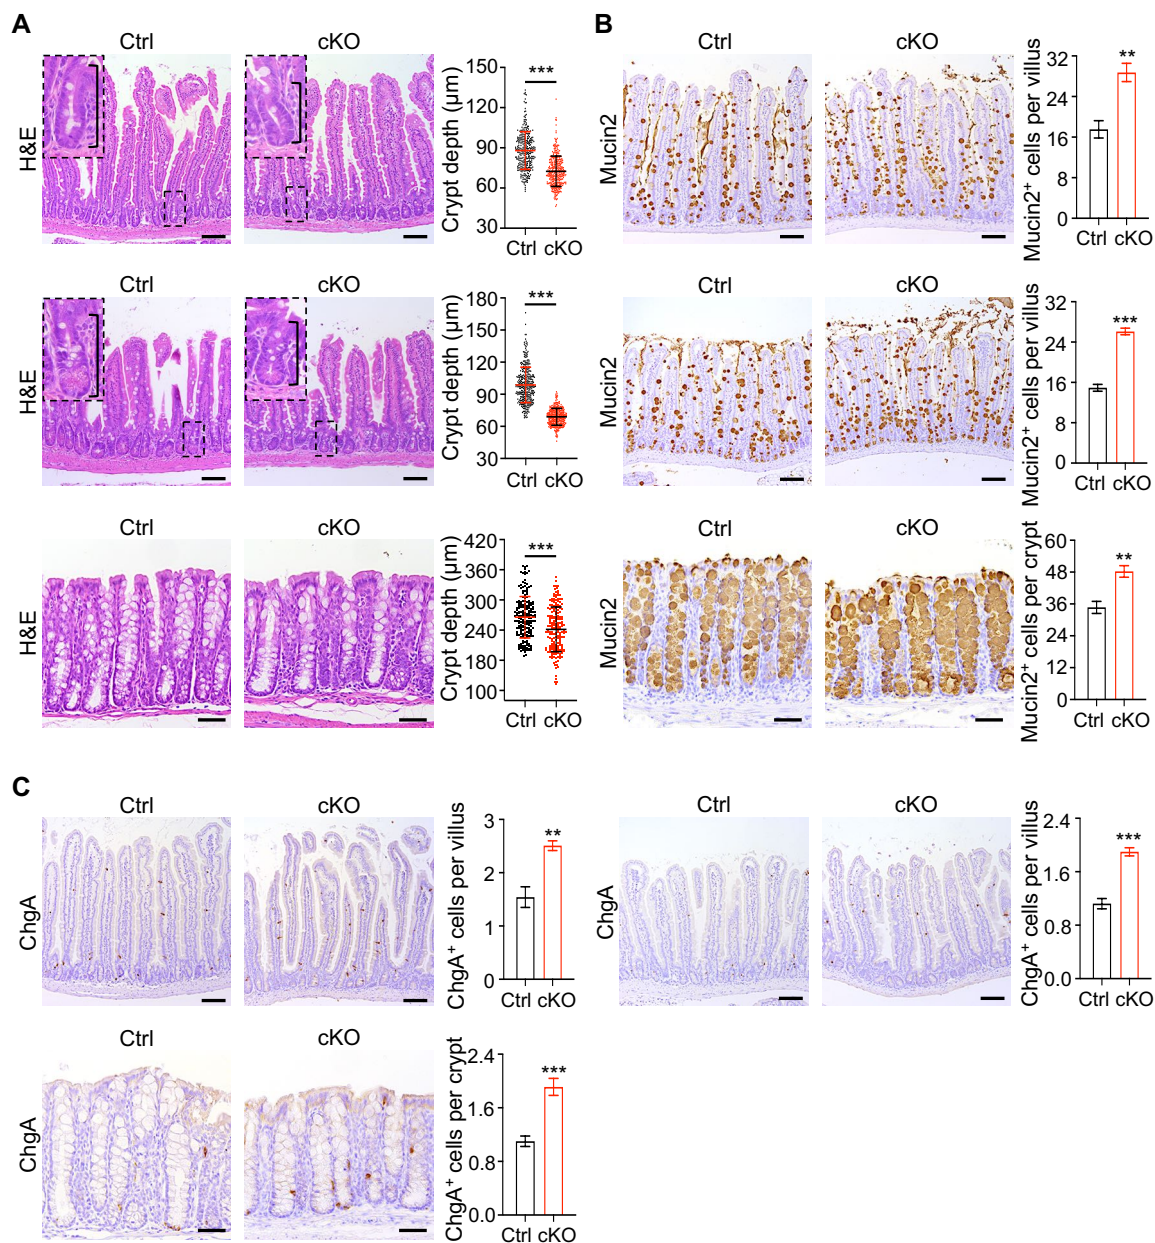

**Figure EV1. Deletion of *Mex3a* in different regions of intestine results in disrupted intestinal homeostasis.** **A**, Histology of duodenum, jejunum and colon from *Villin-Cre;Mex3a<sup>fl/fl</sup>* (cKO) and littermate control (Ctrl) mice. Crypt depth was quantified. Ctrl, n = 326 crypts in duodenum, n = 361 crypts in jejunum, n = 198 crypts in colon, n = 3 mice; cKO, n = 365 crypts in duodenum, n = 368 crypts in jejunum, n = 193 crypts in colon, n = 3 mice. Scale bar: 100  $\mu$ m for duodenum and jejunum, 50  $\mu$ m for colon. **B-C**, Immunohistochemistry for Mucin2 (**B**) and ChgA (**C**) in duodenum, jejunum and colon from Ctrl and cKO mice. Mucin2<sup>+</sup> cells and ChgA<sup>+</sup> cells per crypt-villus architecture were quantified. n = 3. Scale bar: 100  $\mu$ m for duodenum and jejunum, 50  $\mu$ m for colon.

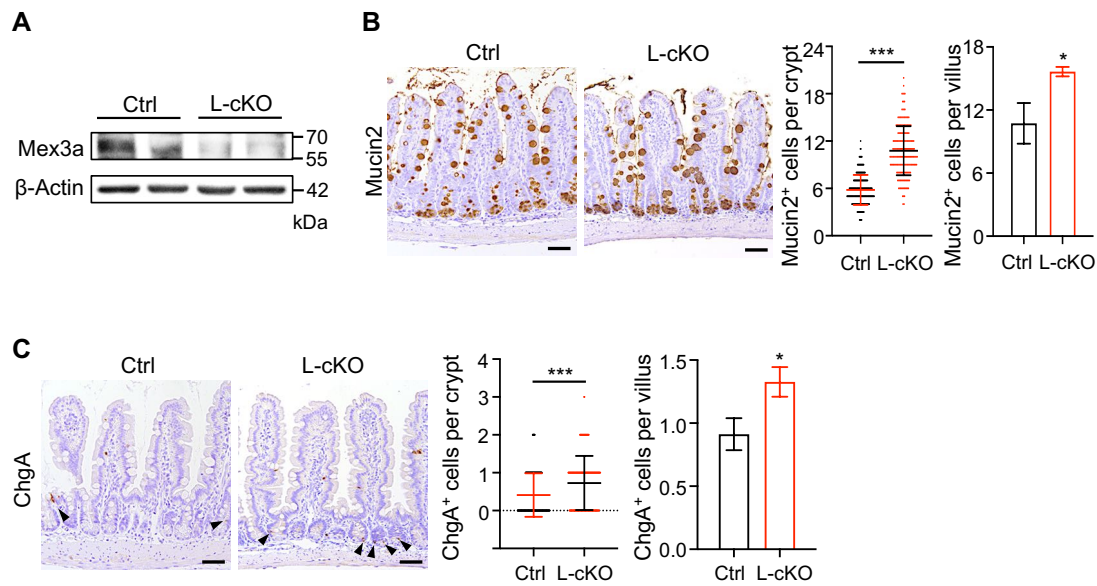

**Figure EV2. Deletion of *Mex3a* in *Lgr5*<sup>+</sup> ISCs exacerbates differentiation.** **A**, Western blotting for *Mex3a* in intestinal tissues from *Lgr5*<sup>EGFP-CreERT2</sup>;*Mex3a*<sup>fl/fl</sup> (L-cKO) and littermate control (Ctrl) mice.  $\beta$ -Actin was used as a loading control. **B**, Immunohistochemistry for Mucin2 in ileum tissues from Ctrl and L-cKO mice. Number of Mucin2<sup>+</sup> cells per crypt and per villus were quantified. Ctrl, n = 221 crypts, 3 mice; L-cKO, n = 199 crypts, 3 mice. Scale bar: 50  $\mu$ m. **C**, Immunohistochemistry for ChgA and quantification of ChgA<sup>+</sup> cells per crypt and per villus in ileum from Ctrl and L-cKO mice. Ctrl, n = 229 crypts, 3 mice; L-cKO, n = 214 crypts, 3 mice. Scale bar: 50  $\mu$ m.

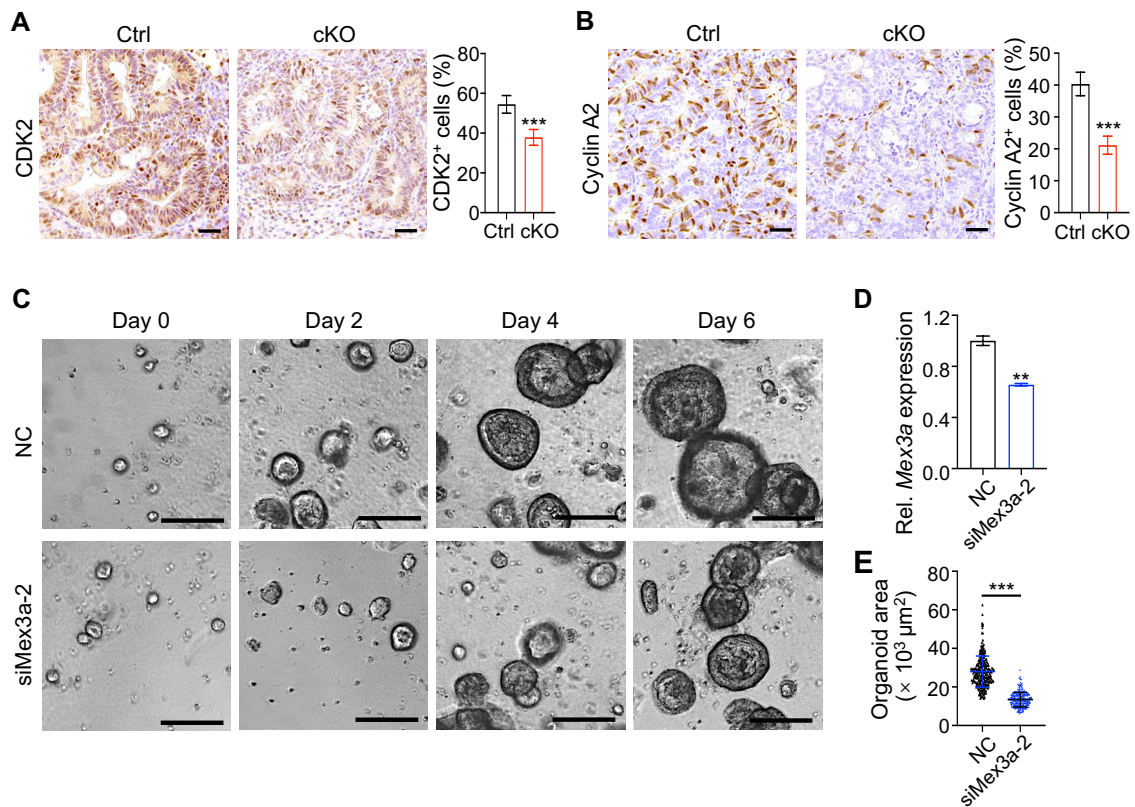

**Figure EV3. Depletion of *Mex3a* suppresses proliferation of tumor cells.** A-B, Immunohistochemistry for CDK2 (A) and Cyclin A2 (B) in AOM-DSS colon tumors from control (Ctrl) and *Mex3a* cKO mice. Percentage of CDK2<sup>+</sup> cells and Cyclin A2<sup>+</sup> cells were quantified. n = 7. Scale bar: 50  $\mu$ m. C, Growth of APKS mouse tumor organoids over time. The organoids were transfected with siMex3a-2. n = 3. Scale bar: 200  $\mu$ m. D, qRT-PCR analysis of *Mex3a* in mouse tumor organoids after transfection with siMex3a-2. n = 3. E, Quantification of the organoid area in panel C.

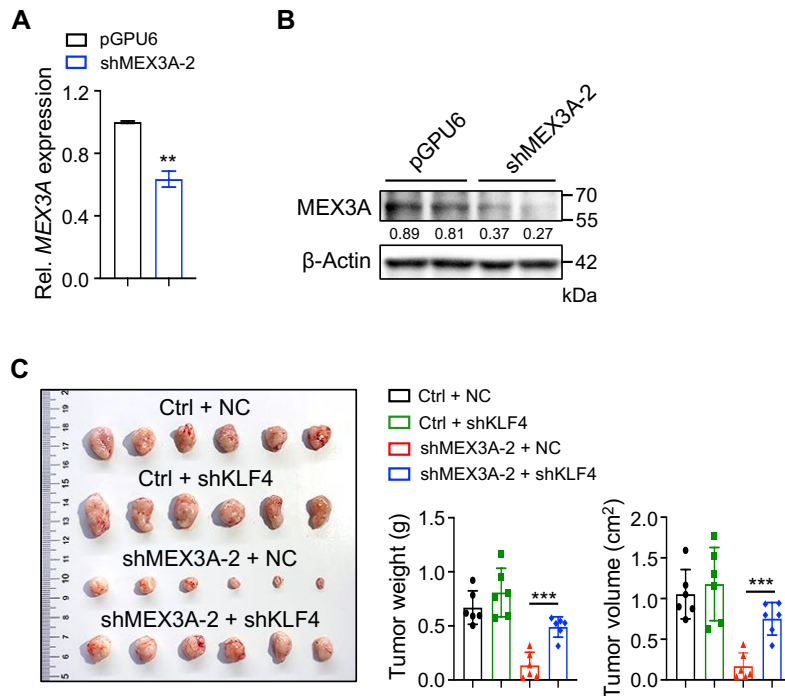

**Figure EV4. *KLF4* knockdown rescues *MEX3A* inhibition-induced suppression of tumor growth.** **A**, qRT-PCR analysis of *MEX3A* in HCT116 cells transfected with sh*MEX3A*-2 plasmid. n = 3. **B**, Western blotting of *MEX3A* in HCT116 cells transfected with sh*MEX3A*-2 plasmids. β-Actin was used as a loading control. **C**, Gross images of xenografted tumors 3 weeks after transplantation with sh*MEX3A*-2 and/or sh*KLF4*-transfected HCT116 cells. Tumor weight and volume were quantified. n = 6.

**Table S1. Colorectal cancer tissue microarray information (NO. T17-952 TMA4)**

---

**Table S2. qRT-PCR primers**

**Table S3. Primers used in subcloning of short-hairpin RNA into the pGPU6-GFP vector**

**Table S4. siRNA sequence of MEX3A**

How the deposited data were processed for this re-analysis (not part of the article)

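RNA of intestinal crypts from 4 Mex3a KO mice and 4 littermate WT mice, 8 weeks old, was analysed. The samples were assigned to genotype and replicate by their labels and the paper's description, and the counts of Mex3a were used only to check this assignment. The sex of the mice is not stated in the paper's text; Xist and the Y-chromosome genes divided each genotype into 2 mice with Xist and 2 with Y transcripts.

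The authors deposited raw read counts per gene for each mouse, with no normalization. The tools and versions used for alignment and counting are not named in the paper's text, which names the NovoMagic platform or R software for the analysis. The authors also deposited FPKM values for the same genes, which divide the counts by gene length and library size. The deposited group means and the values on the authors' list of differentially expressed genes are a signal made by dividing counts by 1 DESeq2 factor per sample, which was checked against the counts (largest relative departure 4.94e-10). The deposited log2 fold changes are those of the authors' DESeq2 fit of KO over WT. The p-value and adjusted p of that fit are deposited beside them, and the authors' list holds every gene with an unadjusted p of at most 0.05, with no limit on the fold change. In the authors' deposited table, 254 genes with a p of at most 0.05 have an adjusted p of exactly 1. Of the 55114 genes in the table, 54723 identifiers were found in the GENCODE M21 annotation of GRCm38, 54037 of them with the same start and end, and 276 genes carry identifiers of the authors' own.

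From the counts, edgeR 4.0.16 in R 4.3.3 was used for the comparison: filterByExpr with its default minimum count of 10, TMM normalization, and the quasi-likelihood test with all 8 mice and genotype as the only term. The prior degrees of freedom were 3.34, against 6 residual degrees of freedom, and the common biological coefficient of variation was 0.237. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene sets were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation (limma 3.58.1), with Fisher's exact test on downregulated genes, and with fgsea 1.28.0 (10000 permutations, fixed seed). The mean log2 CPM of a list were compared between genotypes by a two-sided exact permutation test over all 70 assignments of the mice, with a smallest possible p of 0.0286. The MEX3A element was searched with Python 3.11.15 in the 3'UTR of the longest coding transcript, and shares were compared within 5 groups of 3'UTR length by the Cochran-Mantel-Haenszel chi-square test. Figures were drawn with matplotlib 3.10.9.

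The tests of single genes were checked on counts simulated for 16109 genes with 200 changed, of which 15780 passed the filter (13668 with 197 changed for limma on FPKM). The edgeR test recovered 83.0% of the changed genes (97.3% of those changed 4-fold, 65.2% of those changed 2-fold) with 8.79% false calls, and DESeq2 1.42.0 recovered 92.0% with 24.3% false calls. Among 200 random lists of 20 genes, drawn from the unchanged ones of these 16109, camera gave a p under 0.05 for 0.50% and fry for 8.0%. Each gene was simulated independently, so these shares do not apply to lists whose genes vary together between mice. Fisher's exact test and the Cochran-Mantel-Haenszel test were not checked by simulation. At these depths a gene with few counts, such as Mex3a in KO mice, is measured with a large counting error.

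The genes named are those the paper names for the KO crypt transcriptome and, for each direction, the 5 genes with the largest log2 fold change among protein-coding genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and full separation of the genotypes; this rule added no gene besides Mex3a. Before the data were examined, lists were written for stem, proliferation, enterocyte, goblet, enteroendocrine, Paneth, tuft, immune, stroma, blood, ileum, proximal intestine, colon, stress, PPAR target, WNT pathway and KLF4-related differentiation genes. Lists of sterol synthesis, T cell, B cell, myeloid, proximal enterocyte and Hox genes were written after the comparison of all genes, when other genes of these kinds stood out among the largest changes, and before the values of their own members were looked at. KEGG pathway files were not used here.

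The replicate numbers are shared between the genotypes, and the controls are littermates, but the paper does not say that a number marks a litter. The deviations of same-numbered mice from their genotype means correlated at 0.129 to 0.501 over all genes in all 4 pairs, and at 0.0904 to 0.474 over autosomal genes, where 2 of the 4 pairs passed 0.1; of the 24 ways to match the mice, the numbers gave the highest mean correlation. The numbers were therefore treated as pairing the mice, partly through shared sex, and the fit with the replicate number as a block is given where it changes a call. Within the Xist and Y groups, over autosomal genes, the difference between replicates 1 and 2 correlated between genotypes at 0.254. That between replicates 3 and 4 correlated at 0.0561, so a pairing of these mice beyond shared sex has little support. No pair of libraries within a genotype was alike within sampling noise (chi-square per degree of freedom 20.9 to 76.5).

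The alternatives were DESeq2, RLE and upper-quartile factors, no filter (at least 1 count in total), at least 10 counts in every mouse, the replicate number as a block, each mouse left out in turn, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1) over genes with a mean FPKM of at least 0.5, the Xist/Y group as a covariate, fry and estimated correlation for sets, and the 3'UTRs of all transcripts and a gap of up to 4 bases for the element. Robust edgeR and DESeq2 without the filter were added after seeing the data. Samples of the paper's other experiments were not analysed here.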

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

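Each gene the paper names and the mean of each gene list were examined within each genotype for a mouse far from the other 3, by Dixon's ratio of the gap to the range; 134 groups were examined, 5 passed the 95% critical value, and 6.7 would by chance. The tests of WT replicate 2 (library size, most abundant genes and enterocyte genes) and of list means within same-numbered pairs were chosen only after the result was seen, while those of the T cell, B cell, myeloid, proximal enterocyte and sterol synthesis genes were written down before the values of these genes were seen, although after other genes of these kinds had stood out among the largest changes.

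Rnf43 was lowest in KO replicate 2 (ratio 0.841; 6.62 log2 CPM against 6.87 to 6.92 in the other KO mice), Muc3 was highest in WT replicate 4 (ratio 0.879; 7.89 against 7.67 to 7.69), and Chga was highest in KO replicate 3 (ratio 0.867; 6.58 against 6.23 to 6.28). The mean of the B cell genes was highest in KO replicate 3 (ratio 0.847; 1.89 against 1.09 to 1.21). With as many such mice as chance gives, no technical or biological explanation was tested for these 4.

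The mean of the PPAR target genes was lowest in WT replicate 2 (ratio 0.933; 5.76 log2 CPM against 6.85 to 6.93 in the other WT mice). The KO mouse of the same number was also the lowest of its genotype (5.94, with 6.23, 6.85 and 7.12 in KO replicates 1, 3 and 4), and this pair had the highest correlation of deviations over all genes (0.501), so the low value is not confined to WT replicate 2, and something the same-numbered mice share stays open. In WT replicate 2, library size is argued against by its total of 20687389 counts, within the range of the other WT mice, and a few genes taking most of the counts by the 9.33% held by its 10 most abundant genes, below the share in the other WT mice. Its enterocyte genes were also lowest, by 0.61 on the log2 scale against 1.09 for the PPAR targets, so fewer enterocytes in this mouse remain a candidate explanation for part of the gap. Feeding state and the stretch of intestine collected were not recorded and remain untested. Without this mouse the PPAR target genes (ppar_targets list) were lower in KO (camera adjusted p = 0.00176, and 0.00623 without KO replicate 4; 0.367 with the replicate block, which keeps every mouse; range over the alternatives 0.00176 to 0.946), so this call rests on leaving out 1 mouse, and without WT replicate 2 the adjusted calls went from 1 gene to 4: Mex3a, Phgr1, Nr1h5 and Gm3608, the last 2 chosen after their values were seen.

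The paper does not report on immune cell genes. The mean log2 fold change of the 20 immune genes was 0.84 in KO (camera adjusted p = 4.39e-11, fry adjusted p = 0.183, two-sided exact permutation p = 0.0857), and 0 of the 20 had an adjusted p under 0.05, with 10 under 0.05 unadjusted. The most abundant of them, Cd74, went from 313 to 554 CPM and H2-Ab1 from 112 to 195, while Cd68, Jchain and Lyz2 were not higher. Other divisions of the mice argue little against chance: 3 of the 35 splits of the 8 mice into 4 and 4 gave a camera p as small, and 1 of the 8 splits that part all 4 pairs. The mean was higher in KO in all 4 same-numbered pairs, and 4 pairs allow no two-sided paired exact p below 0.125. More T cells among the collected cells remain a candidate explanation. T cell genes (t_cell list) were higher by 1.02 on the log2 scale. Tests that ignore the pairs gave a camera p of 5.30e-12, a fry p of 0.0998 and an exact permutation p of 0.114. These genes were also higher in all 4 pairs (camera p = 9.30e-18 with the replicate block, exact permutation of the pairs 0.125). B cell genes (0.63, exact permutation p = 0.0857) and myeloid genes (0.21, exact permutation p = 0.543) were higher in 3 of the 4 pairs each. A response of the epithelium itself cannot be told apart from more immune cells, because the collected cells were sequenced together. In WT, 0 of the 17 tested T cell genes were over 10 CPM. The exact permutation of 4 pairs cannot reach 0.05, a floor that the fit with the replicate block does not have. No gene of the immune list is among those labelled in Figure 6 or in the other lists.

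Genes of the ileum were higher in KO, with a mean log2 fold change of 1.07 over the 8 tested (camera adjusted p = 7.76e-11, fry adjusted p = 0.0862, exact permutation p = 0.0571). At an adjusted p under 0.05, 0 of the 8 passed, with 7 under 0.05 unadjusted. Fabp6 and Slc51b are also labelled in Figure 6A. Only the real split of the 35 gave a camera p as small, and the mean was higher in KO in all 4 same-numbered pairs. A more distal stretch of intestine in the KO preparations remains a candidate technical explanation, which predicts lower proximal enterocyte genes. These were higher by 0.41 on the log2 scale (camera p = 1.24e-06, fry p = 0.211, exact permutation p = 0.286) and in 3 of the 4 pairs. The separate list of proximal genes was lower by 0.20 (camera p = 0.0107, fry p = 0.134, exact permutation p = 0.457) and in all 4 pairs. The lists go opposite ways, so they do not decide the question. The sequenced stretch is not named in the paper's text. An effect of the deletion on ileal genes cannot be told apart from a difference in the stretch collected.

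Sterol synthesis genes, which the paper does not discuss, were higher in KO, with a mean log2 fold change of 0.40 over 19 genes (camera p = 2.46e-14, fry p = 0.0196). Of the 19, 13 had an unadjusted p under 0.05 and 0 an adjusted one, and 5.26% were lower. Every KO mouse lay above every WT mouse (exact permutation p = 0.0286), and only the real split of the 35 gave a camera p as small. The mean log2 fold change stayed between 0.31 and 0.48 when each mouse was left out, and its direction and call held in all 22 alternatives. A shared response of the sterol pathway is therefore a hypothesis consistent with this test; feeding and the cells collected are technical explanations that were not tested, so no biological explanation is singled out.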

How the results depend on the processing

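All alternatives except robust edgeR and DESeq2 without the filter were set before the data were examined; those 2 were chosen after seeing the data. The direction of Klf4 and the sets of Figures 6A and 6C kept their side of the threshold in every alternative: the stemness genes with p from 7.42e-14 to 0.00913, the differentiation genes from 6.14e-26 to 0.00339, and the WNT genes of Figure 6C from 3.33e-10 to 0.00329. The log2 fold change of Klf4 ranged from 0.25 to 0.58, never with an adjusted p under 0.05.

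The number of genes with an adjusted p under 0.05 was 1 and became 93 with DESeq2 (83 higher), 91 with DESeq2 without the filter, 2 with no filter (Mex3a and Lag3, the latter chosen after its value was seen), 4 with the Xist/Y group as a covariate (Mex3a, Epha2, Lag3 and Slc16a5, the last 3 likewise chosen), 0 with at least 10 counts in every mouse, where Mex3a is not tested and 1256 genes had an unadjusted p under 0.05, and 0 with the replicate block (1815 unadjusted). It went from 0 to 4 across the 8 fits that each left out 1 mouse. On simulated counts DESeq2 made more false calls than edgeR. DESeq2 and the authors' deposited table share 83 genes with an adjusted p under 0.05, and DESeq2 without the filter shares 90. The unadjusted count of 1350 ranged from 846 (without KO replicate 3) to 2133 (without KO replicate 1) and kept within 1.5 times in the other 18 alternatives; 1180 of its genes were shared with the replicate block.

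Mex3a kept its direction throughout. Its log2 fold change was -4.51 with the replicate block, where its adjusted p was 0.126, and from -4.87 to -4.17 across the fits without 1 mouse, in 6 of which the adjusted p was above 0.05 (up to 0.214). Apart from Mex3a, the adjusted count, the WNT pathway genes and the colon list (adjusted p = 0.0217; also passing without WT replicate 4 and KO replicate 3, range over the alternatives 0.000580 to 0.647), the replicate block changed no other adjusted or set call. At the unadjusted threshold it brought Sox9, Fzd2, Klf4 and Lbh under 0.05 and took Sct above it.

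The ribosomal protein genes lost their call with fry (0.124) and an estimated correlation (0.291). Their share among downregulated genes had an odds ratio from 1.55 (without WT replicate 3) to 22.4 (without KO replicate 1), with the call lost in 5 of the 8 fits that each left out 1 mouse. The WNT pathway genes passed 0.05 with upper-quartile factors (0.0395), the replicate block (0.0316), the Xist/Y covariate (0.0490) and robust edgeR (0.0491), and across the 8 fits that each left out 1 mouse their p ranged from 0.00671 (without KO replicate 4) to 0.171 (without KO replicate 1), under 0.05 also without WT replicate 2 and without KO replicate 3; over all alternatives the highest was 0.263. For the WNT pathway genes, share among downregulated genes gave odds ratios of 1.99 and 2.02 on log2(FPKM + 1) and log2(FPKM + 0.1), past the threshold in neither, and from 1.52 to 4.92 without the same mice, with the call lost in 5 of these 8 fits. Their normalized enrichment score was -1.19 and -1.20 on those FPKM scales, past the threshold in neither, and from -1.80 to -1.08 without them, with the call lost in 4 of the 8. The number of cell type and region lists with an adjusted p under 0.05, 8 of the 14 with at least 2 genes tested, was 0 with fry and 0 with an estimated correlation (unadjusted, 3 lists passed 0.05 with each), and from 5 to 8 without 1 mouse, 5 without KO replicate 2. The odds ratio of the MEX3A element in upregulated genes was 0.843 with a gap of up to 4 bases and 0.876 with no filter, past the threshold in neither. Where no value shows it, the cause was not tested.

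Among genes, and among lists by camera's direction, reversals appeared only in fits without 1 mouse: Ccnd1 ranged from -0.11 to 0.068, Chga from -0.12 to 0.20, Muc2 from -0.21 to 0.57, Alpi from -0.032 to 0.45, E2f3 from -0.10 to 0.058 and Tnfrsf19 from -0.27 to 0.031. Among lists, the adjusted p ranged from 0.0992 to 0.675 for proliferation, from 0.0244 to 0.975 for enteroendocrine, from 0.338 to 0.986 for stroma, from 0.120 to 0.948 for stress and from 0.00176 to 0.897 for PPAR targets, with directions that changed. The mean log2 fold change of some lists changed sign elsewhere while camera's direction did not: stress with the replicate block, limma-voom, both FPKM scales and the Xist/Y covariate, proliferation with no filter, DESeq2 without the filter and both FPKM scales, enteroendocrine on both FPKM scales, and proximal genes without WT replicate 4 (0.030) and without KO replicate 2. For the Hox genes (hox_position list) the mean was 0.47, and -0.19 with no filter and -0.21 with DESeq2 without the filter. Other results changed less: 7 gene results became stronger (Muc3, Naaladl1 and Phgr1 with DESeq2 and, for Phgr1, without WT replicate 2), and 53 list results became weaker and 6 stronger. The enterocyte mean log2 fold change of 0.97 was 0.50 without KO replicate 3, and the Paneth mean of -0.63 was -0.15 without WT replicate 1, where its call was lost (adjusted p = 0.109, range over the alternatives 8.14e-08 to 0.549).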

Differences from the paper's values

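No value the paper states for a measure computed here differed by more than 1.5 times or its error in the main comparison. Some counts did when 1 mouse was left out. The upregulated count was 491 without KO replicate 3, 605 without KO replicate 4, and 667, 719 and 643 without WT replicates 1, 2 and 3. The downregulated count was 828 without KO replicate 1. Without WT replicate 4 or KO replicate 2 both counts stayed within 1.5 times. The paper's 511 downregulated and 1112 upregulated genes stand beside 491 and 859 at an unadjusted p under 0.05. With DESeq2 without the filter, chosen after seeing the values, the counts were 551 and 1112, the same counts as in the authors' deposited table, so the paper's text gives 511 where the deposited table gives 551. The paper's normalized enrichment score of the WNT pathway is about -1.7 in Fig. 6E, read by eye, against -1.38 here (jackknife standard error 0.63 over the mice).

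The heatmap of Figure 6C shows 2 columns per genotype, and the paper does not say which mice these are, while the values here use 4 mice each. Besides the sequencing, the paper reports qRT-PCR of WNT-related genes and lower Axin2 and Cyclin D1 protein in KO crypts, which were not analysed here. The paper names Axin2, Ccnd1 and Fzd9 among downregulated genes in KO crypts. Their log2 fold changes here were -0.080, -0.028 and -0.42, each within its standard error, and in no setting did Axin2 or Ccnd1 reach an unadjusted p under 0.05; Fzd9 did without KO replicate 4 (0.0330). Sox9 and Fzd2, also named, had unadjusted p of 0.0567 and 0.0521; Sox9 was under 0.05 in 6 of 20 alternatives (with upper-quartile factors 0.0466, with no filter 0.0407, with the replicate block 0.0168, and without WT replicate 2, WT replicate 3 or KO replicate 1), and Fzd2 in 7 of 20 (with DESeq2 0.0430, upper-quartile factors 0.0472 and the replicate block 0.0334, without WT replicate 1 or KO replicate 4, and, chosen after seeing the values, with robust edgeR and DESeq2 without the filter).

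From qRT-PCR, Western blots and staining as well as sequencing, the paper states that Klf4 is upregulated in KO mice. Its log2 fold change was 0.41 with an unadjusted p of 0.0749; the unadjusted p was under 0.05 with DESeq2 (0.0472), no filter (0.0343), the replicate block (0.0116), the Xist/Y covariate (0.0194), without WT replicate 4 (0.0141) and, chosen after seeing the values, with DESeq2 without the filter (0.0454), and the adjusted p was under 0.05 in none of them.

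The ribosome, which the paper places among the pathways enriched in downregulated genes, passed Fisher's exact test and camera here, but not fry (0.124).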

Other observations

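The tests of the differentiation genes without ileal genes and of the genes near Mex3a were chosen only after the results were seen; the others were written down before the values they measure.

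Other divisions of the 8 mice into 4 and 4 set the scale of the counts of genes. At an adjusted p under 0.05, 9 of the 35 splits gave as many genes as the real one (1 of the 8 that part all 4 pairs), and at an unadjusted p, 6 of the 35 did (2 of the 8). The unadjusted count is thus within what other groupings give. For the adjusted count this holds only for splits that leave mice of a pair together. Of the 8 that part all 4 pairs, the real split alone gave an adjusted call, and 8 splits allow no smaller share. The split that follows Xist and the Y genes gave 13 genes at an adjusted p under 0.05, 3 of them on autosomes, and 2581 unadjusted; with the Xist/Y group as a covariate the genotype comparison gave 4 and 1814. For the stemness genes of Figure 6A, the differentiation genes and the WNT genes of Figure 6C, the real split alone of the 35 gave a camera p as small (1 of 35 for each). The paper shows these genes as changed in the same mice, so this is not independent evidence. The ribosomal protein genes reached as small a camera p in 5 of the 35 splits (3 of 8), the WNT pathway genes in 5 (2 of 8), their enrichment score was as far from 0 in 7 (2 of 8), and the element's p was as small in 4 (2 of 8). The remaining splits part fewer pairs and so leave mice of a pair together.

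Of the cell type and region lists, 8 had a camera adjusted p under 0.05, and 13 of the 35 splits gave as many (3 of 8). Stem genes were lower (mean log2 fold change -0.26, camera adjusted p = 2.33e-09), as were Paneth (-0.63, 0.000496), tuft (-0.54, 2.80e-05) and proximal genes (-0.12, 0.0214), while enterocyte (0.97, 7.76e-11) and goblet genes (0.16, 0.0430) were higher, beside the immune and ileum genes given above. None held with fry after adjustment. The enterocyte means were highest in KO replicates 3 and 4 and WT replicate 4 (9.02, 8.40 and 7.93 log2 CPM). So were the immune means (3.65, 3.38 and 2.96). The stem means did not follow that order (6.73, 6.68 and 7.00, with the lowest, 6.54, in KO replicate 2). With the collected cells sequenced together, a different mix of cells cannot be told apart from changed expression within cells. Without 1 mouse the goblet call was lost in 6 of 8 fits (adjusted p up to 0.307, without KO replicate 4), the proximal call in 4 (up to 0.134, without KO replicate 1) and the Paneth call in 2 (up to 0.109, without WT replicate 1), and the enterocyte mean was 0.50 without KO replicate 3. The tuft mean lay between -0.68 and -0.29 in these fits, with a camera adjusted p of at most 0.0157. The stem list, 7 of whose 20 genes are labelled in Figure 6, gave a camera p as small in the real split alone (1 of 35), and the enterocyte list in 8 of the 35. Proliferation (-0.0075), enteroendocrine (-0.026), stroma (0.078), stress (-0.098), PPAR target (-0.051) and colon genes (0.70, 3 genes tested) did not pass, with camera adjusted p of 0.801, 0.632, 0.801, 0.801, 0.634 and 0.0631. Of the blood list 1 gene was tested, so no set test was made. Hox genes (hox_position list) had a mean log2 fold change of 0.47, and -0.19 with no filter (camera p = 0.00953, fry p = 0.280 and exact permutation p = 0.343 with the filter). KLF4-related differentiation genes, a list that includes Klf4 itself, had 0.19 (camera p = 0.00887, fry p = 0.0495, exact permutation p = 0.114). Their mean was higher in all 4 same-numbered pairs (paired exact p = 0.125, the smallest possible). Their members went both ways, with Ccnd1 (-0.028) and Ccnb1 (-0.019) lower, each within its standard error. The largest changes were those of Cdkn1a (0.75) and Klf4 itself (0.41), and the median of the list was 0.092. The list mixes the cyclin genes Ccnd1, Ccnb1 and Ccne1 with differentiation genes and was not divided by expected direction. Its mean is therefore not a measure of KLF4 activity.

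The mean of the differentiation genes of Figure 6A without Fabp6, Slc34a2 and Slc51b, 6 genes, was still higher in every KO mouse (difference in means 0.66 on the log2 scale, exact permutation p = 0.0286). The paper shows these 6 genes too as higher in the same mice, so the value decides nothing about the ileal genes as the cause.

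For the ribosomal protein genes, random lists argue against a trend of short and abundant genes and against GC content: 0 of 10000 lists matched on expression and length, and 0 of 10000 matched on expression and GC content, had a median as low as -0.13 (permutation p = 0.0001 for each, the smallest they can give). The matched lists had medians of 0.050 and 0.019. Other divisions of the mice and reads shared with pseudogenes stay open.

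More genes were higher than lower in KO, 63.6% of those under the unadjusted threshold. The share was 57.0% with upper-quartile factors and 65.9% with RLE factors, but each of these scalings centres most genes near 0 (median log2 fold change -0.016 with TMM, -0.031 and -0.011 with the others), so normalization as the cause stays open.

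Within 5 Mb of Mex3a on chromosome 3, 18 of 140 tested genes (12.9%) had an unadjusted p under 0.05, against 8.34% elsewhere (Fisher's exact test, p = 0.0643). Variants of the strain in which the deletion was made may contribute, but this count leaves it open.

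A genotype effect that differs between the Xist and Y mice was found in 0 genes at an adjusted p under 0.05, with 616 under 0.05 unadjusted where 805 would be reached by chance; 2 mice of each kind per genotype cannot exclude smaller differences. The smallest interaction p belonged to Psmb9 and Psmb8 (adjusted p = 0.253 for both), chosen after their values were seen, with interaction log2 fold changes of -1.23 and -1.56. Psmb8 was at 49.2 and 59.2 CPM in WT replicates 1 and 2, 91.1 and 108 in WT replicates 3 and 4, 115 and 114 in KO replicates 1 and 2, and 74.1 and 68.6 in KO replicates 3 and 4.

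The human sequences that the paper gives for the sites in the KLF4 transcript were compared with the mouse Klf4 3'UTR. TGAGTCTTGGTTCTA differs from the mouse element by T7G, and the sequence in Fig. 7H, TGAGAATTAAGTTTTA, by T7A, counted from 1 at the 5' end of the human sequence. The form in the supplement, TGAGAATTAAGTTTTTA, has 17 bases, differs from the closest mouse stretch by T7A and T16A, and is not a match of the element with a gap of up to 8 bases.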
